# Transcription feedback dynamics in the wake of cytoplasmic mRNA degradation shutdown

**DOI:** 10.1093/nar/gkac411

**Published:** 2022-05-30

**Authors:** Alon Chappleboim, Daphna Joseph-Strauss, Omer Gershon, Nir Friedman

## Abstract

In the last decade, multiple studies demonstrated that cells maintain a balance of mRNA production and degradation, but the mechanisms by which cells implement this balance remain unknown. Here, we monitored cells’ total and recently-transcribed mRNA profiles immediately following an acute depletion of Xrn1—the main 5′-3′ mRNA exonuclease—which was previously implicated in balancing mRNA levels. We captured the detailed dynamics of the adaptation to rapid degradation of Xrn1 and observed a significant accumulation of mRNA, followed by a delayed global reduction in transcription and a gradual return to baseline mRNA levels. We found that this transcriptional response is not unique to Xrn1 depletion; rather, it is induced earlier when upstream factors in the 5′-3′ degradation pathway are perturbed. Our data suggest that the mRNA feedback mechanism monitors the accumulation of inputs to the 5′-3′ exonucleolytic pathway rather than its outputs.

## INTRODUCTION

Gene expression is a multistep process that starts at the nucleus, where structural (e.g. histones) and regulatory factors interact to facilitate transcription by the general transcription machinery and RNA polymerase II (PolII). During transcription, nascent mRNA molecules are capped at their 5′ end with a nucleolytic-resistant nucleotide (m7G), spliced, cleaved, and polyadenylated. Protein-mRNA complexes are then exported from the nucleus to undergo translation in the cytoplasm by ribosomes. To allow for dynamic gene expression, most mRNA species are actively degraded by cells within a short time frame (minutes in yeast to hours in mammalian cells (1,2)). mRNA degradation can be triggered by various quality control mechanisms (e.g. nonsense-mediated decay), but degradation is also thought to be coupled to the translation of the mRNA by ribosomes (3,4). Seminal work established the main degradation pathway in eukaryotes: mRNA is deadenylated by the Ccr4–Not complex, decapped by the Dcp1-Dcp2 complex, and degraded by the highly processive 5′-3′ exoribonuclease Xrn1 (5–10). An important alternate route involves the exosome, which degrades mRNA from its 3′ end following deadenylation by the Ccr4–Not complex. Additional less common endonucleolytic degradation pathways were also described (9,11).

As presented above, this process is largely unidirectional, namely, messages are generated in the nucleus, exported, translated, and degraded with no information flow back to the nucleus. However, mounting evidence from the past decade suggests that transcription in the nucleus is coupled to degradation in the cytoplasm. This coupling was demonstrated along two main branches of evidence. The first is gene-specific regulation of transcript fate by nuclear signals, e.g. replacing the promoter of a gene can alter its transcript half-life or cytoplasmic localization (12–16). In these cases, the functional implications are generally thought to be carried out by different mRNA-binding proteins that are exported with the transcript (17 ). Another line of evidence linking nuclear transcription and cytosolic degradation is a global phenomenon (termed mRNA buffering or mRNA homeostasis). It was demonstrated that large-scale perturbations to the degradation machinery are compensated by the transcription machinery (18–20) and vice versa (15,16,21–27). In these cases, the underlying mechanisms for the observed global transcription-degradation coupling remain contested and speculative. Proposed mechanisms involve several main components, including Rpb4/7 (POLR2D/G in humans) (27–29), Pab1/Nab2 (30–32), the Ccr4–Not complex (16,33), Snf1 (AMPK) (34,35), and Xrn1 (18,19).

Xrn1 is the main cytosolic 5′-3′ exonuclease in eukaryotic cells (6,8,36–38). Xrn1 knockdown causes developmental and fertility defects in multicellular organisms (39,40), and its knockout in yeast was shown to affect cell size and growth rate, hinder growth in certain stress conditions, and cause spindle-pole separation defects (41–43). In two important works published in 2013 Xrn1 was implicated in the coupling between degradation and transcription (18,19). However, these studies arrived at opposite conclusions about the role of Xrn1. Haimovich and colleagues reported that Xrn1 knockout maintains global mRNA levels. They could explain the observed buffering by attributing to Xrn1 (and related RNA binding factors) a role as a transcriptional activator that acts directly on chromatin. Conversely, in a systemic screen of RNA processing factors, Sun and colleagues reported that Xrn1 knockout results in the most significant increase in total mRNA levels, which is the result of a significant decrease in degradation rates and a slight increase in global transcription rates. Mechanistically, they linked Xrn1 levels to the transcript levels of a negative transcriptional regulator - Nrg1. Since then, other studies with Xrn1 knockout/knockdown exhibited various transcriptional effects (44–50). Similarly, the Ccr4–Not complex which is crucial for mRNA deadenylation and degradation was also implicated in transcription regulation (16,33,51,52). Interestingly, in the systemic screen by Sun et al. some components of the Ccr4–Not complex incur pronounced deviations from the wildtype strain (18).

To summarize, there is ample evidence that mRNA buffering takes place in perturbed yeast cells, and probably in higher eukaryotes, but there is little understanding of the mechanisms underlying various contradicting observations. We reasoned that if a feedback process is at play, the dynamics of the process can shed light on its mechanism. However, we found little information about the dynamics of the process, as most studies were performed in knockout strains at steady-state growth conditions. In several notable exceptions the time scale of the feedback was determined to be in the order of several minutes (23) and up to an hour (18,21), but these were observed in different settings, and their generality is unclear.

Several of the works mentioned here applied comparative Dynamic Transcriptome Analysis (cDTA (22)) to samples, which measures mRNA levels and monitors recently-transcribed molecules by pulse labeling RNA with uracil analogs. We adapted the cDTA protocol to a high-throughput, quantitative, and sequencing-based version that we termed cDTA-seq. The cDTA-seq technique allowed us to monitor Xrn1 depletion from cells in high resolution, and observe the dynamics of mRNA accumulation and cells’ adaptation to this perturbation. Utilizing metabolic labeling data we identify a delayed global reduction in transcription, which results in a return to wildtype mRNA levels after several hours. We further expanded our data to multiple other RNA processing factors and found that the transcriptional response was not unique to Xrn1, and it also occurred upon depletion of Dcp2 and Not1. Interestingly, we find that the transcriptional response initiates earlier when upstream components in the 5′-3′ pathway are perturbed, suggesting that the trigger for the transcriptional response is sensed upstream of the degradation pathway. These results provide a rich resource for studying the cellular response to perturbations in the general mRNA degradation machinery, and our analysis provides insights into the basic properties of the mechanism underpinning the mRNA buffering phenomenon.

## MATERIALS AND METHODS

### cDTA-Seq

#### Sample preparation

For each experimental batch, *Kluyveromyces lactis* (KL) yeast cells were grown to log-phase, fixed in frozen methanol and the KL-spiked methanol was equally pre-distributed in deep well plates in large volumes to minimize the effect of pipetting errors. The plate with pre-spiked methanol was kept at −80°C until the fixation of *Saccharomyces cerevisiae* (SC) samples. Immediately before SC fixation, sample biomass was measured by optical density at 600 nm and the culture was metabolically labeled by 4-thiouracil (4tU, Sigma). This was performed simultaneously on the entire plate using a pipetting robot (Tecan EVO200), after which cells were immediately fixed in pre-frozen and pre-KL-spiked methanol (600 μl pre-spiked frozen methanol to 500 μl SC cells). Samples were then kept at −80°C up to several weeks.

#### RNA purification

Cells fixed in frozen methanol were washed twice in ddw and RNA purification was performed as previously described (53) with minor modifications. Briefly, RNA was released from the cells by digestion with Proteinase K (Epicenter) in the presence of 1% SDS at 70°C. Cell debris and proteins were precipitated by centrifugation in the presence of potassium acetate. RNA was then purified from the supernatant using nucleic acid binding plates (96-well, 800 μl UNIFILTER Microplate, GE Healthcare) in the presence of 0.1 mM DTT, eluted in 1 mM DTT, and stored at −80°C.

#### Metabolic labeling, and adaptation of SLAM-seq to yeast

Metabolic labeling of recently transcribed RNA molecules was done as previously described (54,55). Briefly, 4tU was dissolved in NaOH and added to cells at a final concentration of 5 mM 4tU for the indicated times (6–10 min). To avoid pH change as a result of NaOH addition, MES buffer was added to the media prior to growth. RNA purification was performed as described above. Total RNA was subjected to thiol(SH)-linked alkylation by iodoacetamide (Sigma, 10 mM) at 50°C for 15 min, the reaction was stopped with 20 mM DTT. RNA was purified using nucleic acid binding plates (96-well, 800 μl UNIFILTER Microplate, GE Healthcare) and was stored with RNase-inhibitor at −80°C.

#### polyA RNA-seq library preparation

Library preparation was done as previously described (56). Total RNA was incubated with oligo-dT reverse transcription primers with a 7 bp barcode and 8 bp Unique Molecular Identifier (UMI) at 72°C for 3 min and transferred immediately to ice. RT reaction was performed with the SMARTScribe enzyme (Clontech) at 42°C for 1 h followed by enzyme inactivation at 70°C for 15 min. Barcoded cDNA samples were then pooled and purified using SPRI beads x1.2 (Agencourt AMPure XP, Beckman Coulter). DNA-RNA hybrids were tagmented using Tn5 transposase (loaded with oligos Tn5MEDS-A, Supplementary Table S2), and 0.2% SDS was added to strip off the Tn5 from the DNA (57), followed by a SPRI x2 cleanup. Barcoded Illumina adaptor sequences (Supplementary Table S2) were added to the tagmented DNA by PCR (KAPA HiFi HotStart ReadyMix, Kapa Biosystems, 12 cycles). And the DNA was cleaned with an x0.8 SPRI procedure. Libraries were sequenced using Illumina NextSeq-500 sequencer.

#### Data processing

##### Demultiplexing

Pooled libraries were demultiplexed using Illumina's bcl2fastq (version 2.20.0). Internal (sample) barcodes were demultiplexed with an awk command, not allowing any barcode errors in both cases.

##### Genome alignment

Prior to read alignment, we prepared several versions of the SC and KL genomes. First, we converted both genomes to accommodate alignments of partially (T→C)-converted reads. This was achieved by converting all the observed Ts in the genome to Cs per strand. This results in an ACG-only genome with one contig per reference strand. In addition, we also generated a redacted version of the KL genome in which any 18-mer that is found in the SC genome was removed. This procedure removed only ∼3.4% of the KL genome sequence while increasing the proportion of reads that uniquely align to the KL genome from ∼2.5% to ∼99% (i.e. most reads arise from regions that are shared between the genomes but are derived from SC cells).

polyA stretches were removed from 3′ ends, and reads with more than 25 bases remaining were aligned in several different ways (using default bowtie2 settings for single end alignment):

- SC genome without ACG conversion
- SC genome with ACG conversion
- KL genome without ACG conversion
- KL genome with ACG conversion
- Redacted KL genome without ACG conversion

These allow for quality control measures to be calculated per sample. However, for downstream analysis, only the (2) and (5) alignments are used. Alignment after ACG conversion was performed by converting observed Ts to Cs in reads and aligning them against the converted genome. Following alignment to the converted genome by bowtie2, a dedicated script converts reads back to the original reference coordinates and strand, and marks any sequence discrepancies between the original observed sequence and the reference sequence per read.

##### Read filtration and UMI handling

Reads in all sequencing runs had lengths between 44 and 46, and we discarded reads with >30 observed Ts (0.4% of reads). For typical analyses of mRNA, we only considered reads that were aligned to at most 5 genomic loci, with at most three errors (excluding T→C conversions). Out of these alignments, only the best one was reported. Reads were de-duplicated based on their alignment (chromosome, strand, position), and UMI, and in each such group, the read with least amount of deviations from the reference was selected. Libraries had an average of 1.2–1.5 reads per UMI.

##### Read statistics

Filtered and deduplicated alignments were assigned to transcripts by their intersection (58) with a window of 300 bp upstream and 100 bp downstream of previously reported transcription termination site (TTS) annotations (59). Read statistics were then collected on individual transcripts, groups of transcripts, or the whole transcriptome in the form of a table with the number of reads for each combination of observed Ts and observed T→C conversions.

##### Relative mRNA level estimation

To estimate the relative amount of mRNA in each sample we consider only the reads that were aligned to annotated TTS regions (see above). We divide this number by the sample OD, and by the total number of reads that were aligned to the KL redacted genome. While this procedure removes most of the variance between replicates, in time course experiments we also smooth these estimates with a savitzky-golay filter (3rd degree) spanning a 120-minute window.

##### Binomial mixture model

Similar to (60), we assume that reads arrive from a mixture of two kinds of molecules - old transcripts that were transcribed prior to the labeling period, and recent transcripts that were transcribed after the labeling period began. To estimate the typical molecule half-life, we are interested in the relative size of each of these sets. This proportion can be denoted with a single parameter—the recent fraction—${p_r}$. The model stipulates that if a molecule arrives from the ‘old’ set then we expect T→C conversions at a certain rate—$\varepsilon$, if however, the molecule is from the recent set, then we should observe conversions at a higher rate—$\xi$. In either case, assuming a uniform rate along the read, the probability of observing a read with X Ts, Y of which are converted is binomially distributed:

$$\begin{equation*}{O_{Y,X}} \equiv Pr(Y|X,old) \sim Bin\left( {Y;X, \varepsilon } \right)\end{equation*}$$

$$\begin{equation*}{R_{Y,X}} \equiv Pr(Y|X,new) \sim Bin\left( {Y; X, \xi } \right)\end{equation*}$$

Therefore, the overall probability of observing *Y given X* is:

$$\begin{equation*} Pr(Y|X) = p_rR_{Y,X} + (1-p_r)O_{Y,X} \end{equation*}$$

And more generally, the likelihood of a collection of reads, *R*:

$$\begin{eqnarray*}L\left( {{p_r}} \right) &=& Pr(R\ |\ {p_r}) \\ &=& \mathop \prod \limits_{r \in R}^{} {\left[ {{p_r}{R_{Y\left( r \right),X\left( r \right)}} + \left( {1 - {p_r}} \right){O_{Y\left( r \right),X\left( r \right)}}} \right]_{}}\end{eqnarray*}$$

Thus, assuming the error and conversion rates are global (Supplementary Figure S1E), the likelihood is a function of a single parameter—${p_r} \in [ {0,1} ]$, and its maximum can be efficiently calculated given the other model parameters (see supplementary material).

##### Steady-state model

We assume the following dynamic system:

$$\begin{equation*}\dot{M} = \ \pi C - \delta M\end{equation*}$$

$$\begin{equation*}\dot{C} = \ \gamma C\end{equation*}$$

where $M$ is the total amount of mRNA, C is the number of cells (or, alternatively this can be biomass), $\pi$ is a gene-specific transcription rate per cell, $\delta$ is the gene-specific degradation rate, and $\gamma$ is the growth rate. Redefining $R\ = \frac{M}{C}$ , i.e. mRNA/cell, the system simplifies to:

$$\begin{equation*}{\rm{\ }}\dot{R} = \ \pi - \left( {\delta + \gamma } \right)R\end{equation*}$$

We also assume that 4tU labeling does not disturb cells from their exponential growth pseudo-steady-state (Supplementary Figure S1G, H), in which case the steady state value of the system is given by:

$$\begin{equation*}{\rm{\ }}{R_{ss}} = \frac{\pi }{{\delta + \gamma }}\ \end{equation*}$$

Additionally, the differential equation yields the following dynamics for molecules transcribed during the labeling period ($N$):

$$\begin{equation*}N\left( t \right)\ = \frac{\pi }{{\delta + \gamma }}\ \left( {1 - {e^{ - t\left( {\delta + \gamma } \right)}}} \right)\end{equation*}$$

Thus, the proportion of labeled transcripts, *p_r_* , evolves with labeling time (*t*), as follows:

$$\begin{equation*}{p_r}\left( t \right)\ = \ \ \frac{{N\left( t \right)}}{{{R_{ss}}}} = \ 1 - {e^{ - t\left( {\delta + \gamma } \right)}}\end{equation*}$$

##### Half-life estimation

Briefly, we fit/measure several global parameters (detailed description is given in the supplementary material): incorporation probability ($\xi$), error probability ($\varepsilon$), conversion lag time (${t_0}$), and growth rate ($\gamma$). Once these are determined, the only gene-specific parameter is the degradation rate ($\delta$), which can be calculated by fitting the BMM model to the data to obtain *p_r_*, and by inverting the last equation we obtain the degradation rate:

$$\begin{equation*}\delta \ = \ - \frac{1}{t}ln(1 - {p_r}) - {\gamma ^{}}\end{equation*}$$

Which can be further transformed to a half-life ($ln( 2 )/\delta$).

### Auxin-induced degradation

In all experiments, yeast cells were grown in YPD at 30°C overnight, supplemented with a final concentration of 10 mM MES pH 6.0 buffer. 60 minutes prior to the beginning of the time course, samples with OD ranging from 0.3 to 0.6 were split to deep well plates and grown at 25°C with constant pipette mixing during the time course. At indicated times auxin (3-indolo acetic acid, Sigma) was added at a final concentration of 1–2.5 mM (Supplementary Table S4). Auxin stock was dissolved in DMSO to 2.5 M, and diluted 1:1 in 1 M NaOH before being added to samples to prevent sedimentation in the aqueous medium. When mock treatment was appropriate, the same amount of DMSO and NaOH was added to control samples.

### cDTA-seq calibrations

#### Spike-in titration

As a standard for mRNA levels in cDTA-seq experiments, we spike-in fixed amounts of exogenous cells to each sample. To evaluate this strategy, we performed a titration of spike-in cells (KL) in the 1%-5% range into an *SC* sample. SC and KL cells were grown to log-phase (od 0.5) and fixed separately in cold methanol (7.5 ml cells in 9 ml methanol). Fixed cells were mixed at varying ratios (1–5% KL) and were kept at −80°C. RNA purification and polyA RNA-seq libraries were prepared as described above.

#### Transcription inhibition

Thiolutin (Sigma) was dissolved in DMSO and added to cells at a final concentration of 3 μg/ml for 15 min.

#### DNA-seq validation

When comparing mRNA levels between samples, one can use different measures, such as mRNA/cell, mRNA/volume or mRNA/biomass. In our view, biomass or volume are the most relevant normalizing measures for the question of mRNA homeostasis, but cell counting remains common (22). In many experimental settings, the optical density (OD) of the culture is a good proxy for cell counts, but more generally OD quantifies the total sample biomass (which is correlated to cell counts (61)). In our experiments, there was a concern that different genetic backgrounds and cell states can affect the OD/cell ratio (62,63). We verified that our OD measures correspond to cell counts by comparing the DNA content extracted from 93 samples from various genetic backgrounds to their OD. To estimate the ratio between the number of SC and KL cells we extracted nucleic acids from various samples that underwent cDTA-seq and were therefore spiked-in with KL cells. These samples included various AID-tagged proteins (Dcp2, Xrn1, Rat1, Fcp1, Sth1, Med14, Pop2, Spt6) grown overnight with varying degrees of auxin, resulting in a wide range of growth rates (1.5–4 h doubling time) and morphological phenotypes (e.g. Xrn1-depleted cells are larger). When we compared the ratio between SC DNA and KL DNA in each sample with the OD of that sample, we observed a high correlation (*R*^2^ = 0.88, Supplementary Figure S1B).

To prepare DNA, RNase (Sigma, 11119915001) was added to nucleic acid extracted as mentioned in the cDTA-seq protocol (0.1 μl RNase to 100 ng RNA in a reaction volume of 20 μl) and incubated at 37°C for 30 min. The remaining nucleic acid - genomic DNA - was tagmented using Tn5 transposase (loaded with oligos Tn5MEDS-A and Tn5MEDS-B, Supplementary Table S2), and 0.2% SDS was added to strip off the Tn5 from the DNA (57). Barcoded Illumina adaptor sequences (Supplementary Table S2) were added to the tagmented DNA by PCR (KAPA HiFi HotStart ReadyMix, Kapa Biosystems, 20 cycles), and the libraries were cleaned with a ×0.9 SPRI procedure. Libraries were sequenced on an Illumina NextSeq-500. Reads aligned to the SC genome were manually inspected to have uniform genomic distribution (with exceptions in the rDNA locus, transposable elements, etc.). Reads were also aligned to a redacted SC genome (removing any 20-kmer found in KL) and to a similarly redacted KL genome to obtain estimates of the amount of DNA from each organism in the sample. The ratio between these numbers was compared to the OD of each sample (both measures were normalized to their median for visualization in Supplementary Figure S1B). Outliers were not of a specific strain, batch, or condition, pointing to measurement noise (probably in the OD), rather than inherent biases in the technique.

### Western blots

Yeast lysates were prepared as previously described (64) and proteins were analyzed using standard western blotting procedures with anti-FLAG M2 (Sigma F1804), and anti-Myc (Sigma M4439 clone 9E10).

### Growth assays and OD measurements

Optical density was collected using a Tecan Infinite F200 for 96-sample plates. Each well/sample was measured at five different positions and the median value was used as the OD measure. A background level was measured in each plate and was subtracted from the measured OD.

Growth assays were conducted using a Tecan Freedom Evo 2000 liquid handling station. The 200 μl 96 sample plate was incubated at 30°C, for >24 h with an automatic scheduled OD measurement in the Tecan Infinite F200 executed every hour (65).

A log-linear fit was applied to each consecutive set of 10 data points, and the minimal doubling time was determined by the fit with the highest slope among the fits that passed the 5% significance threshold (test for linear fit, Bonferroni-corrected).

### Microscopy

Samples along the depletion time course were fixed in 1% formaldehyde for 15 min and quenched in 125 mM Gly. Bright-field images were automatically collected in multiple fields per sample along an 8 μm z-stack (1μm step size) using a Scan^R system (Olympus). Cells were segmented using freely available yeast segmentation software (66).

### Single-molecule FISH

#### Sample preparation

In the first experiment (Figure 3), 120 ml Spt6^AID^ and 120 ml Xrn1^AID^ cells were grown to mid-log, and split. Half of the culture was supplemented with auxin (final 2.5 mM) and half with mock treatment (50% DMSO, 0.5M NaOH at equal volume). After one hour of incubation at room temperature samples were fixed in 5% formaldehyde and prepared as previously described (67) with fluorophore-conjugated (TAMRA or CAL Fluor Red 590) tiling probes for Msn2, Cln2, Cln3 and Suc2 (Biosearch technologies) were a gift from Naama Barkai and Jeffery Gerst (Msn2, Cln2, Cln3 sequences detailed in Supplementary Table S3, Suc2 as in (68)).

In the second experiment (Supplementary Figure S3), 40 ml of Xrn1^AID^ cells were grown to mid-log and split into four samples. Samples were supplemented with auxin so to have 240, 120, 60 and 0-min time points in an auxin time course. Samples were fixed and prepared with the probes for Msn2, Cln2, Suc2 (and with a TAMRA-20dT probe ordered from IDT, see polyA FACS below).

#### Microscopy

Images were acquired with a 100 × 1.4 oil UPLSAPO objective, using an Olympus IX83 based live-imaging system equipped with CSU-W1 spinning disc (sCMOS digital Scientific Grade Camera 4.2 MPixel, Oxford Instruments, Abingdon, UK). For each sample, at least 4 different positions were chosen. In each position, three-channel Z-stacks images were taken with a step size of 200 nm for a total of >8 μm: bright-field image, 488 nm laser with 100 mW; DAPI image, 405 nm laser with 120 mW, and exposure time of 250 ms; mRNA image, 561 nm laser with 100 mW and exposure time of 1000 ms. Each z-plane image was of size 2048 × 2048 pixels.

#### Image analysis

Nuclei and single molecules were segmented from the DAPI channel using a MATLAB script that uses basic image processing steps (erosion/dilation/convolution) to account for uneven illumination. Segmented nuclei were filtered by size and manually inspected. Single-molecule counts were obtained by using custom-made MATLAB software (69).

### polyA FACS analysis

Cells from the second FISH experiment were stained with a polyT-TAMRA probe. At least 7500 valid events (cells) were collected per sample on an Amnis CellStream high throughput flow cytometer after excitation with a 561 nm laser and acquisition with a 561–583 nm filter.

### DNA staining

Wildtype, Xrn1^AID^ and Sth1^AID^ cells were split and exposed to auxin along a time course of 4.5 h. At the end of the time course, cells were collected into pre-frozen EtOH (final 70%). Cells were washed in 50mM Tris–HCl pH 8 (Sigma), incubated with RNaseA (Sigma R4875, final 1 mg/ml in 50 mM Tris–HCl pH8), Proteinase K (Sigma P2308, final 2.5 mg/ml in ddw), and with SYBR green (Molecular Probes S7567, diluted 1:1000 in 10 mM Tris–HCl pH 8, 1 mM EDTA pH 8). Following an additional wash, cells were briefly sonicated and analyzed by FACS with a 525-centered filter (BD LSRII system, BD Biosciences). Cell-cycle phases were determined by fitting the DNA content distribution with a 3-component gaussian mixture model.

### Strains and plasmids

*Saccharomyces cerevisiae* yeast strains used in this study are provided in Supplementary Table S1. Validations of AID degradation are also detailed in this table (see also Supplementary Figure S8 for a summary of western blots).

Yeast strains were generated using the LiAc transformation method (70). Auxin inducible degradation domain was PCR-amplified from plasmid pNat-AID*-9MYC or pHyg-AID*-6FLAG using matching primers (Supplementary Table S2) and introduced into TIR1 expressing cells immediately before the target gene stop codon (plasmids and TIR1 cells were a gift from Ulrich lab (71)).

Fresh Xrn1 knockouts were prepared using plasmids pNat-AID*-9MYC or pHyg-AID*-6FLAG, and oligos (xrn1_ko_F, xrn1-deg-R, see Supplementary Table S2)

Oligos used in this study are listed in Supplementary Table S2.

## RESULTS

### High-throughput, quantitative dynamic transcriptome analysis by sequencing (cDTA-seq)

To study the dynamic equilibrium of mRNA in cells a dynamic measurement is needed. We aimed to assess absolute mRNA levels and transcription rates in multiple strains in detailed time-course experiments, resulting in hundreds of samples. Therefore, we developed a protocol (Figure 1A) inspired by Sun *et al.* (22), in which we spike in a constant amount of cells from a close yeast species for mRNA quantification, combined with a brief pulse with 4-thiouracil (4tU) to quantify recently-transcribed molecules. Following similar works (54,55), we alkylate the 4tU nucleotides with iodoacetamide, which results in their subsequent reverse-transcription to G instead of A (T→C on the sense strand). The conversion allows for the detection of 4tU at the same time as quantifying mRNA levels with RNA-seq. Thus, we avoid additional biochemical separation and unknown losses in each sample, which allows for accurate estimation of the fraction of recently-transcribed molecules (Figure 1B). We incorporated these steps into an RNA extraction and 3′ mRNA sequencing protocol we had developed that was specifically aimed at high throughput measurements (56). The final protocol (Figure 1A-B) allows a single person to quantify the transcriptome, including recently-transcribed mRNA, from 192 samples in a single day (Materials and Methods).

**Figure 1.**
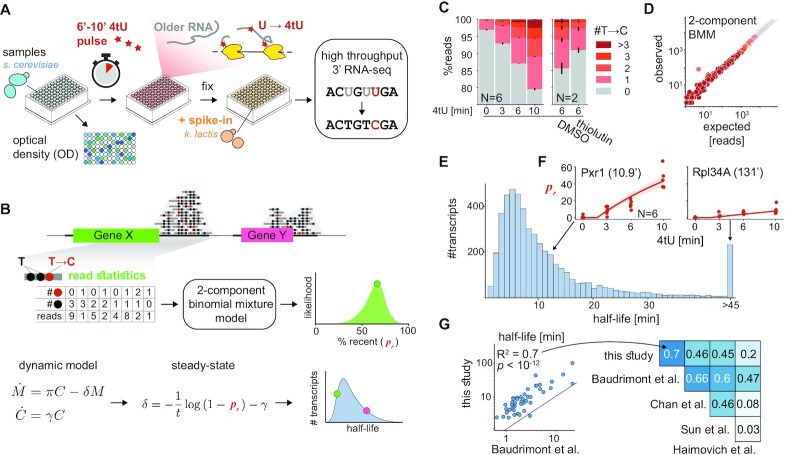
cDTA-seq and genome-wide transcript half-life estimation. (**A**) cDTA-seq protocol outline. 4tU is added to dozens of quantified samples to label new RNA molecules. Cells are then immediately fixed with a pre-fixed constant amount of spike-in cells (K. lactis yeast in this case). RNA is extracted, 4tU is alkylated and RNA-seq libraries are prepared, resulting in T→C conversions where 4tU was incorporated. The entire process is performed in a 96 sample format. (**B**) Transcript-level analysis outline. Read conversion statistics per gene are fitted with a binomial mixture model to estimate the percent of recently-transcribed molecules (p_r_). Assuming a first-order kinetic model (C - number of cells, *M*—number of mRNA molecules, $( {\gamma ,\pi ,\delta } )$ are growth, production, and degradation rates respectively), and assuming steady-state, p_r_ can be translated to transcript half-life given the known labeling period (t). See methods and supplementary material for more details. (**C**) 4tU conversion is effective, reproducible and measures transcription. Percent of reads (y-axis) along a 4tU time course (x-axis) with a different number of observed T→C conversions (legend, *N* = 6). Samples exposed to vehicle (DMSO) or the transcription inhibitor thiolutin for 15 min (and labeled with 4tU for 6 min, *N* = 2). Note that the y-axis begins at 75%, i.e. most reads have no conversions. (**D**) Binomial Mixture Model (BMM) fits the data. Read conversion statistics are fitted with a 2-component BMM. Each dot represents the number of reads with a certain number of observed Ts and T→C conversions (color as in E). x-axis is the expected number of reads for each (T,T→C) pair assuming the model and the observed #T distribution in the data, the y-axis is the observed number of reads in each (T, T→C) combination. Additional components do not improve the likelihood of the data (Supplementary Figure S1D). (**E**) Half-life distribution for all yeast transcripts. Assuming steady-state, transcript-specific and global parameters are iteratively fitted, resulting in the half-life of each transcript. The median of the distribution is 8.2', transcripts with a half-life of 45′ or longer are counted in the rightmost bin. (**F**) Examples of estimated *p_r_* along the time course. The individually estimated pr per time point and replicate (N = 6) for two transcripts (Pxr1 and Rpl34A) are shown as red dots along the time course. The data is fitted with a single parameter per gene (degradation rate) resulting in an estimate of 10.9’ half-life for Pxr1 and a 131’ half-life for Rpl34A. Using these estimates, the expected pr along the time course is plotted as a red line with 95% CI as a red shaded area. (G) Half-life estimates correlate with various studies. Half-lives from this and four other published studies are compared to each other and the linear explanatory value (R2) is denoted in the upper diagonal matrix. The scatter depicts a specific example of the comparison between this study and the rates from Baudrimont et al where estimates were not obtained by metabolic labeling.

To study changes to mRNA concentration, defined as molecules/biomass (see Materials and Methods), we needed two points of reference per sample - a measure of mRNA levels and of biomass. 

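Total mRNA per sample was measured by adding a fixed amount of cells of another yeast, Kluyveromyces lactis (KL), to each sample of Saccharomyces cerevisiae (SC). KL cells made up 1, 2, 3, 4 or 5% of a sample in the titration, with 2 libraries at each percentage, and 4-thiouracil (4tU) was given for 5 min. 4tU is a uracil analog that is built into new RNA and is read as a T-to-C conversion after alkylation. The libraries hold the 3′ ends of polyadenylated RNA, and reads with the same position and molecular identifier were counted once. The authors aligned the reads with Bowtie2 and deposited, per library, the reads in windows at the 3′ ends of SC transcripts and the reads of the KL genome, both unnormalized. The 10 libraries held 346518 to 455405 transcript counts (median 378836), and 7466 to 38438 KL reads. The ratio of KL reads to reads aligned to SC genes was computed from the deposited library totals on a log scale. The paper states that one SC sample was divided for the titration, so the spread is between parts of a single sample.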

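KL reads rose with each step of KL cells. There were 1.90 ± 0.0475 KL reads per 100 SC reads (SD, n = 2) at 1% KL cells and 3.32 ± 0.266 (SD, n = 2) at 2%. At 3% the ratio was 5.20 ± 0.227 (SD, n = 2), at 4% it was 7.47 ± 0.267 (SD, n = 2), and at 5% it was 8.87 ± 0.0463 (SD, n = 2). Over the 10 libraries the logarithm of this ratio followed that of the KL percentage with R2 = 0.989 (Pearson r = 0.995, two-sided permutation p = 2e-05). Spearman's rho was 0.985 (permutation p = 3e-05). Without the 2 libraries farthest from the median, r was 0.993. The slope on the log scale was 0.981.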

We verified our ability to quantify relative sample mRNA levels by spike-in titration (Supplementary Figure S1A, *R*^2^ = 0.99, *P* < 10^–13^). For biomass estimation, we measured optical density (OD), and we verified that there are no gross deviations between biomass and cell counts in the different genetic backgrounds we worked with (see methods, Supplementary Figure S1B, *R*^2^ = 0.88, *P* < 10^–47^).

Next, we performed a 4tU labeling time course experiment and observed a significant increase only in T→C conversions (Figure 1C, Supplementary Figure S1C). 

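In the labeling time course, wildtype cells were sampled after 0, 3, 6 and 10 min with 4tU, with 6 libraries at each time. The labels list the 6 libraries of a time as cells kept at 0, 5 or 15 units of DMSO for 0 or 60 min before labeling. They name no separate cultures, so p-values here measure the spread between these 24 libraries. Depth was 213319 to 531354 transcript counts per library (median 416128), with medians of 422257, 401442, 397922 and 437954 counts at 0, 3, 6 and 10 min. The authors deposited, for each transcript and library, the number of reads with each number of T positions and of T-to-C conversions, and their own estimate of the recently-transcribed fraction. From the conversion counts, the share of recently-transcribed molecules was fitted for each library as a mixture of an unlabeled and a labeled binomial, with the 2 conversion probabilities shared by all libraries of the experiment. Reads without a conversion made up 97.0% of the reads at 0 min and 79.5% at 10 min, while reads with 2 or more conversions went from 0.208% at 0 min through 1.85% and 5.35% to 11.0% at 10 min. The recently-transcribed share was 0.199 ± 0.0519% (SD, n = 6) before labeling, 3.33 ± 0.263% (SD, n = 6) at 3 min, 10.1 ± 0.104% (SD, n = 6) at 6 min and 19.7 ± 0.369% (SD, n = 6) at 10 min. Each labeled time lay above 0 min in all libraries (exact permutation test, two-sided, p = 0.00216, the smallest that 6 libraries against 6 allow). The authors' deposited shares for the same libraries averaged 0.974, 4.84, 12.5 and 22.6%. CLN2, a G1 cyclin, lies on chromosome XVI of the R64 build from 64977 to 66614, and its labeled share was 20.0 ± 10.7% (SD, n = 6) at 3 min, 40.9 ± 6.67% at 6 min and 78.2% at 10 min. 

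**Figure D1:**
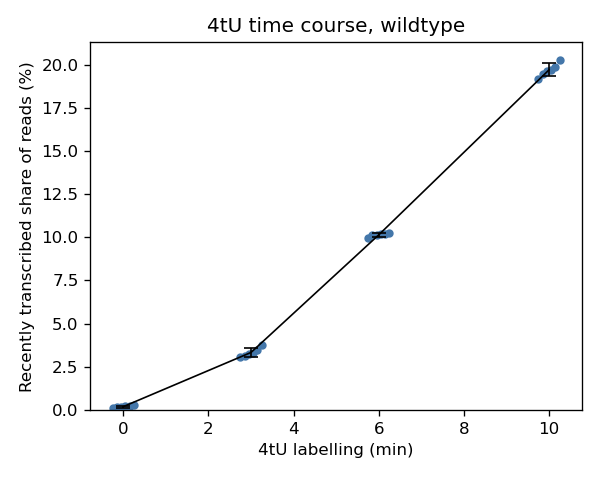
Recently-transcribed share of mRNA (percent, y-axis) against minutes with 4tU (x-axis), with 1 point per library and 6 libraries per time. The shares went from 0.199% at 0 min to 19.7% at 10 min, and the libraries of one time lay closer to each other than to those of any other time.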

To verify that we can detect changes in transcription rates, we also performed this analysis after transcription inhibition with thiolutin for 15′ and pulse-labeled the samples with 4tU to observe a >50% reduction in labeled molecules (Figure 1C). 

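Thiolutin inhibits RNA polymerases. Cells were kept with thiolutin or with DMSO alone for 15 min and then labeled for 6 min, with 2 libraries of each. Depth was 287159 to 492187 transcript counts per library (median 459038), and shares were fitted as for the time course. The recently-transcribed share was 5.67 ± 0.433% (SD, n = 2) with thiolutin, 5.36 and 5.98% in the single libraries. With DMSO it was 12.5 ± 1.56% (SD, n = 2), 11.4 and 13.6% in the single libraries. The share thus fell by 54.6% (exact permutation test, two-sided, p = 0.333, the smallest that 2 libraries against 2 allow), and both thiolutin libraries lay below both DMSO libraries. Reads with 2 or more conversions made up 2.78 ± 0.13% (SD, n = 2) with thiolutin and 5.99 ± 0.749% (SD, n = 2) with DMSO. With the mixture fitted to each library on its own the share fell by 44.3%.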

As previously observed (60), individual reads exhibit multiple conversion events (Figure 1C) bolstering confidence that they arise from newly transcribed molecules. We used this observation to estimate the percent of molecules that were transcribed during the labeling period (‘*p*_*r*_’) by fitting a probabilistic model to the data (Figure 1B, methods). We verified that the model fitted the observed data well (Figure 1D, Supplementary Figure S1D), and that the data is best explained by an increase in the proportion of recently-transcribed molecules (*p*_*r*_), rather than changes to incorporation efficiency or other artifacts (Supplementary Figure S1E).

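Among the lists measured, computed median half-lives were longest for ribosomal proteins and glycolytic enzymes and shortest for hexose transporters and the M/G1 clusters. From 10 min of labeling alone, the median half-life was 227 min over 135 cytosolic ribosomal protein transcripts and 200.4 min over 16 transcripts of glycolysis. It was 13.8 min over 33 proteasome subunits, 10.3 min over 105 ribosome biogenesis transcripts and 7.51 min over 34 mitochondrial ribosomal proteins. Among the 12 measured transcripts of the M/G1 clusters it was 4.64 min, and among 5 hexose transporters 3.12 min. The calculation assumes steady levels, but 6 of 8 hexose transport genes rose during the 10 min, with a median log2 change of 2.37. The short value of the hexose transporters therefore does not measure decay alone. These lists were among the 27 fixed before the data were examined. PXR1, a ribosome biogenesis factor, had a half-life of 12.2 min over the course. From the course too, RPL34A, a protein of the large ribosomal subunit on chromosome V of the R64 build from 269423 to 270185, had a half-life of 175 min, and its paralog RPL34B, which may share reads with it, 856 min. PMA1, the plasma membrane proton pump, had 48.8 min, XRN1, the exonuclease itself, 34.7 min, and CLN2 4.29 min. Half-lives were computed from the labeled share p, with 10 min of 4tU for the lists and with 3, 6 and 10 min for the single transcripts, as ln2 over the degradation rate, where the rate is -ln(1 - p) divided by the labeling time less the lag that the paper gives, less the dilution rate of cells that double every 90 min. For ribosomal proteins and glycolysis that dilution rate is most of the total rate, so their half-lives depend strongly on the assumed doubling time. At 10 min the labeled share was 8.98 ± 4.67% for RPL34A and 6.92 ± 1.21% for RPL34B (SD, n = 6). The median from the course over 2254 transcripts with at least 20 counts on average was 15.2 min. With at least 100 counts the median from 10 min alone was 44.7 min, so the median depends on which transcripts are counted. From the course and its single time points, the paper concludes that a single measurement is enough to estimate the half-life of a transcript, with care over absolute values.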

Assuming a steady-state and a first-order model for mRNA (Figure 1B, Supplementary Figure S1F–H), a half-life was calculated per transcript (Figure 1B, E, F, Supplementary Figure S1I, J). We compared our estimates with four published works that measured or estimated transcript half-lives using various methods (Figure 1G) (1,18,19,72). Our technique is clearly correlated to other studies, but there are global discrepancies between half-life estimates that were previously noted (Supplementary Figure S1K) (22,73,74), and are potentially explainable by technical discrepancies (e.g. maturation and polyadenylation time can cause an offset between techniques, see also Supplementary Figure S1L).

We conclude that cDTA-seq can be used to determine the relative mRNA level and estimate the half-life of individual transcripts from a single measurement, with the caveat that the absolute half-life numbers from any technique should be treated with care. Therefore, we include a wildtype sample in each experimental batch, which is used as a control for physiological anomalies and technical discrepancies between experiments.

### Turnover rates are slowed in the absence of Xrn1, but Global mRNA levels are maintained

Previous studies found Xrn1 knockout to cause a global increase in mRNA levels per cell (18), or conversely, an unchanged level of mRNA (19,49). To address the question of absolute mRNA levels, we applied cDTA-seq to quantify the changes in mRNA levels in the absence of Xrn1 and the underlying mRNA dynamics. 

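The knockout experiment has 6 libraries labeled with 4tU for 9 min. 4 libraries come from 2 fresh deletions of XRN1, marked with the nat or the hyg resistance gene, with 2 libraries of each, and 2 come from wildtype cells. Depth was 113762 to 330856 transcript counts in the knockouts (median 190206), and 316345 and 683998 in the wildtype. The cultures were harvested at different densities, with OD of 0.64 in both nat libraries, 0.24 and 0.22 in the hyg libraries and 1.08 and 2.20 in the wildtype. All comparisons of knockout with wildtype therefore cannot tell an effect of the deletion apart from one of density. The authors' gene counts were compared with edgeR's quasi-likelihood test after TMM scaling, for transcripts that passed its filter for low counts. The deleted gene was nearly absent from the knockout libraries. XRN1 lies on chromosome VII of the R64 build from 175527 to 180113, and its log2 fold change was -6.14 (standard error 0.41, adjusted p = 1.4e-10 from edgeR). With 4 libraries against 2, an exact two-sided permutation test cannot give a p below 0.0667.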

Given that Xrn1 is a major mRNA degradation factor, a knockout of Xrn1 is expected to cause an increase in total mRNA levels. However, using our protocol we do not observe any difference in global mRNA levels (normalized to biomass) when comparing freshly deleted Δxrn1 strains to wildtype cells (Figure 2A). 

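Knockout cells held 99.8% of the wildtype's mRNA per biomass (exact permutation test, two-sided, p = 1). Relative to the wildtype mean, the standard deviation was 0.0463 between the 4 knockout libraries and 0.196 between the 2 wildtype libraries. The result rests on dividing by both KL reads and OD. With KL reads alone the knockout level was 0.278 of the wildtype's, and with OD alone it was 2.63 times the wildtype's. Neither value is mRNA per biomass. The first is not divided by biomass, and the second has no spike-in and follows the depth of each library. These levels use the reads aligned to genes that were deposited with the KL reads as library totals. The gene counts exceed those reads by a factor of 1.65 and 1.67 in the wildtype and of 1.05 to 1.06 in the knockouts. Computed from the gene counts, a setting chosen after the data were seen, the knockout level was 63.6% of the wildtype's (exact permutation test, two-sided, p = 0.0667, the smallest possible here).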

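In cells without Xrn1, most glycolysis genes and some genes of mating, chaperones and amino acid biosynthesis were lower. Some iron uptake and ribosome biogenesis genes were higher. The knockouts were also harvested at a lower OD than the wildtype, so these changes cannot be told apart from those of culture density. AGA1, an anchor of the mating agglutinin on chromosome XIV of the R64 build from 703699 to 705876, fell from 376 ± 46.2 normalized CPM in the wildtype (SD, n = 2) to 33.5 ± 16.1 in the knockout (SD, n = 4), with a log2 fold change of -3.46 (standard error 0.28, adjusted p = 4.7e-09 from edgeR). Its partner AGA2 had -3.23 (standard error 0.27), the protease gene BAR1 -3.12 (standard error 0.30) and the a-factor gene MFA1 -2.94 (standard error 0.23). HMLALPHA2, a gene of mating type alpha that was chosen after its values were seen, had 3.14 (standard error 0.64, adjusted p = 7.8e-04 from edgeR). Its near-identical copy MATALPHA2, whose reads cannot be told apart from it with certainty, and the alpha gene SAG1 did not pass the test. Of 17 genes of the pheromone response and karyogamy, 9 fell and none rose (9 fell when adjusted over the list alone). Of 18 glycolysis genes, 14 fell and none rose (14 fell when adjusted over the list alone), among them the pyruvate kinase CDC19 at -2.09 (standard error 0.11, adjusted p = 9.3e-12 from edgeR), TDH2 at -2.04 (standard error 0.11), ADH1 at -1.89 (standard error 0.11) and GPM1 at -1.61 (standard error 0.10). Of 19 Hsf1 targets, 9 fell and none rose (12 fell when adjusted over the list alone), with the chaperones HSC82 at -1.91 (standard error 0.16, adjusted p = 4.0e-09 from edgeR), SSA2 at -1.82 (standard error 0.17), HSP60 at -2.02 (standard error 0.20) and SIS1 at -2.04 (standard error 0.22). Of 46 genes of amino acid biosynthesis, 20 fell and 1 rose (25 fell and 1 rose when adjusted over the list alone), such as the branched-chain enzyme ILV6 at -2.25 (standard error 0.25, adjusted p = 5.0e-07 from edgeR) and the glutamate dehydrogenase GDH1 at -2.14 (standard error 0.20). Of 15 genes of the iron regulon, 7 rose and none fell (10 rose when adjusted over the list alone), with the siderophore transporter SIT1 at 2.41 (standard error 0.41, adjusted p = 1.1e-04 from edgeR), ENB1 at 2.28 (standard error 0.28), ARN1 at 1.94 (standard error 0.36) and the reductase FRE3 at 4.59 (standard error 0.77). The small heat shock gene HSP12 had 4.37 (standard error 0.34, adjusted p = 2.2e-09 from edgeR), TMA10 3.51 (standard error 0.43), NCE103 3.26 (standard error 0.20), the cell wall gene NCW2 2.89 (standard error 0.24) and the decapping enhancer EDC1 4.02 (standard error 0.49). The G1 cyclin CLN3 had 2.80 (standard error 0.58, adjusted p = 9.7e-04 from edgeR), a call lost without library A of the nat clone, while CLN2 did not pass the test at 0.24 (standard error 0.37, adjusted p = 0.68 from edgeR). The glucose repressor NRG1, with 7.5 counts on average, had 2.64 (standard error 0.69, adjusted p = 0.0062 from edgeR), a call lost with DESeq2, with a replicate block, with the reads of the conversion table and without any 1 of 5 of the libraries. Over all 3910 transcripts tested, 301 rose and 336 fell. Scaled by KL reads and OD, 498 rose and 137 fell, with the median of all transcripts 0.31 higher on the log2 scale. 

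**Figure D2:**
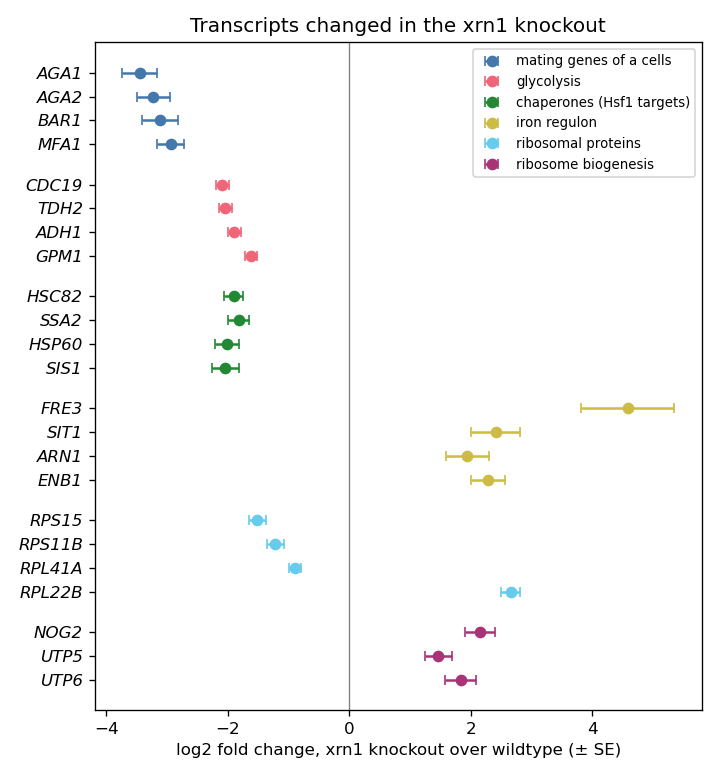
Log2 fold change of knockout over wildtype (x-axis, bars are standard errors from edgeR) for named genes of 6 groups, with 4 knockout and 2 wildtype libraries. The mating, glycolysis and chaperone genes lay below 0, and the iron genes above 0.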

Further, despite significant changes to ∼400 transcripts (Supplementary Figure S2A), the overall distribution of mRNA was unchanged (Figure 2B). We then turned to examine the changes to transcription and degradation rates in the absence of Xrn1. Contradicting reports in the literature argue that transcription slightly increases (18)) upon Xrn1 knockout, or is markedly reduced (19). In our data (two biological replicates in two fresh knockouts) we find a significant reduction in the fraction of recently-transcribed molecules from 22.8% to 14% (Figure 2A, *t*-test *P* < 0.004). 

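Fitted from the conversion counts, the recently-transcribed share was 11.1 ± 0.403% in the knockout (SD, n = 4) and 18.1 ± 1.31% in the wildtype (SD, n = 2). The share thus fell by 38.9% (exact permutation test, two-sided, p = 0.0667, the smallest that this design allows). All 4 knockout libraries, 11.5 and 11.4% for nat and 10.7 and 10.8% for hyg, lay below both wildtype libraries at 17.2 and 19.1%. The authors' deposited shares average 14.0% in the knockout and 22.8% in the wildtype. Recently-transcribed mRNA per biomass was 61.4% of the wildtype's. This uses the mRNA level from the library totals, and the lower level from the gene counts would lower it.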

Using our data, we were able to estimate the degradation and transcription rates for ∼4800 transcripts (>70% of genes). Unlike mRNA levels, we do observe a clear reduction in degradation rates (median decrease of 40%, with 746 transcripts becoming completely stable, Figure 2C). 

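Transcripts of G1/S genes, ribosome biogenesis genes and mating genes lost most of their degradation without Xrn1. The median change was smaller for those of ribosomal proteins, already stable in the wildtype. The median log2 ratio of the degradation rate was -3.49 over 24 SBF and MBF targets, -3.08 over 105 ribosome biogenesis transcripts and -2.70 over 14 pheromone genes. Over 33 proteasome subunits it was -1.30, over 34 mitochondrial ribosomal proteins -0.97 and over 135 ribosomal proteins -0.31. Glycolysis was the only one of these lists above 0, at 0.41. A ratio needs a positive rate in both strains, so a median may rest on fewer transcripts than the members given. Transcripts with no positive rate in the knockout do not enter it. UTP6, a subunit of the small-subunit processome, went from 0.315 to 0.0103 per min, RPL22B from 0.0801 to 0.00344 per min and SIT1 from 0.168 to 0.00256 per min. RPL34A went from 0.0149 to 0.00175 per min. Among 2246 transcripts with a rate in both strains, 1976 had a lower degradation rate in the knockout. Over the 1923 with a positive rate in both, the median fell by 66.2% (quartiles of the log2 ratio -2.80 and -0.60; exact permutation test over the libraries' medians, two-sided, p = 0.0667). The median half-life was 14.8 min in the wildtype and 54.6 min in the knockout, and 573 transcripts in the knockout against 148 in the wildtype had a half-life over 3 h or no positive rate. By clone, the medians were 47.8 and 52.8 min for nat and 90.4 and 86.9 min for hyg, against 17.3 and 14.0 min for the wildtype libraries. The same growth rate was used for both strains, although the paper notes that deleting XRN1 affects growth.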

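Production fell for mating genes most of all, and for glycolysis and ribosome biogenesis more than for ribosomal proteins. The median log2 ratio of the production rate was -3.70 over the 14 pheromone genes, -1.73 over ribosome biogenesis and -1.66 over glycolysis. For proteasome subunits it was -1.07, for SBF and MBF targets -1.64 and for ribosomal proteins -0.43. AGA1 had -4.12, MFA1 -4.54 and BAR1 -2.94, while RPL22B kept its production, at 0.00, and its mRNA rose. Production was computed as the mRNA level times the sum of degradation and dilution rates. The median over 2246 transcripts fell by 53.0% (quartiles of the log2 ratio -1.79 and -0.40; exact permutation test over the libraries' medians, two-sided, p = 0.0667), and 1930 of them were lower in the knockout.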

A corresponding reduction in transcription rates (median decrease of 70%, Supplementary Figure S2B) can be inferred from the mRNA levels and degradation rate estimates. When we examined the relationship between changes in production and degradation rates per transcript we found strong agreement, consistent with buffering (*r* = 0.87, *P* < 10^–300^, Figure 2D, Supplementary Figure S2C).

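UTP6 lost both degradation (log2 ratio -4.94) and production (-2.12), and SIT1 likewise at -6.03 and -1.64. AGA2 lost production (-2.99) with little change in degradation (-0.43), and its mRNA fell. Across 1923 transcripts, which are not independent replicates, the 2 log2 ratios correlated with Pearson r = 0.699. Both rates come from the same shares of the same libraries, so errors in a share move them together. With degradation taken from one clone and one wildtype library and production from the others, r was 0.0867 on average, from 0.0633 to 0.108 between the splits. With both rates from one clone and one wildtype library, r was 0.715 on average.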

**Figure 2.**
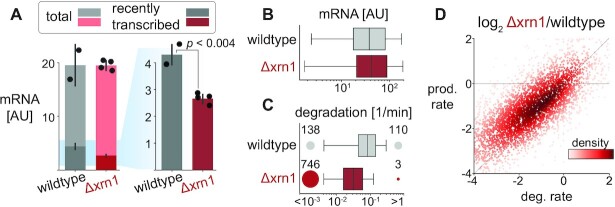
Xrn1 knockout causes a genome-wide decrease in degradation and transcription rates but maintains global mRNA levels. **(A)** Total mRNA levels are maintained but the recently-transcribed fraction decreases significantly. The amount of total mRNA (y-axis) in wildtype and Δxrn1 is the same (cumulative bars), while the fraction of recently-transcribed molecules decreases significantly (*t*-test *P* < 0.004, dark bars, 4tU labeling was performed for 9 min). (**B**) mRNA distribution is relatively unchanged between Xrn1 and wildtype. Transcript abundance distribution in wildtype (gray) and Δxrn1 (red). Boxes throughout the manuscript mark the interquartile range (IQR) with whiskers at 1.5 × IQR. (**C**) Xrn1 knockout causes a transcriptome-wide decrease in degradation rates. Transcript degradation rate distributions. Circles (and numbers) to the left and right of boxes correspond to the number of transcripts that are too stable (half-life >3 h, left) or too volatile (half-life < 1 min, right) to be estimated confidently. (**D**) Changes in degradation and production rates are correlated. Production rates are inferred from mRNA levels and estimated degradation rates (methods). Log_2_ fold changes between Δxrn1 and wildtype in production rate (x-axis) and degradation rate (y-axis) per transcript (dots, colored by their local density). Pearson *r* = 0.87, *P* < 10^–300^.

To better understand the global changes in degradation and transcription rates, we looked for functional signatures in ours and in published Δxrn1 transcriptome data (18,75,76). In these studies, there is no data pertaining to absolute mRNA levels, but strikingly, in all three published datasets, Δxrn1 exerted the most pronounced change to the mRNA profile relative to wildtype compared to all other knockouts (Supplementary Figure S2D), and these profiles were correlated (Supplementary Figure S2E). However, we could not identify robust common targets or consistent functional enrichments in the sets of up- and down-regulated genes in the knockout studies (Supplementary Figure S2F). Similarly, we found that in our data virtually only ribosomal protein genes and ribosome biogenesis genes were exceptional, pointing to indirect growth effects (Supplementary Figure S2G). 

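Some ribosomal protein genes fell in the knockout relative to other genes, and some ribosome biogenesis genes rose. Of 135 ribosomal protein genes, 42 fell and 6 rose (47 fell and 6 rose when adjusted over the list alone). RPS15 had a log2 fold change of -1.52 (standard error 0.14, adjusted p = 3.3e-08 from edgeR) and RPS11B -1.22 (standard error 0.14). RPL41A had -0.89 (standard error 0.10), which did not pass the test with the KL and OD scaling. RPL22B went the other way at 2.65 (standard error 0.16, adjusted p = 2.4e-11 from edgeR). Of 114 ribosome biogenesis genes, 15 rose and 1 fell (14 rose and 1 fell when adjusted over the list alone), with the GTPase NOG2 at 2.15 (standard error 0.25, adjusted p = 8.0e-07 from edgeR), UTP6 at 1.83 (standard error 0.26) and UTP5 at 1.47 (standard error 0.22). Scaled by KL reads and OD, 6 ribosomal protein genes fell and 7 rose, and 22 biogenesis genes rose and none fell. From the lowered shares and the level mRNA, the paper concludes that cells without Xrn1 keep their mRNA level by lowering transcription, by steps that stay hidden in the knockout.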

Having excluded functional explanations, we tried using various gene/transcript features and sequence information to explain observed changes in mRNA levels or degradation and transcription rates. However, our models only explained a small fraction of the observed variance (Supplementary Figure S2H-J, supplementary note).

We conclude that cells maintain their global mRNA levels in the absence of Xrn1 by reducing global transcription rates, but the specific details underpinning the homeostasis are obscure in the knockout strain.

### Conditional Xrn1 depletion reveals a global but transient increase in mRNA levels

We reasoned that if Xrn1 is a major exonuclease of mRNA (6,18), its removal must exert an effect that is somehow buffered by cells. To test this hypothesis, we set out to repeat the cDTA-seq experiment in an Xrn1 conditional knockdown strain. We generated strains in which Xrn1 is tagged with an Auxin Inducible Degron (AID) (71,77) and validated that the Xrn1 protein is depleted rapidly from cells (half-life of ∼6', Figure 3A, Supplementary Figure S5G). To monitor the effects of Xrn1 depletion, we grew cells to an exponential growth phase and performed a 4-h time-course experiment following Xrn1 depletion (Figure 3B).

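Xrn1 was depleted in 6 cultures whose XRN1 carries an auxin-inducible degron (AID), with auxin for up to 240 min. In the paper's scheme, aliquots of a culture got auxin at different times and were harvested together. Time 0 is thus an aliquot without auxin that was harvested with the others. By the strain names deposited for each library, screen 1 supplied 3 cultures, of which 2 also carry a degron on SKI2 or SKI8, screen 2 supplied 1 culture, and a repeat of the experiment supplied 2. A wildtype culture with auxin stood in each of the 3 experiments. Auxin was 1 mM in screen 1 and the repeat and 2.5 mM in screen 2. Depth was 34528 to 321103 transcript counts per library in screen 1 (median 151891, 92 libraries), 1236 to 2346177 in screen 2 (median 538002, 90 libraries with counts) and 175353 to 363927 in the repeat (median 253396, 24 libraries). Each library was divided by its KL reads and its OD, and each culture was compared with its own time 0. Genes were tested with edgeR's quasi-likelihood test on the authors' counts, with these scaling factors as offsets and the culture as a block. The tag replaces the gene's own 3′ end, so reads of XRN1 do not measure the depletion of the protein.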

**Figure 3.**
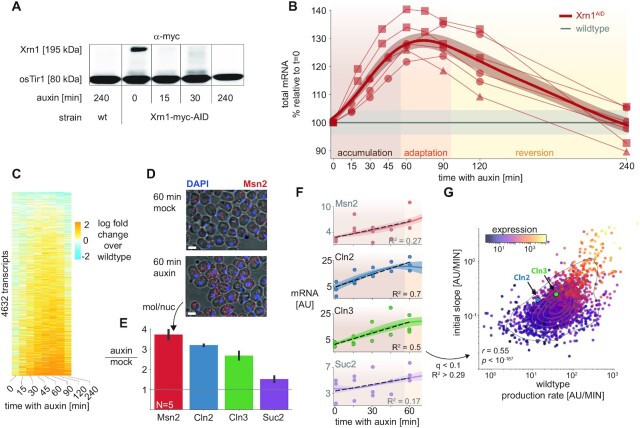
Xrn1 acute depletion causes a transient increase in mRNA levels. (**A**) Auxin inducible degradation (AID) of Xrn1 is rapid and stable. Western blot (anti-myc) for Xrn1 tagged with an auxin-inducible degron (AID) and a myc-tag. Shown are the isogenic untagged strain (left), and a time course that demonstrates virtually no Xrn1 protein within 15 min. osTir1 is also tagged with Myc in these strains and is used as a loading control. See also Supplementary Figure S5G. (**B**) Accumulation of mRNA immediately following Xrn1 depletion. mRNA counts (scaled by spike-in reads) from the Xrn1 depletion time course experiment (x-axis). mRNA is scaled to initial values, and to the corresponding wildtype measurement (y-axis) in a total of six biological replicates (lines) in three different experimental batches (markers). The gray line indicates the wildtype trajectory under the same transformation with standard deviation as a shaded area. The thick red line represents the average of the smoothed interpolations of each separate trajectory. We label the three stages of the response for convenience (accumulation → adaptation → reversion). (**C**) Genome-wide mRNA accumulation and reversion. mRNA per transcript (y-axis) was normalized with the corresponding measurement from the wildtype time course (time along the x-axis), and the log fold change is color-coded. Transcripts were filtered to not have any missing values along the trajectory (*N* = 4632, ∼70%), and were sorted by their average log fold change between 15 and 120 min. (**D**) Single-molecule FISH validation. Composite micrographs (from a confocal Z-stack image), showing DIC image of cells with a max-projection of DAPI stain in blue and fluorescent probes for Msn2 in red (1 μm scale bar). Individual molecules and nuclei are discernible and are counted. Xrn1^AID^ cells were treated with auxin or mock (DMSO) for 60 minutes, fixed, stained, and imaged. A clear increase in molecule counts is observed. (**E**) Single-molecule FISH quantification. In each field (N = 5), the number of observed molecules is divided by the number of observed nuclei to estimate the mRNA content of each cell in four different probes (x-axis). The y-axis denotes the ratio of the mRNA content in auxin versus mock treatment. (**F**) scaled RNA trajectories, and rate of accumulation. Each subplot shows the (spike-in scaled) mRNA counts (y-axis, points) from three replicates in the same experiment along the time course following Xrn1 depletion (x-axis). The line is the mean (+SEM) over interpolations of each separate repeat (*N* = 3). Selected transcripts correspond to smFISH probes (D, E). The dashed black line indicates the linear fit for the accumulation phase of the response (R^2^ noted per gene). Only fits within the 10% FDR threshold (*R*^2^ > 0.29, see S3E) are plotted in (G), Msn2 and Suc2 are shaded and do not appear in (G) as they are below this threshold. (**G**) mRNA accumulation correlates to transcript production rate. Comparing slopes from the FDR-selected linear fits (y-axis), to the production rate estimated from the wildtype sample (Figure 2D), 30% of the observed variability (R^2^) can be attributed to the production rate (*P* < 10^–187^). Note that there is a strong correlation between the two measures and the overall expression (color-coded, log scale), see text and Supplementary Figure S3F, G.

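The iron uptake gene FRE3, the decapping enhancer EDC1 and the nonsense-mediated decay genes NMD4 and EBS1 were among the 2994 of 4523 transcripts that rose within 60 min of Xrn1 depletion. FRE3 had a log2 fold change of 2.43 (standard error 0.26, adjusted p = 9.8e-10 from edgeR), EDC1 1.91 (standard error 0.22), NMD4 1.65 (standard error 0.21) and EBS1 1.62 (standard error 0.15). All 4 also passed with TMM scaling, and NMD4 did not pass once the wildtype's change was subtracted. Of 15 iron regulon genes 11 rose (11 when adjusted over the list alone), of 28 genes of 5'-3' decay and deadenylation 18 rose (18 when adjusted over the list alone), and all 5 genes of the nonsense-mediated decay list rose (5 when adjusted over the list alone). With TMM scaling 6 iron regulon genes and 2 of nonsense-mediated decay rose, while of 5'-3' decay and deadenylation 2 rose and 2 fell. Per biomass, total mRNA at 60 min was 40.2% above time 0 over the 6 cultures (log2 0.49 ± 0.18, SD, n = 6; exact sign-flip permutation test, two-sided, p = 0.0313, the smallest that 6 cultures allow). The single cultures lay at 143, 128 and 134% of time 0 in screen 1, 120.8% in screen 2 and 153 and 168% in the repeat. In the wildtype with auxin it was 0.192% above time 0 (n = 3). Divided by the wildtype of the same experiment, the increase was 37.6%. 

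**Figure D3:**
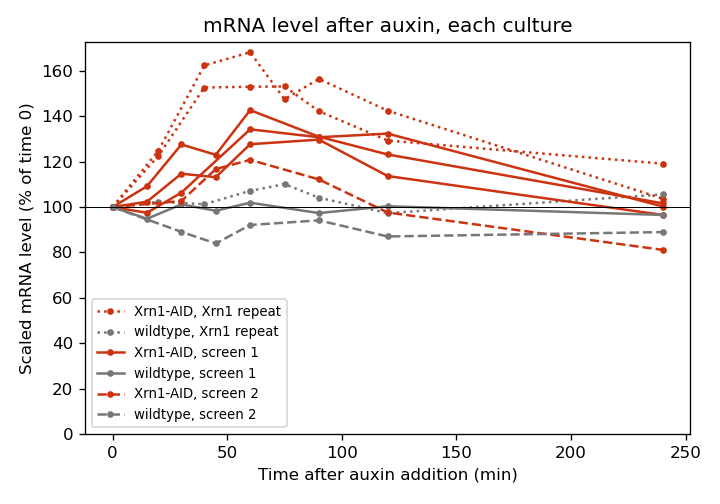
Total mRNA per biomass relative to time 0 (y-axis) against minutes after auxin (x-axis), with 1 line per culture for 6 Xrn1-AID and 3 wildtype cultures. The Xrn1-AID lines lay above 100% at 60 min and near it at 240 min, while the wildtype lines stayed near 100%.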

Multiple replicates reveal that mRNA levels increase significantly following Xrn1 depletion (20%-40% across multiple experiments and repeats; Figure 3B). However, after about 70 min from the time of auxin addition, the accumulation trajectory inverts, and we observe a decrease in global mRNA levels, resulting in a return to basal mRNA levels (90–105%) within 4 h. 

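Over the 6 cultures, most glycolysis genes and the mannoprotein gene TIR1 were below their starting level at 240 min, while genes such as RPL22B and CLN3 were still above it. TIR1 had a log2 fold change of -2.08 (standard error 0.23, adjusted p = 3.5e-09 from edgeR), the alcohol dehydrogenase ADH1 -1.21 (standard error 0.14) and CDC19 -0.97 (standard error 0.14). Of 18 glycolysis genes, 14 fell and none rose (14 fell when adjusted over the list alone), and 7 fell in the 4 cultures that lost Xrn1 alone, a setting chosen after the values were seen. RPL22B had 2.77 (standard error 0.17, adjusted p = 9.0e-16 from edgeR), and CLN3 1.78 (standard error 0.18), which did not pass the test once the wildtype's change was subtracted. Total mRNA was highest at 60 min in 4 of the cultures, at 75 min in repeat A and at 90 min in the Xrn1-Ski2 culture. It was 33.1% above time 0 at 90 min (exact sign-flip permutation test, two-sided, p = 0.0313, n = 6) and 22.2% above it at 120 min (p = 0.0625 from the same exact test). By 240 min it was -0.226% from time 0 (p = 1 from the same exact test). Single cultures then lay at 102, 96.5, 100.3, 81.1, 119 and 104% of time 0. Divided by the wildtype of the same experiment, they lay from -8.81 to 12.8% from time 0. Over 4523 transcripts tested, 880 rose and 299 fell at 240 min, and 148 rose and 35 fell after the wildtype's change was subtracted. Among the 3808 that were also tested in the knockout, 785 rose and 273 fell at 240 min, but with TMM scaling 602 rose and 623 fell.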

Importantly, the mRNA profile also converges to the Xrn1 knockout mRNA profile (Supplementary Figure S3A), validating the effectiveness of Xrn1 depletion. 

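Genes of both profiles included RPL22B, the Cdc42 effector GIC2 and the ribosome biogenesis genes NOG2, UTP5 and UTP6, which were higher, and WTM1 and ADH1, which were lower. At 240 min of depletion GIC2 had a log2 fold change of 2.46 (standard error 0.15, adjusted p = 6.5e-16 from edgeR), NOG2 1.74 (standard error 0.18), UTP6 1.53 (standard error 0.15), UTP5 1.52 (standard error 0.18) and WTM1 -1.22 (standard error 0.15). Mating genes differed, as the a-factor gene MFA2 rose by 1.13 (standard error 0.16, adjusted p = 5.9e-07 from edgeR). In screen 2 the correlation across 3898 transcripts between the change from time 0 and the knockout's change was 0.411 at 30 min, 0.569 at 60 min, 0.603 at 90 min, 0.605 at 120 min and 0.595 at 240 min. In the Xrn1-AID culture of screen 1 it went from 0.347 at 30 min to 0.623 at 240 min, in the Xrn1-Ski2 culture from 0.265 to 0.551 and in the Xrn1-Ski8 culture from 0.157 to 0.588. The repeat cultures, first measured here at 60 min, had 0.338 and 0.256 at that time and 0.353 and 0.357 at 240 min. The wildtype of screen 2 stayed between -0.0368 and 0.0402. Transcripts are not independent replicates. Of 3808 transcripts tested in both, 211 rose in the knockout and at 240 min, where 60.0 would do so if the lists were independent, and 125 fell in both, against 24.0.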

We call the initial time period (0∼55 min) the *accumulation* phase, the subsequent time (55∼95 min) the *adaptation* phase, and during the final *reversion* phase cells settle back to their initial mRNA levels (95 min and onwards).

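The increase at 60 min reached subunits of the proteasome, RNA polymerase II, Mediator and mitochondrial ribosomes, mating genes and G1 cyclins. RPL22B had a log2 fold change of 2.27 (standard error 0.17, adjusted p = 3.8e-13 from edgeR), GIC2 1.99 (standard error 0.15), the histone deacetylase HST1 1.89 (standard error 0.15), and YGL193C, a transcript of unknown function, 2.69 (standard error 0.18). CLN3, on chromosome I of the R64 build from 65778 to 67520, had 1.81 (standard error 0.18, adjusted p = 1.5e-10 from edgeR), CLN2 1.00 (standard error 0.23) and the kinase inhibitor FAR1 1.53 (standard error 0.14). Of 33 proteasome subunits 28 rose (29 when adjusted over the list alone), of 29 subunits of RNA polymerase II and Mediator 25 rose (25 when adjusted over the list alone), and of 61 mitochondrial ribosomal proteins 49 rose (49 when adjusted over the list alone). PUP1 of the proteasome had 0.97 (standard error 0.14, adjusted p = 3.2e-07 from edgeR), RPB7 of RNA polymerase II 0.96 (standard error 0.12), MRP20 of the mitochondrial ribosome 1.36 (standard error 0.18) and the receptor gene STE2 1.02 (standard error 0.14). Of 21 genes of the M/G1 clusters 20 rose (20 when adjusted over the list alone), and of 22 pheromone genes 17 rose (18 when adjusted over the list alone). Of 135 ribosomal proteins 24 rose (12 when adjusted over the list alone), and of 18 glycolysis genes 2 rose (2 when adjusted over the list alone). SPT6, a histone chaperone, did not pass the test at 0.12 (standard error 0.14, adjusted p = 0.67 from edgeR), nor did RPL34A at 0.32 (standard error 0.18, adjusted p = 0.11 from edgeR). Of 4523 transcripts tested, 2994 rose and 5 fell, and 98.0% had a fold change above 0. With TMM scaling, which removes a change common to all, 405 rose and 310 fell. Of the proteasome subunits none then rose and 2 fell, and 1 mitochondrial ribosomal protein, 2 subunits of RNA polymerase II and Mediator, 2 genes of the M/G1 clusters and 2 pheromone genes rose. PUP1, CLN2, RPB7 and STE2 did not pass the test with TMM. With no block for the culture none did. After the wildtype's change was subtracted 729 rose and 1 fell. The median log2 fold change was 0.67 with KL and OD scaling and -0.03 with TMM.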

An examination of the mRNA profile along the time course reveals that it is not the result of an increase in specific highly-expressed transcripts, but that virtually all transcript levels are transiently increased (Figure 3C). We validated the increase in mRNA levels following 60 min of mock or auxin treatment by single-molecule RNA-FISH with probes targeting four different transcripts and recapitulated the results from our spike-in-normalized mRNA-seq counts (Figure 3D, E, Supplementary Figure S3B). 

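The imaging experiment has 8 sequenced libraries, 2 with auxin and 2 with solvent for each of Xrn1-AID and Spt6-AID, taken after 60 min. Depth was 732128 to 2423514 transcript counts (median 1380660). The 4 transcripts imaged were few in the libraries, so their ratios are coarse, and 2 libraries against 2 allow no exact test below p = 0.333. In Xrn1-AID cells MSN2, a stress transcription factor, had ratios of auxin over mock of 2.48 (77 and 12 counts) and 2.72 (62 and 15 counts). CLN3 had 2.11 (93 and 17 counts) and 3.85 (76 and 13 counts), and CLN2 1.54 and 2.21. SUC2, the invertase, had 0.935 (63 and 26 counts) and 1.76 (48 and 18 counts), so its direction differed between the pairs. All mRNA had 1.28 and 1.29. In Spt6-AID cells, where transcription is impaired, all mRNA had 0.673 and 0.692. CLN2 had 0.297 (30 and 85 counts) and 0.336 (28 and 86 counts), MSN2 0.561 (16 and 24 counts) and 0.577 (14 and 25 counts), and CLN3 0.495 (10 and 17 counts) and 0.103 (2 and 20 counts). SUC2 had 1.08 and 0.807.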

Notably, in a different time course FISH experiment, we observed that the reduction in the smFISH signal is slower than the observed reduction in the cDTA-seq signal, and we have evidence to suggest that this is a result of the previously reported accumulation of non-polyadenylated transcripts in Xrn1-depleted cells, which are not captured in the cDTA-seq protocol (Supplementary Figure S3C, D) (8).

These results highlight the ubiquitous nature of degradation by Xrn1 as evident by the immediate increase in the vast majority of transcripts and reveal the dynamics leading to homeostatic mRNA levels.

### mRNA accumulation correlates to transcription rates

While the response to Xrn1 depletion seems ubiquitous there are significant and reproducible differences between the response rate of different transcripts (Figure 3F). Given the direct nature of the perturbation, we wanted to test whether the observed changes to mRNA levels are consistent with a first order model for mRNA, whereby the immediate change in mRNA following a decrease in degradation is mainly a function of individual transcript production rate (see supplementary note). To test this prediction, we fit each transcript with a linear model for the change in mRNA during the accumulation phase of the response (Figure 3F). As predicted, the change in many transcripts is consistent with a linear increase (Supplementary Figure S3E, 10% FDR, *R*^2^ > 0.29, 2383/5164 transcripts), and where we cannot reject the null hypothesis of constant levels, it is mostly due to sampling noise (low expression levels, see for example Msn2 and Suc2 in Figure 3F). 

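CLN2 and CLN3 rose steadily in the first hour, SUC2 did not pass the test, and MSN2 passed it narrowly. The slope of CLN2 was 289% of its time 0 level per hour (R2 = 0.714, adjusted p = 0.0025 from a linear regression on time, n = 14 libraries), and CLN3 had R2 = 0.53 (adjusted p = 0.015 from the same regression). MSN2 had R2 = 0.299 (adjusted p = 0.085 from the same regression, n = 14) and SUC2 0.196 (adjusted p = 0.17 from the same regression), with 4.86 and 5.00 counts per library on average. These 14 libraries came from the 3 Xrn1-AID cultures of screen 1, which include the cultures that also carry a degron on SKI2 or SKI8. The regression had no term for the culture, so its p-values and counts do not measure the spread between cultures. Of 5271 transcripts, 2838 had a linear trend at an adjusted p under 0.1, 2830 of them upward, with the lowest R2 at 0.276. Without 1 of the cultures 1604 to 1871 had one, and from 0 to 45 min alone 687. Among transcripts with at least 20 counts 837 of 1330 had one, and among those with 1 to 20 counts 2001 of 3941. In the wildtype column of screen 1, fitted in the same way, 0 of 5045 transcripts had one, and 2534 had a positive slope against 4979 in the Xrn1-AID columns. That column is a single culture with fewer libraries, and the Xrn1-AID culture of screen 1 on its own also gave 0 of 5285, so the wildtype's 0 does not by itself separate the strains.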

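For each transcript with a linear trend, the slope was set beside its production rate in the wildtype libraries of the knockout experiment. Across 1422 transcripts the correlation was Pearson r = 0.533 and Spearman's rho 0.422. Across all transcripts with at least 20 counts, whether or not they had a trend, r was 0.270. The slope followed the mRNA level at time 0 more closely, at r = 0.841, and production itself followed that level at r = 0.509. These are correlations across transcripts, not across independent replicates, so no p-value is given.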

We tested the correlation of the fitted slopes to the pre-perturbation transcription and degradation rates and found that the strongest correlation is to the production rate, as expected by a first-order model (Pearson *r* = 0.55, *P* *<* 10^–187^, Figure 3G, Supplementary Figure S3F). To account for the potentially confounding effect of expression levels, which are correlated to both production rate and the slope (Figure 3G), we also calculated the partial correlation, which remained significant (partial Pearson *r* = 0.28, *P* < 10^–45^, Supplementary Figure S3F). Furthermore, this dependency is significantly accentuated in transcripts with a longer half-life (Supplementary Figure S3G), consistent with masking effects of residual degradation following Xrn1 depletion.

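With the mRNA level at time 0 held fixed, the partial correlation of slope with production was 0.225 across the same transcripts, and 0.214 with ranks. Over all transcripts with at least 20 counts it was 0.102.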

Therefore, during the accumulation phase, mRNA increase is consistent with a scenario where degradation is abruptly reduced, while transcription remains largely unchanged.

### Metabolic labeling through Xrn1 depletion uncovers a delayed global transcriptional adaptation

During the adaptation phase mRNA levels stop increasing and eventually revert to WT levels. How does this occur within a few hours? Since mRNA level is at a balance of transcription, degradation, and dilution by growth, there are multiple possible explanations.

Cells can adapt to reduced Xrn1-dependent degradation rates by activating alternative mRNA degradation mechanisms, increasing the dilution rate (which requires faster cell division and growth), decreasing transcription rates, or they can respond in some combination of these mechanisms.

We first tested the hypothesis that cells adapt by increasing their division rate or volume. We monitored various physiological aspects of cellular growth following Xrn1 depletion and found no significant inflection points in optical density, cell size, cell counts, colony-forming units, or cell-cycle fractions within two hours of auxin addition (Supplementary Figure S4A–E). Notably, some of these measures do eventually change, as previously reported for the knockout strain (e.g. increase in cell size, Supplementary Figure S4B). We also measured the growth rate in the absence of Xrn1 (knockouts and AID strains) and found a slower growth rate by 20–30% (Supplementary Figure S4F, G). We, therefore, exclude the possibility of volume or growth increase as possible explanations for the observed adaptation in mRNA levels within 2 h.

Another possibility is a compensatory increase in Xrn1-independent degradation. Xrn1 is the main 5′-3′ RNase in the cytoplasm, so the 3′-5′ degradation branch may be compensating for its absence. To test this hypothesis, we AID-tagged two components of the SKI complex (Ski2, Ski8) that were shown to be required for 3′-5′ degradation by the exosome (78) in addition to the Xrn1 AID tag. While these double-AID strains exhibited significantly slower growth when exposed to auxin (Supplementary Figure S4F, G), their immediate mRNA response to depletion was virtually identical to the Xrn1-AID strain (Supplementary Figure S4H), suggesting that the 3′-5′ degradation branch, as mediated by the SKI complex, does not take an active part in the observed reduction in mRNA levels.

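Cells that lost Ski2 or Ski8 of the exosome's cofactor along with Xrn1 also gained mRNA within 60 min. The log2 change at 60 min was 0.35 with Ski2 and 0.43 with Ski8. They were at 128 and 134% of time 0, below the 142.7% of the culture of the same screen that lost Xrn1 alone. Over the single-degron cultures of all 3 experiments the log2 change was 0.54 on average, from 0.27 to 0.75 (n = 4). With 2 cultures of 1 experiment, no test between the strains was made. From this response the paper proposes that the 3′-5′ branch through SKI takes no part in the later fall of mRNA.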

To test the remaining possibility of transcriptional reduction, we examined the 4tU-labeled data obtained from cDTA-seq following Xrn1 depletion (Figure 4A). 

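By the paper's scheme, all aliquots were labeled with 4tU at once before their common harvest. Labeling lasted 8.5 min in screen 1, 9.2 min in screen 2 and 9 min in the repeat. Recently-transcribed mRNA was computed as the fitted share times the mRNA per biomass, relative to each culture's time 0. The main comparison uses the 4 cultures of the screens, the number of cultures that the paper averages for this measure. The repeat cultures were labeled weakly, with shares at time 0 of 2.12 and 2.19%, and are given separately below.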

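In the 4 screen cultures, recently-transcribed mRNA was level for the first hour and then dropped. It was 103% of time 0 at 30 min (exact sign-flip permutation test, two-sided, p = 0.62, n = 4) and 95.4% at 60 min (p = 0.375 from the same exact test). At 90 min it was 52.3% (log2 -0.93 ± 0.31, SD, n = 4; p = 0.125 from the same exact test, the smallest that 4 cultures allow), and it was lower than at time 0 in all 4. At 120 min it was 35.9% and at 240 min 51.6%. The wildtype of the screens was at 96.6% at 90 min and 82.2% at 120 min (n = 2).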

During the adaptation phase (55′–95′ following Xrn1 depletion) we observed a concerted and significant reduction in transcription (Figure 4B–D). Indeed, even genes that were induced immediately following Xrn1 depletion show a significant decrease at this point (Figure 4C, D), suggesting global repression of transcription, which we term the *transcription adaptation response*.

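The 2 repeat cultures did not show this drop, at 109% and 149% of time 0 at 90 min. Their shares went from 2.12 to 1.63% and from 2.19 to 2.09%, so that few reads carried label. Over all 6 cultures recently-transcribed mRNA was 70.4% of time 0 at 90 min (exact sign-flip permutation test, two-sided, p = 0.156). From a fall of transcription that also reached genes induced early in the depletion, the paper proposes a global repression that it names the transcription adaptation response.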

**Figure 4.**
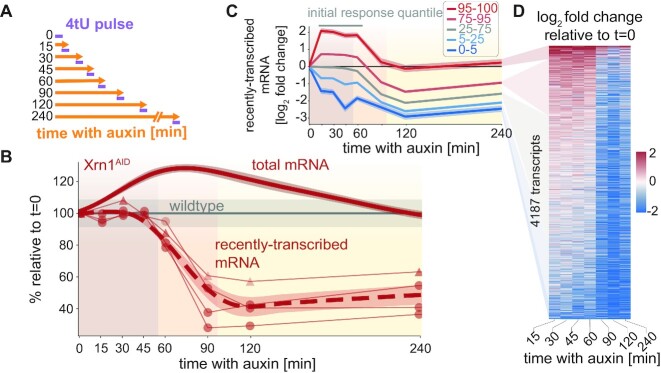
The transcription adaptation response to Xrn1 depletion. (**A**) AID/cDTA-seq experimental scheme. Cells are grown to the mid-log phase and split. At each indicated time-point auxin is added to an aliquot, and after 4 h (240 min) all are subjected to a short 4tU pulse simultaneously and harvested for cDTA-seq. (**B**) Recently-transcribed mRNA is reduced by ∼50% after ∼60 min. Global recently-transcribed counts (thin lines) relative to *t* = 0 from two experiments (markers) are plotted as a function of time since auxin addition (x-axis). The dashed red line represents the average of the smoothed interpolations of each separate trajectory (*N* = 4). The gray line indicates the wildtype trajectory under the same transformation with standard deviation as a shaded area. The solid red line is the change in total mRNA levels (same as in Figure 3B). (**C**) Transcription reduction is evident even in genes that were initially upregulated. Transcripts were grouped by their average initial change (15 < *t* < 60, gray bar above plot) into percentile groups (legend), and the average log fold change trajectory of each group (y-axis) was plotted as a function of time since auxin addition (x-axis). (**D**) Transcription reduction is abrupt and observed genome-wide. Color-coded log-fold change in recently-transcribed mRNA relative to *t* = 0 per transcript (y-axis) along the Xrn1 depletion time course (x-axis, excluding *t* = 0). Transcripts were filtered to not have any missing values along the trajectory (*N* = 4187, ∼63%), and were sorted by their average log fold change between 15 and 60 min.

### Transient mRNA accumulation is recapitulated but dampened when upstream factors along the 5′-3′ degradation pathway are depleted

Xrn1’s function is largely attributed to 5′-3′ degradation after deadenylation and decapping (Figure 5A). We reasoned that we could pinpoint the molecular constituent sensed by cells by perturbing other factors in the mRNA degradation network and studying the changes to the transcription adaptation response. Therefore, we AID-tagged multiple components of this intricate network—Not1 (Cdc39), Dis3 (Rrp44), Rrp6, Rat1, Pop2, Pab1, Dcp2, Pan3, Nrd1, Sen1, Nab3 and Ccr4 (Figure 5A). We performed a depletion time-course experiment in these strains and applied cDTA-seq to hundreds of samples.

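The screens followed strains with a degron on a factor of mRNA synthesis, decay or nuclear processing. Screen 1 has 92 libraries of 8 time points, from 0 to 240 min after auxin, for Xrn1, Not1, Pop2, Pap2, Nrd1, Sen1, Nab3 and Fcp1 and the wildtype, and screen 2 has 96 libraries for Xrn1, Dcp2, Not1, Pop2, Ccr4, Pan3, Pab1, Rrp6, Dis3 and Rat1 and the wildtype. Most strains have 1 culture, so times and wells stand in for replicates. Screen 2 was tested per strain, with 2 libraries of time 0 against the 3 of 45, 60 and 90 min of the same culture, and with 1 spread shared by all strains. Its p-values therefore measure the spread between time points and wells of 1 culture, not between cultures. Libraries were scaled by KL reads and OD, and edgeR's quasi-likelihood test was used on 5356 transcripts. Rat1 in screen 2 was left out, since its time 0 held 1236 counts and only 240 min had counts besides. In the wildtype no transcript passed the test.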

**Figure 5.**
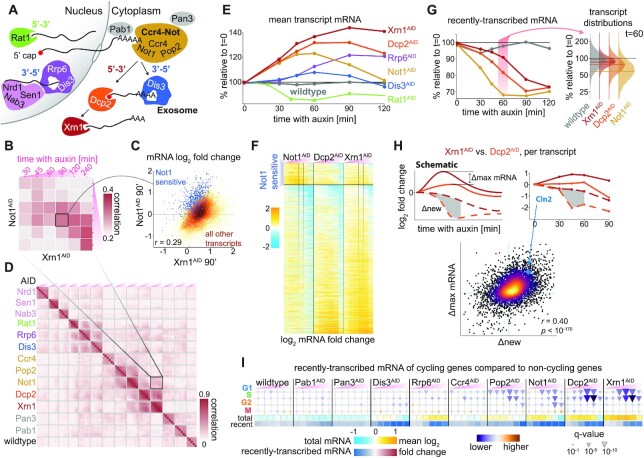
The transcription adaptation response is induced earlier when the 5′-3′ pathway is perturbed upstream. (**A**) AID-tagged proteins in this figure. Nuclear factors to the left - Rat1 is the nuclear 5′-3′ exoribonuclease, Nrd1, Sen1 and Nab3 survey aberrant transcripts and recruit the nuclear exosome (Dis3, Rrp6). Mature mRNA leaves the nucleus and will be deadenylated in the cytoplasm by the Ccr4–Not complex (Not1, Pop2, Ccr4). After deadenylation transcripts will continue to degrade 3′-5′ by the cytosolic exosome (Dis3), or 5′-3′ by Xrn1 after decapping by the DCP complex (Dcp2). Pab1 is the polyA binding protein, and Pan3 is part of an alternative deadenylation complex (37). (**B**) Factors noted in (A) were subjected to a 4-h depletion time course and cDTA-seq (as in Figure 4A). The matrix summarizes the Pearson correlation between the log-fold changes to transcripts relative to *t* = 0 in Xrn1 and Not1 depletion. Highlighted square corresponds to the scatterplot shown in (C). **(C)** Correlation between Xrn1 and Not1 depletion. Fold change relative to *t* = 0 after 90 min in Xrn1^AID^ (x-axis) and Not1^AID^ (y-axis). Changes are generally correlated. Set of Not1-sensitive transcripts are marked in blue, other points are colored by density. Data correspond to marked columns in (F) and marked square in (B). (**D**) Same as in (B), but comparing all time-course experiments. Highlighted square corresponds to the square depicted in (B). Note that the color scale is different. (**E**) Average changes to transcripts’ mRNA relative to *t* = 0 (y-axis) along the time course (x-axis) for factors exhibiting significant correlation to Xrn1 (Supplementary Figure S5A, see Supplementary Figure S5B for the 240’ timepoint). (**F**) mRNA changes upon interference to the 5′-3′ cytosolic pathway are correlated. Changes to transcripts (rows) along the time-course (x-axis, 15, 30, 45, 60, 90, 120, 240 min) in three time-courses: upon depletion of Xrn1, Dcp2, and Not1. The mRNA log fold change relative to *t* = 0 is color-coded. Transcripts are split into to Not1-sensitive (*N* = 672), and the rest of the transcripts (*N* = 4539). Rows in each set are sorted by the extreme point in a smoothed trajectory of the Xrn1 response. Highlighted columns correspond to the x- and the y-axis in (C). (**G**) The transcription adaptation response occurs earlier when the 5′-3′ pathway is perturbed upstream. Each line represents the average change (over all transcripts) to recently-transcribed mRNA relative to *t* = 0 (y-axis) along the depletion time course (x-axis) in each one of the four strains. The transcript-change distribution in each strain at the 60’ time point is detailed on the right, where the median of each distribution is denoted by a horizontal line. (**H**) Recently-transcribed mRNA differences explain total mRNA differences between strains. To compare the differences in response profiles between strains (in this case, comparing Xrn1 and Dcp2), we calculate the difference between the maximum observed change in mRNA per transcript (‘Δmax’, y-axis in scatter) and between cumulative nascent trajectories (shaded gray area in examples, ‘Δnew’, x-axis in scatter). We plot these statistics per transcript (dots in scatter, color denotes density) and found a significant correlation (Pearson *r =* 0.4 *P* < 10^–170^). See Supplementary Figure S5H for the same comparison between Dcp2 and Not1 (Pearson *r =* 0.31, *P* < 10^–98^). (**I**) A unique cell-cycle signature when the 5′-3′ degradation pathway is perturbed. We compared the distributions of transcription changes (relative to t = 0) in cell-cycle genes (rows) to the distributions of non-cycling genes (84). Significant deviations are denoted as colored triangles (purple/down—lower than non-cycling genes, orange/up—higher than non-cycling genes, size proportional to Kolmogorov–Smirnov *q*-value). Each triangle denotes the difference in a specific depletion time point (columns, x-axis time since auxin addition, same as in (B)). The bottom panels denote the average log fold change to mRNA and nascent mRNA in the same samples (same as in E and G). For further details, data, and analysis see supplementary material.

The changes in mRNA in this large dataset revealed the compartment, pathway, and protein-complex interactions between the depleted factors. For example, the effect of depletions of Rrp6, and Dis3—subunits of the nuclear and core exosome respectively (79)—are significantly correlated as expected, but are also correlated with depletion of other nuclear proteins (Figure 5B,D). We wanted to further dissect the response to Xrn1 depletion and focused on Xrn1-correlated factors - Rat1, Rrp6, Dis3, Not1, Dcp2 (Supplementary Figure S5A). 

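Besides Xrn1, depleting Dcp2, the decapping enzyme, or Not1, the scaffold of the Ccr4-Not deadenylase, changed the most transcripts among the strains tested in screen 2. Some iron uptake and stress genes rose without Dcp2, most proteasome subunits and some heat shock genes rose without Not1, and the methionine gene MET6 fell in both. FRE3 had a log2 fold change of 2.38 (standard error 0.43, adjusted p = 3.3e-05 from edgeR) without Dcp2 and 2.53 (standard error 0.29, adjusted p = 2.2e-10 from edgeR) without Xrn1 in this screen. ARG8, an arginine enzyme of mitochondria, had 1.93 (standard error 0.33), RPL22B 1.13 (standard error 0.16) and UBI4, the stress-induced ubiquitin gene, 1.57 (standard error 0.20) without Dcp2. Without Xrn1, EDC1 had 2.24 (standard error 0.21), UBI4 1.72 (standard error 0.18) and RPL22B 2.32 (standard error 0.16). MET6, the methionine synthase, lies on chromosome V of the R64 build from 339864 to 342167 and had -1.95 (standard error 0.21, adjusted p = 8.5e-10 from edgeR) without Not1, -1.78 (standard error 0.19) without Dcp2 and -1.18 (standard error 0.15) without Xrn1. Of 19 iron regulon genes 12 rose without Xrn1 (13 when adjusted over the list alone), and 8 rose and 1 fell without Dcp2 (9 rose and 1 fell when adjusted over the list alone). In all, 3071 transcripts rose and 22 fell without Xrn1, 1026 rose and 91 fell without Dcp2, and 518 rose and 294 fell without Not1. With only the first or the second library at time 0, 1937 or 2047 changed without Xrn1, 217 or 532 without Dcp2 and 340 or 288 without Not1, and DESeq2 with both called 1480, 376 and 476. With TMM scaling 786 rose and 805 fell without Xrn1, 354 rose and 500 fell without Dcp2, and 318 rose and 537 fell without Not1. Across transcripts at 90 min, the change without Ccr4 correlated with that without Xrn1 at r = 0.100, Dis3 at 0.208, Rrp6 at 0.214, Pop2 at 0.172, Pab1 at -0.062 and Pan3 at -0.0241.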

We examined the overall mRNA profile following the depletion of these five additional targets (Figure 5E, Supplementary Figure S5B), and it became clear that responses upon Dcp2 and Not1 depletion were significantly more similar to Xrn1 depletion than all other ones (Supplementary Figure S5A).

Not1 and Dcp2 act upstream to Xrn1 in the 5′-3′ mRNA degradation pathway - Dcp2 is the catalytic component of the main decapping complex, and Not1 is the (essential) scaffold of the Ccr4–Not deadenylation complex. In all three depletion time courses (Xrn1, Dcp2, Not1) we observed an accumulation of mRNA followed by a reduction in mRNA levels, consistent with a general feedback mechanism that is triggered when this pathway is perturbed (Figure 5E, F). 

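The median transcript rose first and was below its start by 240 min without Dcp2 or Not1. Without Dcp2 the median log2 change was 0.35 at 60 min, 0.14 at 120 min and -0.36 at 240 min. Without Not1 it was 0.30 at 60 min, 0.03 at 90 min and -0.62 at 240 min. Without Xrn1 in this screen it was 0.64 at 60 min and 0.04 at 240 min. Each is a single culture, so no test between times was made. The wildtype's median lay between -0.27 and -0.08 at 45 to 240 min, so part of a change below 0 is also seen without any degron.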

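UBI4 rose in all 3 strains. Some mating genes rose in each strain, counted separately, and few of them without Dcp2. The MAP kinase FUS3 had a log2 fold change of 1.38 (standard error 0.18, adjusted p = 6.5e-08 from edgeR) and the karyogamy factor KAR4 1.49 (standard error 0.20) without Not1. Of 29 pheromone genes, 18 rose without Xrn1 (18 when adjusted over the list alone), 10 without Not1 (13 when adjusted over the list alone) and 3 without Dcp2 (2 when adjusted over the list alone). With TMM scaling, 4 of them rose without Xrn1, 4 without Not1 and none without Dcp2. Across 4153 transcripts the change at 90 min without Xrn1 correlated with that without Dcp2 at Pearson r = 0.696. Between Xrn1 and Not1 it was r = 0.423 across 3214 transcripts, and between Dcp2 and Not1 r = 0.465 across 3180. Within Xrn1 depletion, 30 and 90 min correlated at r = 0.730, or 0.614 when each time was compared with a different library of time 0. The wildtype's change correlated with that of Xrn1 at r = 0.0262. In screen 1 the 3 Xrn1 cultures had r = 0.398, 0.312 and 0.334 with Not1. These values are across transcripts of single cultures.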

We compared the transcript profiles along the depletion time course (Figure 5F) and observed an overall high correlation between the perturbations (10^–300^*< P* *<* 10^–63^, Supplementary Figure S5A). More specifically it seems that mRNA accumulation is most pronounced in the case of Xrn1 depletion, slightly dampened when Dcp2 is depleted, and further muted when Not1 is depleted (Figure 5E, F).

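Ribosomal protein genes fell in different numbers between the strains with KL and OD scaling, but in similar numbers with TMM. Of 137 ribosomal protein genes, 10 rose and 2 fell without Xrn1 (4 rose when adjusted over the list alone), 3 rose and 32 fell without Dcp2 (3 rose and 38 fell when adjusted over the list alone) and 2 rose and 85 fell without Not1 (2 rose and 93 fell when adjusted over the list alone). With TMM scaling, 102 fell without Xrn1, 104 without Dcp2 and 103 without Not1. Median transcripts at 90 min had a log2 change of 0.62 without Xrn1, 0.27 without Dcp2 and 0.03 without Not1, in the order that the paper gives. In screen 2 each of these strains has 1 culture, so this order cannot be tested there.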

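Most proteasome subunits, and some heat shock and mating genes, peaked higher without Not1 than without Xrn1. TMC1, a gene induced with the proteasome, had a log2 fold change of 2.43 (standard error 0.21, adjusted p = 6.0e-13 from edgeR), the ubiquitin-handling gene DDI1 1.60 (standard error 0.23) and the proteasome lid gene RPN12 1.23 (standard error 0.17) without Not1. A transcript was counted as Not1-sensitive where its highest log2 change up to 120 min exceeded that without Xrn1 by more than the SD of the wildtype's highest changes, 0.297. This held for 455 of 3214 transcripts, or 14.2%. In these the median highest change was 1.13 without Not1 and 0.55 without Xrn1, and in the others 0.32 and 0.60. In screen 1 it held for 152 of 1407 transcripts, 10.8%, of which 68 were also sensitive in screen 2, against 13.5 if the 2 lists were independent. With an excess of 2 SD, 180 transcripts were counted.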

Further examination of the data revealed a subset of ∼13% of transcripts that were more sensitive to Not1 depletion (Figure 5C, F). Functional analysis of these transcripts shows a strong enrichment for transcripts of proteolysis-related genes (*q* < 10^–8^, Supplementary Figure S5E). 

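The proteasome was the most enriched of the lists. Of 33 subunits, 28 were Not1-sensitive (Fisher's exact test, two-sided, p = 9.6e-20, adjusted p = 2.2e-18 over the lists, in the same test). Their median highest log2 change was 1.06 without Not1, 0.59 without Dcp2 and 0.52 without Xrn1. In screen 1 it was 21 of 33 (p = 1.6e-13 from Fisher's exact test). Among the genes, RPN11 had a log2 fold change of 1.21 (standard error 0.17, adjusted p = 3.5e-07 from edgeR), RPN10 1.12 (standard error 0.14) and PRE3 1.00 (standard error 0.14) at 45 to 90 min. Of 20 Hsf1 targets 12 were sensitive (adjusted p = 2.8e-05 from Fisher's exact test), of 23 pheromone genes 12 (adjusted p = 0.00013 from Fisher's exact test), of 61 mitochondrial ribosomal proteins 19 (adjusted p = 0.0032 from Fisher's exact test) and of 17 stress-induced genes 8 (adjusted p = 0.0052 from Fisher's exact test). Fewer members than in the rest were sensitive among amino acid biosynthesis, with 0 of 43 (adjusted p = 0.011 from Fisher's exact test), and ribosomal proteins, with 8 of 135 (adjusted p = 0.011 from Fisher's exact test). The test takes transcripts as independent, which subunits regulated together are not. Recently-transcribed mRNA of these subunits had a median log2 change of -0.77 at 60 min without Not1, against -1.05 over all transcripts. The paper proposes that such transcripts are especially prone to degradation through Ccr4-Not, either directly or by the 3′-5′ branch. 

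**Figure D4:**
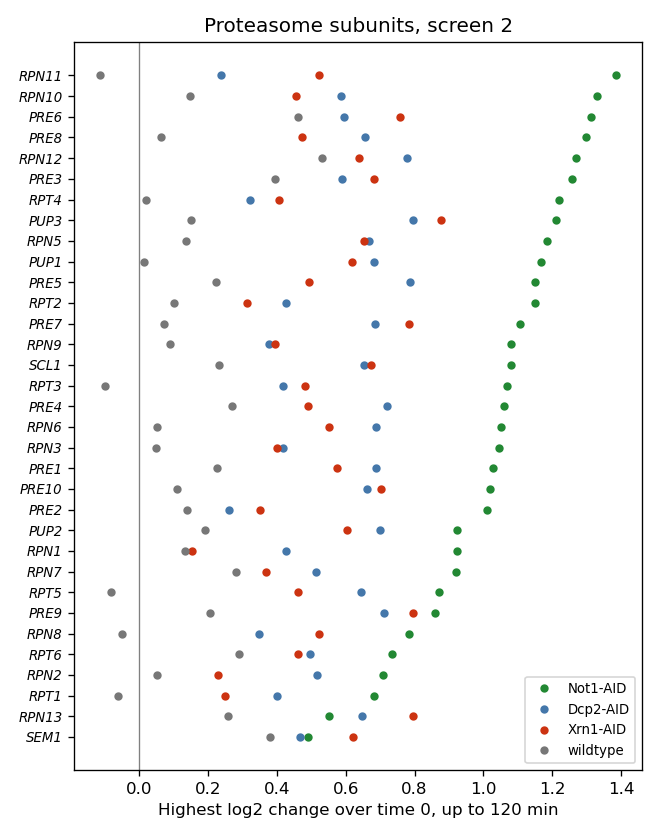
Highest log2 change up to 120 min (x-axis) of the 33 proteasome subunits (y-axis), with 1 point per subunit and strain, without Not1, Dcp2 or Xrn1 and in the wildtype of screen 2, 1 culture each. Most points lay farthest to the right without Not1.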

A link between Not1 and proteasome transcript regulation was reported in the literature, and recently, a co-translational complex assembly mechanism was suggested to be mediated by Not1 (80–83). The rapid and prominent increase in these transcripts, largely without a concomitant increase in transcription (Supplementary Figure S5F) suggests that these transcripts are especially susceptible to Ccr4–Not-dependent degradation directly or via the 3′-5′ degradation pathway. These results expand the previously reported link between Ccr4–Not and post-transcriptional regulation of the proteasome. Importantly, even in the Ccr4–Not-sensitive transcript cluster, mRNA accumulation following depletion of Xrn1 and Dcp2 is consistent with the global response pattern, suggesting that when Not1 is depleted a part of the observable increase in this cluster is due to accumulation emanating from the interference to the 5′-3′ degradation branch (Figure 5C,F, Supplementary Figure S5C, D).

These results demonstrate that mRNA generally accumulates in the same pattern when factors along the 5′-3′ degradation branch are perturbed, but the degree of accumulation depends on the specific element depleted (Not1 < Dcp2 < Xrn1).

### Upstream perturbations in the 5′-3′ degradation pathway result in earlier onset of the transcription adaptation response

To understand the apparent association between the global mRNA accumulation profile and the 5′-3′ degradation pathway order, we excluded the Ccr4–Not sensitive genes from the analysis and turned to examine transcription along the depletion time-courses of these factors.

In all three cases, we observed a reduction in transcription, but strikingly, the timing order of the observed reduction recapitulated the observed order in the case of total mRNA, namely—Not1 caused the most immediate decline in recently-transcribed mRNA, followed by Dcp2, and then by Xrn1 (*t_$\frac{1}{2}$_* of 33′, 52′ and 70′ respectively; Figure 5G). 

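Among Not1, Dcp2 and Xrn1, new transcription fell earliest without Not1 and latest without Xrn1. An early fall was not particular to these strains. Without Dis3 the median log2 change of recently-transcribed mRNA was -0.51 at 30 min and -1.44 at 90 min, against -0.61 and -1.20 without Not1. Without Rrp6 it was -0.98 at 90 min. The time at which recently-transcribed mRNA, read between measured points, had first fallen by 0.5 of its largest fall was 37.9 min without Not1, 51.2 min without Dcp2 and 73.7 min without Xrn1. The lowest points were 26.2% of time 0 at 240 min without Not1, 50.9% at 90 min without Dcp2 and 54.9% at 120 min without Xrn1. In the wildtype of screen 2 the lowest point was 81.5% at 45 min. In screen 1 the time was 43.2 min without Not1, and 74.9, 74.8 and 90.1 min in the 3 Xrn1 cultures. With the wildtype divided out, the times of Not1 and Dcp2 were 51.9 and 58.1 min, closer to each other. From the same order in total and new mRNA, the paper proposes that an earlier onset of the adaptation explains why less mRNA builds up, and that this should hold for each transcript. 

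**Figure D5:**
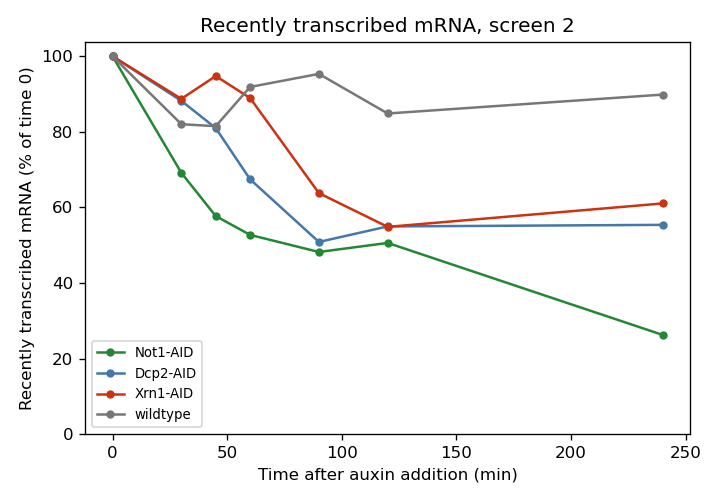
Recently-transcribed mRNA per biomass relative to time 0 (y-axis) against minutes after auxin (x-axis) in screen 2, with 1 culture each for Xrn1, Dcp2, Not1 and the wildtype. The Not1 line fell first and the Xrn1 line last.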

Having excluded an artifact due to different protein depletion kinetics (Supplementary Figure S5G), this result suggested that the difference in accumulated mRNA between the strains is due to the earlier onset of the adaptation response when Not1 is depleted compared to Dcp2 depletion and in Dcp2 relative to Xrn1 depletion.

While the reduction in transcription affects the entire genome, there was still significant transcript-to-transcript variation in the exact dynamics (Figure 5G). We reasoned that if the earlier reduction in transcription explains the reduced degree of mRNA accumulation in Not1 relative to Dcp2 and relative to Xrn1, this relationship should also hold per transcript, namely, genes whose transcription is decreased faster in Dcp2 compared to Xrn1 should accumulate less mRNA in Dcp2 compared to Xrn1. To test this hypothesis, we calculated the difference between cumulative changes in recently-transcribed mRNA during the accumulation phase (<60 minutes, ‘Δnew’), and the difference in maximal total mRNA during the accumulation and adaptation phase (<90 minutes, ‘Δmax mRNA’, Figure 5H). 

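For each transcript, the difference between Xrn1 and Dcp2 depletion in recently-transcribed mRNA was set beside the difference in the highest change of its mRNA. Across 4149 transcripts the 2 differences correlated at Pearson r = 0.449. Both measures use the same reads, so noise in a count moves them together. With the reads of each library split at random, and each measure taken from a different part, r was 0.0728, against 0.376 with both from the same part. The measures taken from parts are noisier, and the difference in recently-transcribed mRNA correlated with itself between the parts at only 0.0509.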

We then compared these measures between the different strain pairs and found a strong correlation (Figure 5H, *r* = 0.4, *P* < 10^–170^), i.e. genes with reduced transcription in Dcp2 depletion compared to Xrn1 depletion accumulated less mRNA, as expected. This was also the case (albeit to a lesser degree) when we examined the differences between Dcp2 and Not1 depletions (*r* = 0.31, *P* < 10^–98^, Supplementary Figure S5H).

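Between Dcp2 and Not1 depletion the correlation was r = 0.252 across 3179 transcripts. From different parts of the reads it was 0.0226, against 0.225 from the same part.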

Taken together, these results point to a global mRNA accumulation pattern in response to a perturbation along the 5′-3′ degradation pathway. The degree of mRNA accumulation can be explained by the timing of the transcription response, and furthermore, the onset time of the response is earlier when upstream factors in the 5′-3′ pathway are perturbed.

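Recently-transcribed mRNA of targets of SBF and MBF, which drive entry into S phase, lay below that of matched random lists in single cultures that lost Xrn1, Dcp2, Not1, Ccr4 or Pop2. At 60 min the median log2 change in recently-transcribed mRNA of these targets, less that of all other transcripts, was -0.39 without Xrn1 in screen 2, -0.44 without Dcp2, -0.44 without Not1, -0.44 without Ccr4 and -0.61 without Pop2. Against 10000 random lists matched in level, these were at percentiles 0, 0.03, 0.71, 0.05 and 0. Without Pan3, Rrp6, Pab1 and Dis3 the differences were -0.21, -0.13, -0.12 and -0.15, at percentiles 6.58, 8.14, 14.8 and 27.9. In the wildtype it was 0.09 at percentile 82.9. Over 8 Xrn1-depleted cultures the difference was -0.24 ± 0.27 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.0547). The weakly labeled repeat cultures had 1.2e-04 and -4.3e-09. Without them, a setting chosen after the values were seen, the mean was -0.32 (p = 0.0625 from the same exact test, n = 6). Histone genes had -0.30 over the same 8 cultures (p = 0.0313 from the same exact test). Adjusted over the 4 cell-cycle lists, both had p = 0.109 at 60 min from the same exact test. The CLB2 cluster had 0.34 (p = 0.242 from the same exact test) and the M/G1 clusters 0.15 (p = 0.109 from the same exact test). At 90 min the SBF and MBF targets had -0.28, histones -0.88, the CLB2 cluster -0.09 and the M/G1 clusters 0.30. Unadjusted p-values at 90 min were 0.0703, 0.0156, 0.656 and 0.0313 from the same exact test.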

Finally, we looked for sets of genes whose transcription decreased faster or slower than average and found a clear signature of G1- and S-phase genes (Figure 5I) (84). For further results and analyses regarding the cell cycle, see supplementary notes and Supplementary Figures S6 and S7).

## DISCUSSION

We set out to study the mechanism of mRNA homeostasis that was observed in multiple conditions and organisms. The literature surrounding the question of feedback mechanisms between mRNA degradation and transcription is largely based on steady-state measurements. As a baseline, when we examined Xrn1 knockout we recapitulated a previous observation of a genome-wide reduction in degradation and transcription rates resulting in unchanged global mRNA (Figure 2). We reasoned that to study a feedback mechanism, steady-state measurements can be insufficient and potentially lead to incorrect interpretations. Therefore, we developed and applied a high-throughput sequencing-based implementation of the widely used cDTA technique (Figure 1). This allowed us to monitor total and recently-transcribed mRNA in detailed dynamic settings for hundreds of samples, resulting in the biggest resource of metabolically-labeled mRNA in yeast to date. Applying cDTA-seq to cells undergoing rapid Xrn1 depletion (Figure 3A), we observed pronounced mRNA accumulation in virtually all transcripts, followed by a return to normal wildtype levels. The labeled mRNA profile provided by cDTA-seq revealed a striking reduction in transcription roughly 60 minutes following Xrn1 depletion (Figure 4). Finally, when we applied cDTA-seq to cells in which different RNA processing factors were depleted, we found that the response to Xrn1 depletion is not unique; detailed dynamic measurements revealed that the depletion of decapping and deadenylation factors results in a similar initial increase in mRNA levels. However, while the initial response was similar, the reduction in transcription occurred earlier when upstream factors along the 5′-3′ degradation pathway were perturbed (Figure 5).

We focused on Xrn1 for two main reasons. First, it was implicated in mRNA homeostasis in two important but incongruent works by the Choder (19) and Cramer (18) groups. Secondly, Xrn1 degrades a large proportion of mRNA molecules in eukaryotic cells (6), so we expected a considerable response. Indeed, Xrn1 knockout exerts the most extreme alterations to mRNA profiles in published systemic knockout studies (Supplementary Figure S2A). Despite our technique being more akin to the cDTA protocol used by the Cramer group (Figure 1G), our data support the results from the Choder group, namely that mRNA levels are unchanged when cells lack Xrn1 and that degradation and transcription rates are significantly reduced (Figure 2).

To understand this homeostatic response, we applied cDTA-seq to cells undergoing rapid Xrn1 depletion (Figure 3A). We observed pronounced and transient mRNA accumulation immediately after the perturbation. To our knowledge, this is the first time that such a detailed view of a transient increase in mRNA levels is observed. Strikingly, in similar depletions of other factors (but not all, Figure 5E) cells revert to almost exactly the same mRNA levels they began with, suggesting some form of perfect adaptation taking place (85,86). Further dynamic data in different settings will be useful to model this possibility. Importantly, this response does not seem to be a normalization artifact as it was measured in multiple different experimental batches and conditions (Figures 3, 5, and Supplementary Figure S7), and it was observed by single-molecule FISH in four different transcripts (Figure 3). The observed reversion to normal levels was harder to verify by smFISH, as cells lacking Xrn1 accumulate deadenylated mRNA molecules (8,90) that also interact with the FISH probes. This makes the direct counting of polyA(+) molecules by FISH and microscopy challenging. As an alternative that circumvents direct molecule counting, we used polyA probes and FACS to measure the overall quantity of polyA RNA in cells and observed a temporal response consistent with the cDTA-seq signal (Supplementary Figure S3D).

Having excluded normalization, increased growth, or compensatory degradation as possible explanations for the reduction in mRNA levels, we could explain the return to wildtype levels by a global reduction in transcription roughly 60 min following Xrn1 depletion together with dilution by continued growth (Figure 4). The genome-wide nature of the reduction strongly supports a general mechanism for transcriptional regulation, rather than the existence of multiple gene-specific feedback loops. This result is further supported by a recent report that uses aneuploid cells to distinguish between these two possibilities (87).

Importantly, the observed delay in transcription reduction argues against the direct involvement of Xrn1 in this transcriptional reprogramming, as Xrn1 is degraded rapidly from cells (Figure 3A), but the transcriptional response occurs an hour later (Figure 4). Conversely, when we depleted Rat1 (the 5′-3′ exonuclease operating in the nucleus that is involved in transcription termination (88)) we observed an immediate reduction in transcription (Supplementary Figure S6B). 

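Rat1 was depleted in cycling and in arrested cultures of the cell-cycle experiment, 1 culture each, labeled for 9.3 min. In cycling cells recently-transcribed mRNA was 13.7% of time 0 at 40 min and 3.57% at 90 min. In arrested cells it was 15.0% at 90 min. With 1 culture in each state no test was made.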

Alternatively, Xrn1 was hypothesized to indirectly affect global transcription through post-transcriptional regulation of Nrg1 (18). Therefore, we repeated the Xrn1 depletion time course experiment in Δnrg1 and Δnrg2 strains but we did not observe any difference in the total mRNA dynamics or in transcription (not shown), arguing against Nrg1/2 involvement in the feedback.

To further dissect the response, we expanded our experiments to include the depletion of dozens of RNA-related factors (shown in Figure 5A, and others, not shown). This expansive view revealed various response dynamics (Figure 5D, E) and will hopefully prove useful to understand different phenomena related to mRNA processing. Focusing on the adaptation response we observed in the wake of Xrn1 depletion, it was clear that Dcp2 and Not1 depletion elicited similar cellular reactions (Figure 5F). The observation that Xrn1 depletion caused the most significant accumulation of mRNA amongst all the factors we depleted, and that this accumulation is similar to the response upon Dcp2/Not1 depletion, argues that the 5′-3′ pathway is the major pathway regulating mRNA levels in exponentially growing yeast in rich medium. Therefore, in our analysis, we put aside potential compensations by alternative degradation pathways (e.g. Not1-sensitive genes, Figure 5C, F), and focused on the 5′-3′ degradation pathway.

Strikingly, when factors along the 5′-3′ mRNA degradation pathway were depleted, the mRNA response began essentially the same, but seemed to be attenuated in the order of the factor along the pathway (Not1 < Dcp2 < Xrn1). Consistent with the reduced accumulation of mRNA along the 5′-3′ pathway, we observed a delayed reduction in transcription, that also followed the order of the 5′-3′ degradation pathway (Figure 5G), parsimoniously explaining the reduced accumulation of mRNA (Not1 < Dcp2 < Xrn1). We interpret these results to suggest that cells do not monitor accumulated deadenylated and decapped mRNA, or downstream byproducts such as p-bodies (89), for if this was the case, transcription inhibition would ensue earlier in the Xrn1 depletion time course (Figure 6). Extending the logic of this argument, and neglecting alternative degradation pathways, the agreement between the 5′-3′ mRNA degradation pathway order and the onset time of the transcription adaptation response suggests that cells monitor a precursor that accumulates upstream of this pathway.

**Figure 6.**
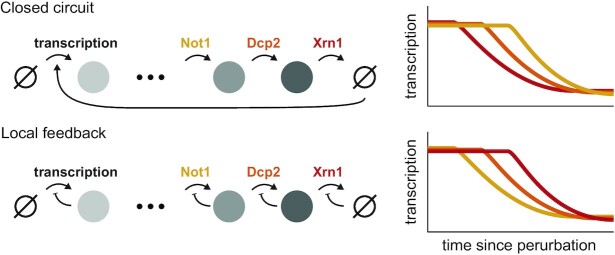
Dynamic measurements distinguish between different feedback models. Temporal offsets between different perturbations suggest a local rather than a closed-circuit feedback mechanism. Two toy models that result in global mRNA feedback are presented. In the closed-circuit model (top) transcription is coupled to degradation directly, while the local feedback model (bottom) assumes that each stage self-regulates. The steady-state behavior of both models will be similar, but dynamic measurements can be used to distinguish the two by the delay in the propagation of the interference back to transcription. Our data are more consistent with a local feedback model (see Figure 5).

This model, when extrapolated, suggests local feedback along the lifecycle of the mRNA, rather than a closed-circuit feedback mechanism (Figure 6). Specifically, the model posits that accumulation of decapped mRNA inhibits decapping by Dcp2 and that subsequent accumulated capped mRNA inhibits deadenylation by Ccr4–Not, which will explain the timing offsets we observed. There are several interesting options upon consideration of this prediction: (i) 5-AMP released by Ccr4–Not deadenylation (90) may be important for proper cellular metabolism in general or DNA replication specifically. A rough calculation revealed that polyA-bound adenosine is within one order of magnitude of the amount of free ATP in cells (91). (ii) As previously suggested, polyA binding protein (Pab1) could be involved in the sensing mechanism (30,31). Notably, the Pab1 depletion data we presented here (Figure 6) argue against this hypothesis, but it requires further scrutiny, and we have not directly tested the nuclear analog - Nab2 (92). (iii) In a similar vein, an imbalance in mRNA nuclear export might be caused by polyA mRNA accumulation, which in turn causes an accumulation of nuclear mRNA that was recently suggested to directly affect transcriptional throughput (93,94). (iv) Ribosomes are essential for growth and proliferation, and free ribosomes were suggested to play an important role in this regulation (95,96). Cells may monitor free ribosomes which are presumably reduced as poly-A mRNA accumulates and binds them. (v) Alternatively, an imbalance between ribosomal proteins and rRNA can cause nuclear dysfunction and cell-cycle progression defects (97). Such an imbalance can arise from the over-production of ribosomal proteins due to mRNA accumulation. (vi) Last, the Ccr4–Not complex has been suggested to be a hub affecting transcription, translation, and degradation (33). A functional diversion of the Ccr4–Not complex itself due to accumulated mRNA may cause the transcriptional response.

Finally, upon examination of the dynamic response to interference in the 5′-3′ degradation pathway, we found a unique and transient signature of G1- and S-specific genes whose transcription reduced faster than average (Figure 5I, Supplementary Figure S6). When we prevented cells from iterating through the cell cycle only a modest decrease in transcription was observed following Xrn1 depletion (Supplementary Figure S7). Both lines of evidence are circumstantial, but together they point to a potential role for the cell cycle in the observed feedback. Cell cycle checkpoints are known to monitor cell size, nutrients, DNA damage, and proper chromosomal and cellular geometry (98), and it is possible that the accumulation of mRNA (or some other element) feeds back into one of these sensors or to a yet undescribed checkpoint. Furthermore, a cell-cycle coupled mechanism for regulating global transcription during the S phase was previously described (55,99). Since much of the molecular details of these checkpoints are known, testing the link between the transcriptional adaptation we observed in response to mRNA accumulation and the cell cycle is an interesting avenue for future research.

Taken together, our results suggest a model (Figure 6) in which input to the 5′-3′ mRNA degradation pathway in cells is monitored, and once a critical threshold is met an adaptive transcriptional response ensues, allowing cells to reestablish proper mRNA levels. More broadly, while mRNA homeostasis observations and functional experiments were mostly conducted in yeast, there is a growing body of literature that suggests this phenomenon is general (16,30,93,100). Notably, the factors we studied here along the 5′-3′ mRNA degradation pathway are highly conserved. A better understanding of the feedback mechanism employed by cells will likely have broader implications and might be relevant for critical processes in health and disease such as proliferation, apoptosis, and viral immune response (101). The data we presented here argue that detailed dynamic measurements are important for a deeper understanding of global mRNA regulation.

## DATA AVAILABILITY

Sequencing data are available under GEO accession number GSE196937. Scripts and summary data for generating all the figures and supplementary figures in this manuscript are available at 10.5281/zenodo.6528287. Raw microscopy images are available upon request.

## Supplementary Material

gkac411_Supplemental_Files

# Supplementary material for: Transcription feedback dynamics in the wake of cytoplasmic mRNA degradation shutdown
**Source:** Nucleic Acids Res. 2022 May 30;50(10):5864–80. doi: 10.1093/nar/gkac411
**Supplement:** gkac411_Supplemental_Files

Transcription feedback dynamics in the wake of cytoplasmic mRNA degradation shutdown

Supplementary Material

**Supplementary Figures**	**2**
Figure S1. cDTA-seq validation and analysis	2
Figure S2. Xrn1 knockouts analyses	5
Figure S3. Transient mRNA accumulation upon Xrn1 depletion	8
Figure S4. Exploring non-transcriptional explanations for the reduction in mRNA levels	10
Figure S5: The transcription adaptation response along the 5'-3' branch	12
Figure S6: Cell-cycle signature in the transcription adaptation response	14
Figure S7: Reduced transcription response in G1-arrested cells	16
Figure S8: Supplementary auxin depletion western blots	18
**Supplementary Tables**	**19**
Table S1. Yeast strains used in this study	19
Legend / comments	20
Table S2. Oligonucleotides used in this study	21
Table S3. FISH probes	22
Table S4. Experimental details	22
**Supplementary Notes**	**23**
Half-life estimation from 4tU labeling data	23
First-order model predictions when degradation is reduced but production is not	25
Not1 sensitive transcripts	26
Cell cycle signature analysis	26
Xrn1 depletion in a G1-arrested population	27
**Supplementary References**	**29**

Supplementary Figures

Figure S1. cDTA-seq validation and analysis

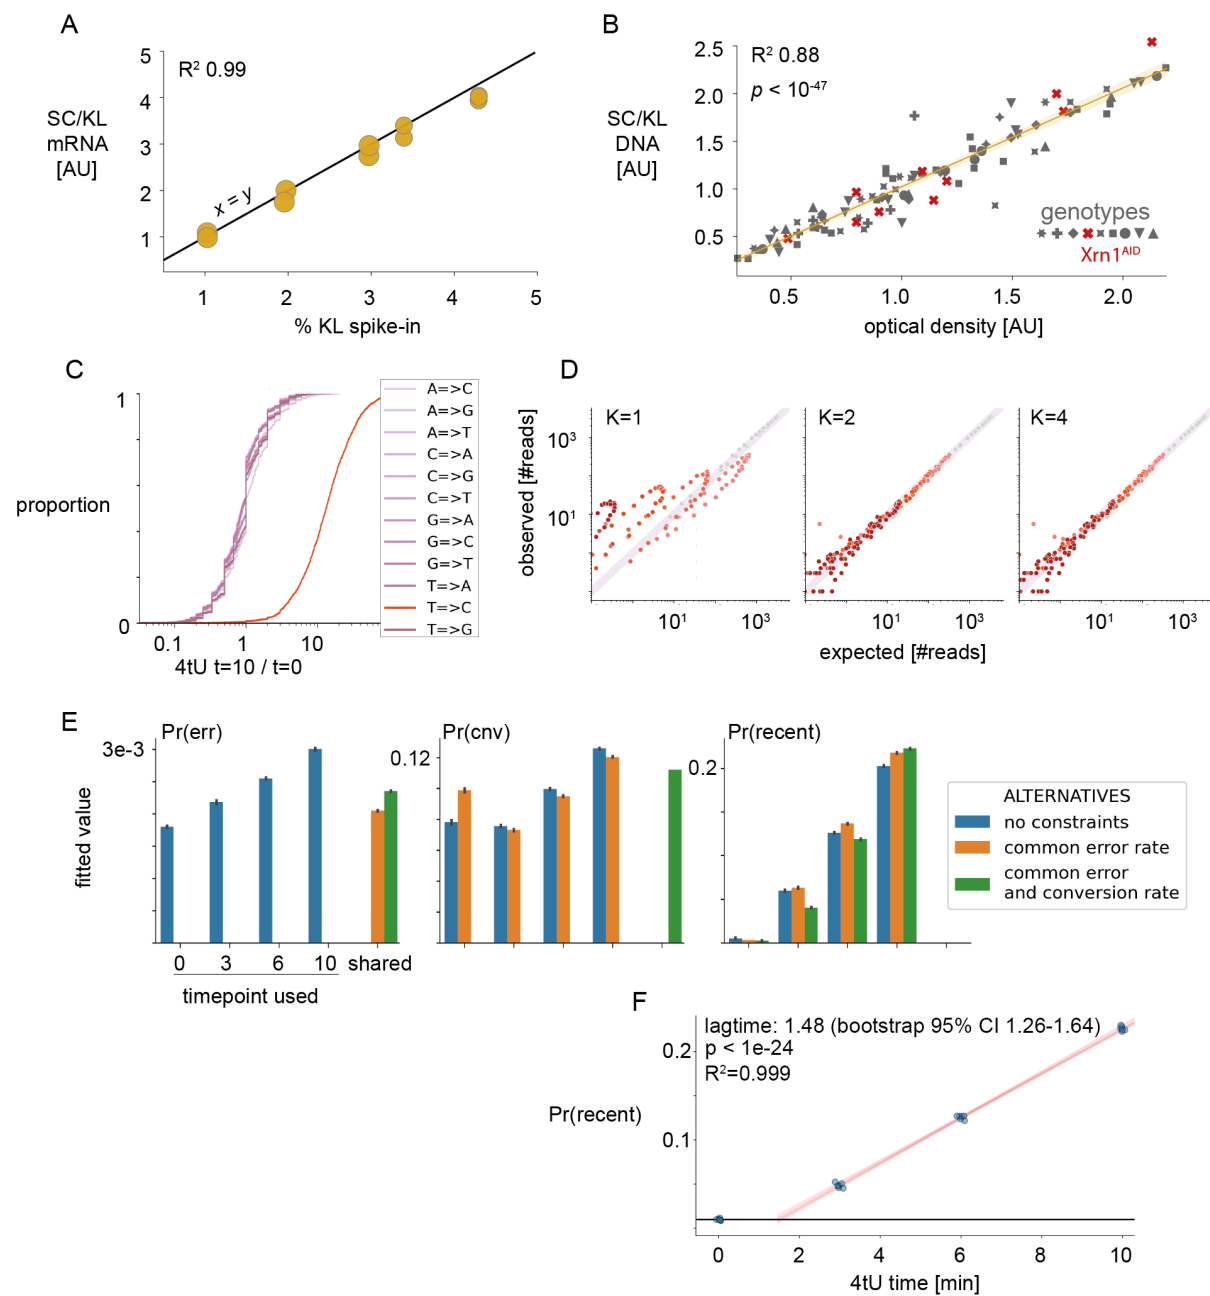

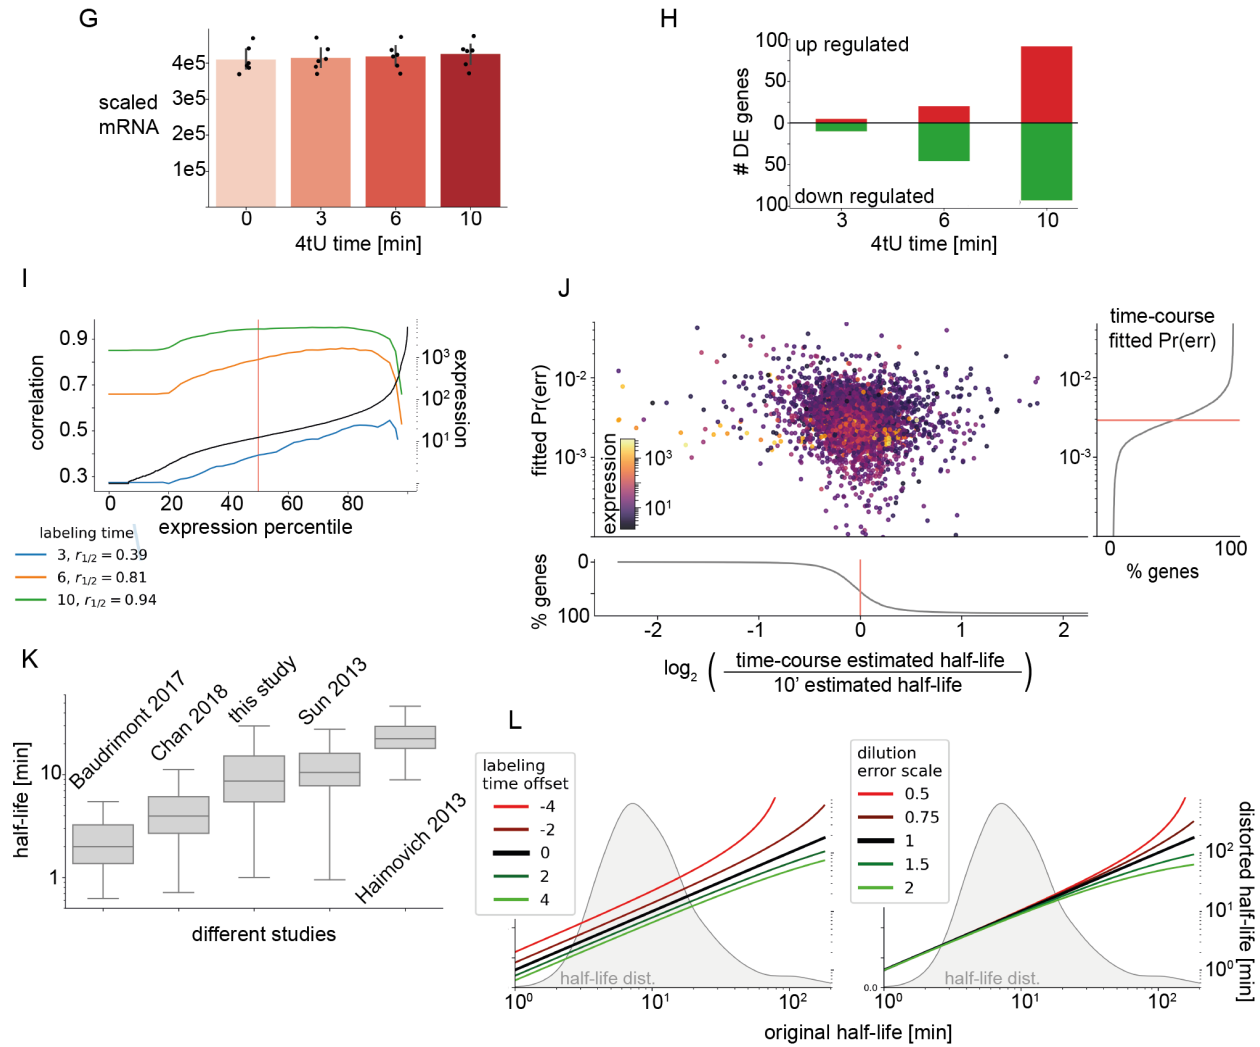

Supplementary Figure 1: cDTA-seq validation and analysis

A) Spike-in read ratio is linear. An SC sample was split and spiked in with varying amounts of KL cells (1-5%, x-axis). The ratio of mRNA reads from SC and KL (y-axis) is linear in this range ($N=2$, $R^2=0.98$, the black line is $x=y$).

B) OD is a good proxy for the number of cells. Each marker is one of 93 samples with various genotypes (markers) in various conditions (methods). Samples' optical density (OD, x-axis) was measured, they were spiked in with KL cells, DNA was extracted and the SC/KL DNA ratio (y-axis) is plotted against their measured OD ($R^2=0.88$, $p < 10^{-47}$, the yellow line is linear fit, shaded with 95% CI).

C) Only T→C observations are changed after 4tU labeling. Observed deviations from the reference were counted per transcript. The change in this count after 10 minutes of 4tU labeling is plotted as log fold change (x-axis) cumulative distribution across all transcripts (y-axis).

D) A 2-component BMM is sufficient to explain the conversion data. The binomial mixture model was fitted to the data (after 10' of labeling) with a varying number of mixture components (shown are 1, 2, and 4). Given a fitted model and the distribution of observed Ts per read, one can plot the expected number of reads per combination of Ts and converted bases (y-axis) vs. the actual number of observed reads per each combination (x-axis).

E) Alternative parameter sharing schemes show dominant change is due to p_r . 2-BMM was fitted to the 4tU time course data without any shared parameters (i.e. full model per sample, blue), with a shared error rate (" ϵ ", orange), or with a shared error rate and a shared conversion rate (" ξ ", green). In all cases, the Pr(recent) (" p_r ") fitted parameter (right) correlates with 4tU labeling time (x-axis). $N=6$.

F) 4tU lag-time estimation. Fitting a linear model to the time-course data (confidence interval from data resampling) predicts that the labeling lag time is ~1.5 minutes.

G) No change to global mRNA. Spike-in scaled estimates of mRNA levels in samples along the 4tU time course show no changes to overall mRNA levels.

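Total mRNA per biomass was computed for the same 24 libraries as transcript reads divided by OD and by KL reads. Relative to 0 min, the level was 0.945 at 3 min (exact permutation test, two-sided, p = 0.558, n = 6 against 6), 1.00 at 6 min (p = 0.965 from the same exact test) and 1.22 at 10 min (p = 0.0584 from the same exact test). KL reads per library were fewer than in the titration, at most 1842.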

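After 10 min with 4tU, hexose transporters and enzymes of arginine synthesis were higher than at 0 min, while many ribosomal protein transcripts made up a slightly smaller part of the counts. HXT7, a high-affinity hexose transporter on chromosome IV of the R64 build from 1154216 to 1155928, rose from 22.7 ± 14.2 to 262 ± 56.2 normalized CPM (SD, n = 6 each), a log2 fold change of 3.46 (standard error 0.23, adjusted p = 3.1e-10 from edgeR's quasi-likelihood test). HXT2 rose by 2.46 (standard error 0.09, adjusted p = 3.4e-15 from edgeR) on the log2 scale, HXT4 by 2.29 (standard error 0.22) and HXT3 by 0.76 (standard error 0.06). Of 8 hexose transport genes, 6 rose, none fell and the others did not pass the test (7 rose when adjusted over the list alone). Of 44 genes of amino acid biosynthesis, 15 rose and none fell (17 rose when adjusted over the list alone). Among these were ARG3 with a log2 fold change of 2.92 (standard error 0.23, adjusted p = 3.2e-09 from edgeR), ARG1 with 2.33 (standard error 0.13), ARG4 with 1.89 (standard error 0.13) and CPA1 with 1.18 (standard error 0.10), all enzymes of arginine synthesis. Of 18 targets of the heat shock factor Hsf1, 8 rose and none fell (10 rose when adjusted over the list alone), with BTN2 at 1.88 (standard error 0.13, adjusted p = 3.1e-10 from edgeR), HSP42 at 1.27 (standard error 0.15), SSA1 at 0.68 (standard error 0.11) and SIS1 at 0.39 (standard error 0.07). The environmental stress response list had 4 of 11 genes higher and none lower (5 higher when adjusted over the list alone).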

H) Differentially expressed gene increase with 4tU (<200 genes at 10'). 

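Other genes that rose at 10 min with 4tU were NCE103, a carbonic anhydrase, at a log2 fold change of 2.54 (standard error 0.11, adjusted p = 1.6e-13 from edgeR), and CIT2, a citrate synthase of peroxisomes, at 2.38 (standard error 0.08, adjusted p = 2.1e-15 from edgeR). The meiotic gene SPO24 had 2.46 (standard error 0.11), the glucokinase GLK1 1.57 (standard error 0.11) and the aldehyde dehydrogenase ALD6 1.42 (standard error 0.05). PHO84, a phosphate transporter, had 1.73 (standard error 0.11). Of 10 genes of the phosphate regulon, 3 rose (5 when adjusted over the list alone), of 8 genes of sulfur and methionine metabolism, 3 rose (3 when adjusted over the list alone), and of 18 genes of glycolysis, 3 rose (3 rose and 1 fell when adjusted over the list alone). In none of these lists did a gene fall over all genes tested. Each named gene was higher in all 6 libraries at 10 min than the mean at 0 min.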

DESeq2 differential expressed genes compared to $t=0$ along the 4tU time course with 6 replicates. 

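In total 86 transcripts rose and 63 fell of the 3686 tested, at an adjusted p under 0.01 from edgeR's quasi-likelihood test with TMM scaling. Scaled by KL reads and OD, 229 rose and 1 fell, and the median of all transcripts was 0.34 higher on the log2 scale. The decreases therefore hold only relative to the other transcripts. RPL22B, a protein of the large ribosomal subunit whose paralog RPL22A may share its reads, had -0.53 (standard error 0.06, adjusted p = 3.2e-06 from edgeR), RPL15A -0.43 (standard error 0.04), RPL4B -0.40 (standard error 0.06) and RPS3 -0.19 (standard error 0.03). The log2 fold change of LCD1, a DNA damage checkpoint gene, was -0.60 (standard error 0.12, adjusted p = 0.0027 from edgeR), and that of CLN2 was -0.62 (standard error 0.14, adjusted p = 0.0063 from edgeR). The phosphatase gene PHO3 had -0.51 (standard error 0.10), the mRNA export factor HRP1 -0.46 (standard error 0.09) and the Golgi nucleotide-sugar transporter VRG4 -0.44 (standard error 0.09). YAL037C-A, YLR062C and YBL028C, of less known function, had -0.53, -0.49 and -0.42. None of these genes passed the test with the KL and OD scaling. Of 137 cytosolic ribosomal proteins, 32 fell and none rose (71 fell and 1 rose when adjusted over the list alone), and 3 rose and none fell with the KL and OD scaling. In 2 of 42 SBF and MBF (G1/S) targets, 1 of 15 CLB2 cluster genes, 1 of 16 pheromone genes and 1 of 8 multidrug transporters the transcript fell. No gene of the lists of proteasome subunits, mitochondrial ribosomal proteins, ribosome biogenesis, histones, the iron regulon, mRNA decay, the exosome or RNA polymerase II and Mediator passed the test.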

After ~10 minutes of labeling, ~180 transcripts are up (red) or down (green) regulated compared to $t=0$. Enriched GO annotations in down-regulated genes: ribosome

(57/305, 4.3e-09), RNA binding (35/395, 4.4e-09), rRNA export from nucleus (10/18, 5e-09), rRNA binding (10/44, 7.5e-08), maturation of SSU-rRNA from tricistronic rRNA (9/69, 6.3e-05), and in up-regulated genes: cellular amino acid biosynthetic process (19/97, 4.3e-09), arginine biosynthetic process (6/11, 6.7e-07), glucose import (8/30, 1.2e-06), glucokinase activity (4/5, 3.2e-05), hexokinase activity (4/5, 3.2e-05).

I) Correlation between whole-time-course and single-sample-estimate is high between 6'-10' labeling. The half-life of each transcript was estimated with the full time course or with a single time point (3',6',10'), and the correlation between these estimates (y-axis) was plotted as a function of expression cutoff (x-axis). For example, at $x=0.2$, the correlation was performed only considering the top 80% of expressed transcripts. The black line denotes the expression levels [AU, log scale].

J) Pr(err) is not correlated to the difference between whole-time-course and single-sample-estimate, nor expression levels. Each transcript time course data was fitted with a model allowing for a transcript-specific error rate ("ε"), rather than a global one. Fitted values (y-axis, CDF with median in red on the right) range from 0.001 to 0.007 which are at least an order of magnitude lower than the fitted conversion rate ("ξ", ~0.11). Differences between transcripts are not correlated to half-life error estimations (x-axis, log fold change of half-life estimate based on full time course vs. half-life based on a single 10 min time point). Differences are also not correlated to expression levels (log scale, color-coded).

K) Global differences in half-life distributions between studies. The distributions of half-life estimates (in minutes, y-axis) are box-plotted for 5 different studies to highlight the different estimates scales.

L) Half-life estimation is robust to global parameter estimations. The theoretic half-life estimation (right y-axis) is compared to the actual half-life (x-axis), assuming different errors in global parameter estimations. For example, if cell growth is actually slower by a factor of two compared to the rate used when estimating half-life, the distortion is given by the bright green line on the right panel. Background smoothed histogram depicts the distribution of half-lives across the genome, guiding the eye to where most transcripts reside.

Figure S2. Xrn1 knockouts analyses

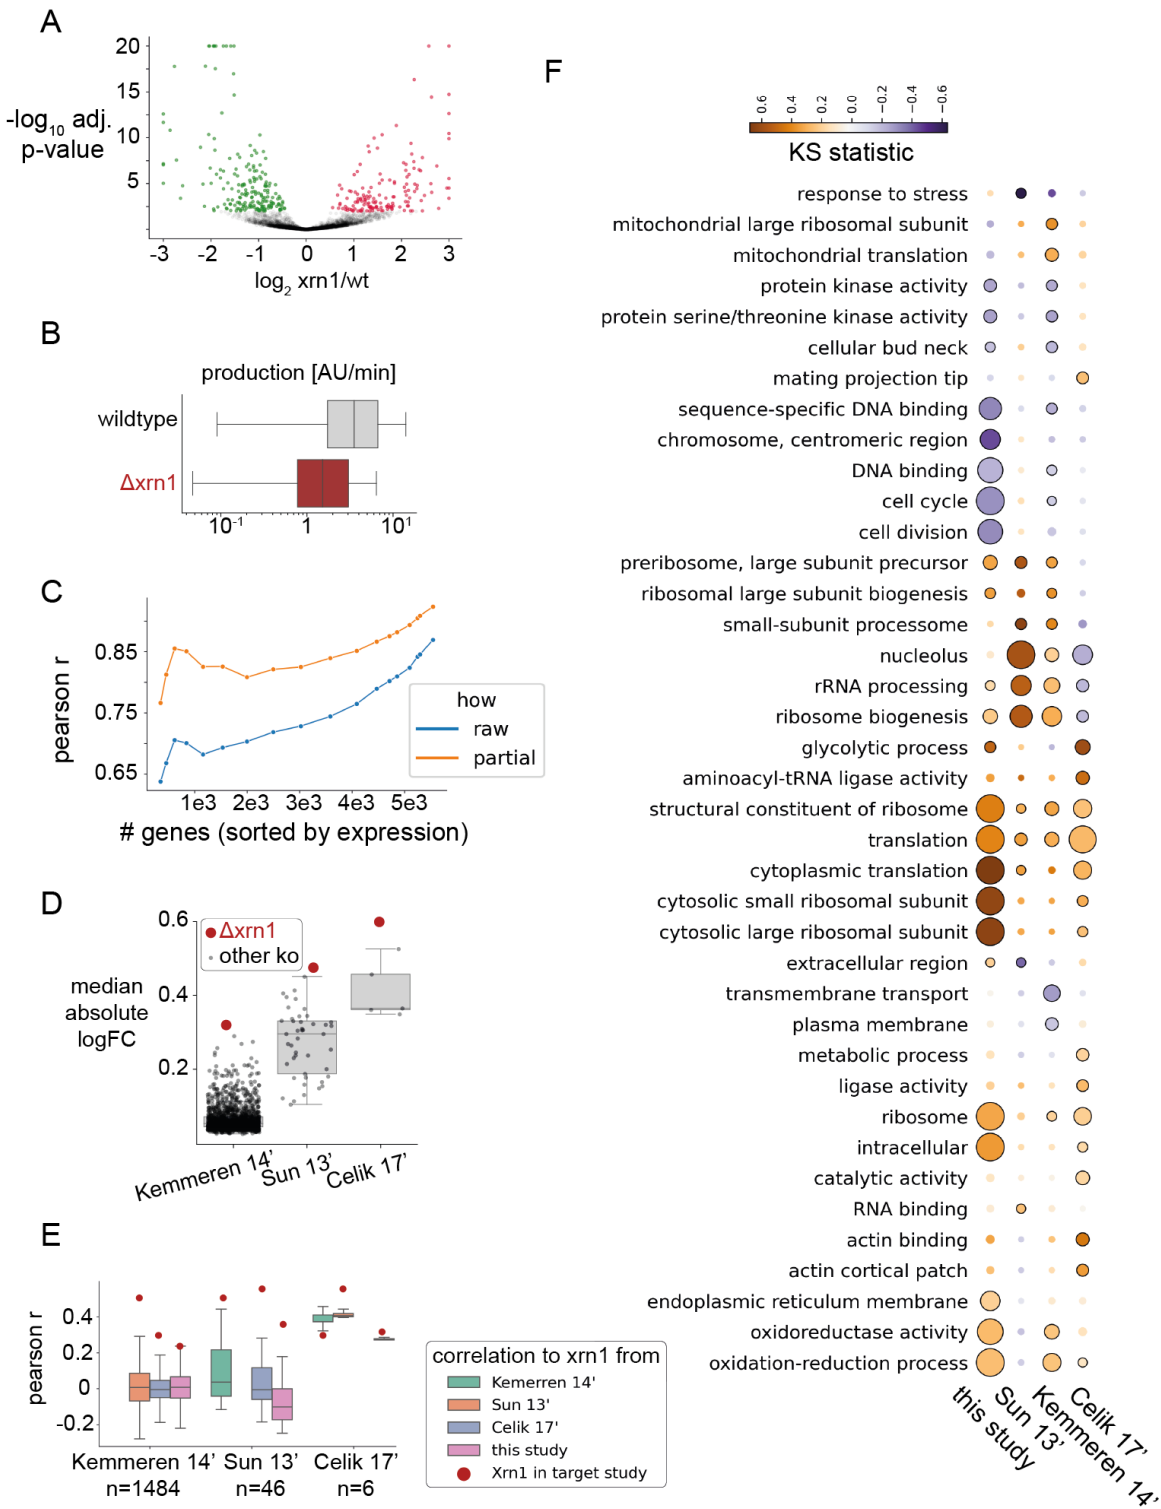

G

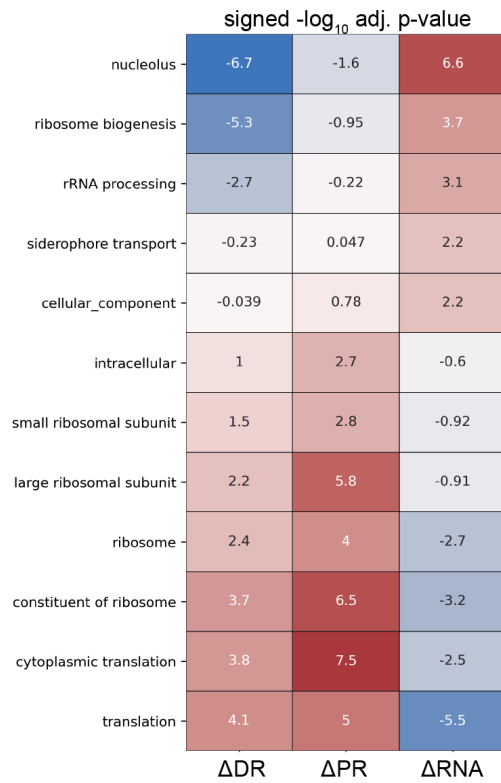

H

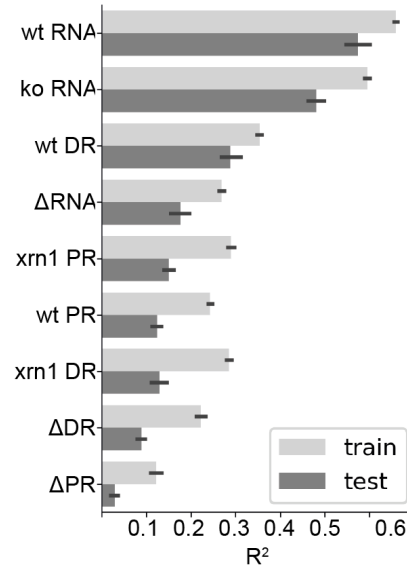

I

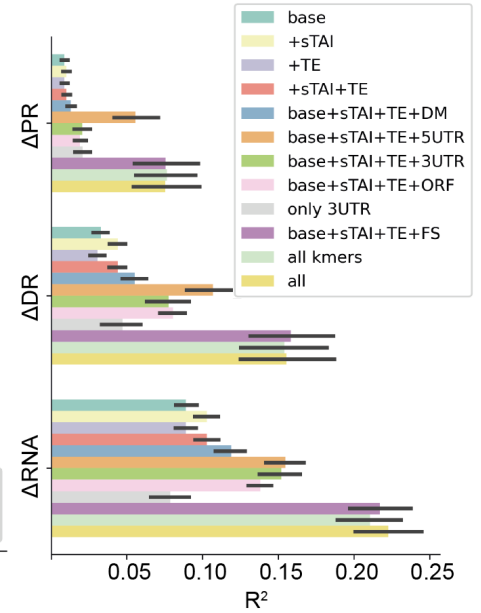

J

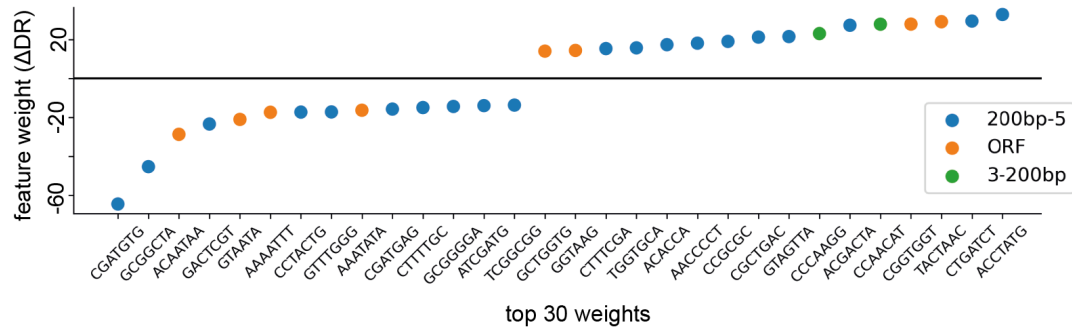

Supplementary Figure 2: Xrn1 knockouts analyses

A) Xrn1 knockout differential expression. Comparing two wildtype biological replicates and two biological replicates of two different clones without Xrn1, ~400 transcripts were significantly changed (adjusted $p < 10^{-2}$ (1)).

B) Inferred production rates are significantly reduced in Xrn1 knockout. Transcript production rate distributions, as inferred from mRNA levels and estimated degradation rates.

C) Correlation between change to production and degradation rate. Conditioned on genes with expression $>$ threshold (n - number of genes above the threshold). The orange curve is the partial correlation (2), conditioned on mRNA levels.

D) An extreme transcriptomic signature for Xrn1 knockout. In three different knockout studies in yeast (x-axis), Xrn1 knockout (red dots) exerts the largest effect on the transcriptome as measured by the median over the absolute $\log_2$ fold change relative to wildtype strain (y-axis).

E) Correlations between studies. Correlating an Xrn1 KO from each “source” study (box color) to all KO strains in other studies (“target study”, x-axis) generates a distribution of correlations (boxes). For example, correlating Xrn1 from Sun 13’ with all KOs in Kemerren 14’ generates the left-most orange box plot. Xrn1 in the target study is highlighted as a red dot, demonstrating that while the correlation between studies is low, Xrn1 is still the most significant correlation in most comparisons.

F) Enriched functional sets in knockout studies are incongruent. Enriched sets in up- or down-regulated genes in each study (top 15 per study). Circle size is proportional to negative $\log_{10}$ BH-adjusted- p -value (Kolmogorov-Smirnov test of set relative to overall distribution). Color denotes the signed KS statistic (orange - higher than average, purple lower than average).

G) Extreme gene sets in Xrn1 KO changes. All GO annotations (rows) were tested for having extreme distributions in their degradation rates, their mRNA levels, or their production rates (columns) using a Kolmogorov-Smirnov test. BH adjusted q-values are color-coded such that below-average changes are blue, and above-average changes are red (color bar). Numbers indicate log₁₀ q-value. Only significant sets are shown (rows).

H) Explaining observed transcript response to Δ xrn1. Trying to explain various observed RNA measurements (y-axis) with a sparse linear model (LASSO) using various transcript features and sequences (see supplementary note on modeling Δ xrn1 changes). The X-axis is the % explained variance by the model prediction (R^2), on the training data (light gray, 90% of genes in 10 random samples), or the remaining test data (dark gray, 10% of genes).

I) Sequence features are sufficient for predicting xrn1 effects. Plotting model performance (x-axis, R^2), as in (H) using different subsets of features. K-mer counts from ORF, 5', and 3' areas are sufficient for model performance (see supplementary note on modeling Δ xrn1 changes).

J) K-mer examples. K-mers (x-axis) are used by the model for explaining changes to degradation rates, ordered by their relative weight (y-axis), and colored by their class (ORF/5'/3'). Showing only the top 30 out of ~200 LASSO-selected k-mers in this case (degradation rate changes).

Figure S3. Transient mRNA accumulation upon Xrn1 depletion

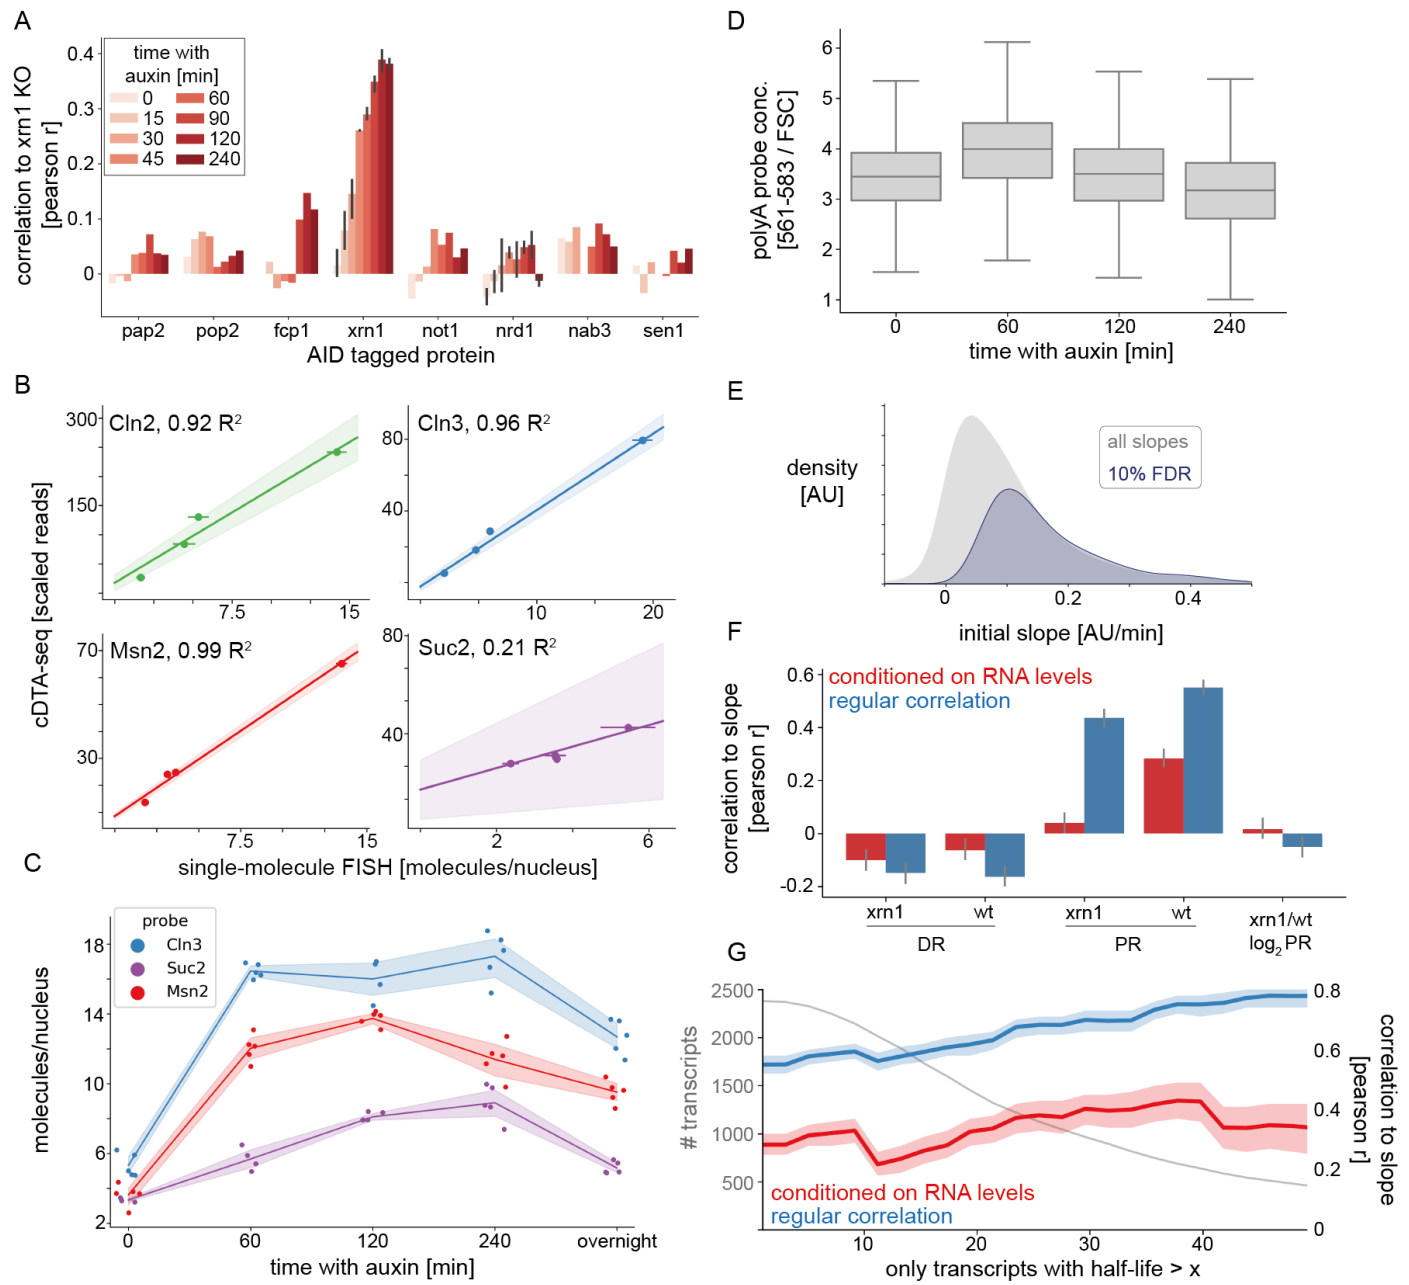

Supplementary Figure 3: transient mRNA accumulation upon Xrn1 depletion

A) Correlation of Xrn1 depletion to Xrn1 KO. log FC change from corresponding wt samples of multiple measurements following auxin addition of multiple degron strains were correlated to the Xrn1 knockout/wt log fold change. The correlation between the Xrn1-AID strain and the Xrn1 KO strain increases with time, i.e. these expression profiles become similar to that of the KO strain.

B) smFISH cDTA-seq comparison. smFISH measurements (x-axis) and cDTA-seq measurements (y-axis) are highly correlated. Points are one of four samples: Spt6-AID or Xrn1-AID with mock or auxin treatment for 60' minutes.

C) Slower RNA decrease in smFISH time course. Auxin time course (x-axis, last point is overnight) smFISH spots/nucleus (y-axis) for three probes shows the increase and slower decrease in total RNA.

D) polyA signal follows the cDTA-seq dynamics. polyA fluorescent probes quantified by FACS and normalized to forward scatter (y-axis) The distribution of 10k cells per time point shows an increase and decrease by 240 minutes, consistent with cDTA-seq data.

E) Slopes are positive and linear. The distribution of fitted initial slopes (x-axis, light grey) demonstrates that virtually all transcripts increase following Xrn1 depletion. We select transcripts that can be reasonably fitted with a linear fit (linear fit p-value, false discovery rate of 10%) for the following analysis. Colored dots indicate the slope (and FDR status) of the transcripts shown in (G).

F) Initial slope correlates to production rate, also after accounting for mRNA levels. Correlation (y-axis) between transcript slope to different transcript rates and measures (x-axis) was calculated with (red) or without (blue) conditioning on mRNA levels.

G) Initial slope correlation to production rate increases with transcript stability. As in (E), only examining subsets of transcripts with increasing stability (x-axis denotes the half-life threshold). The gray line indicates the number of transcripts (y-axis) used as the threshold increases.

Figure S4. Exploring non-transcriptional explanations for the reduction in mRNA levels

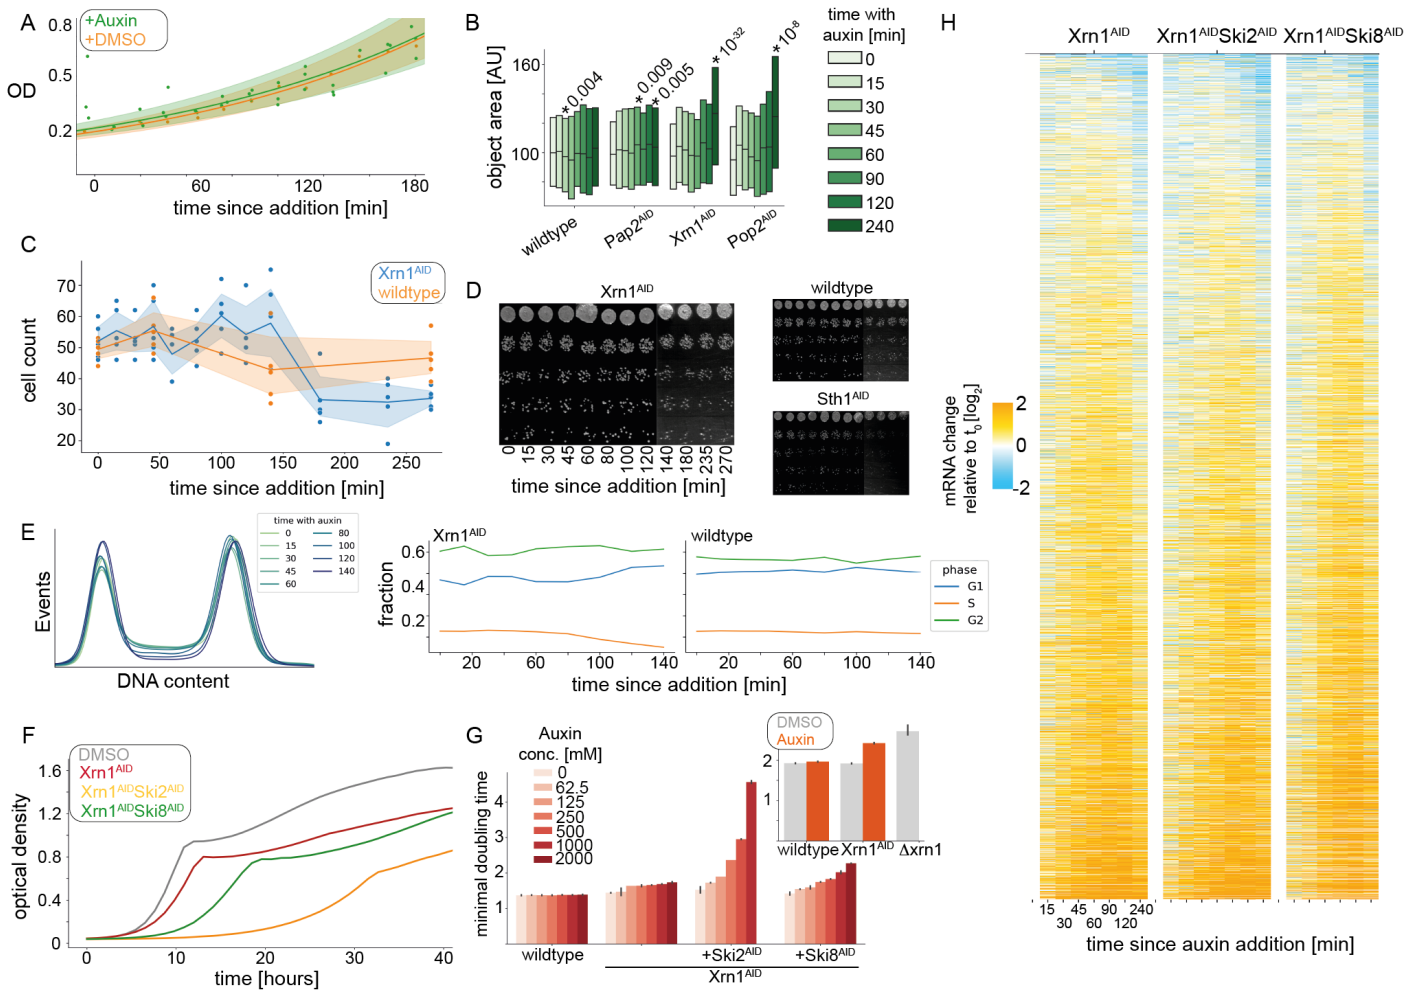

Supplementary Figure 4: Exploring non-transcriptional explanations for the reduction in mRNA levels

A) No immediate changes to OD or growth. OD measurements (y-axis) for samples grown on plates for 2 hours (x-axis starts at 120 minutes), and then supplemented with auxin (green) or not (orange). No significant changes in growth are observed within 3 hours.

B) Significant size changes were observed only after 4 hours. Several strains were imaged (supplementary methods), objects were segmented (3), and their area was quantified (y-axis). Each box group is a strain, colors indicate time since auxin addition. Each time course was normalized to the median area at time points 0, and 15. Significant t-test p-values are noted on the diagram. Xrn1 and Pop2 knockouts are known to have increased size (4–6).

C) No significant changes to cell counts within 2 hours. Cells were fixed in formaldehyde, vortexed, blinded, and manually counted on a hemocytometer (y-axis) along a time course with auxin (x-axis). A clear reduction in Xrn1^{AID} cell counts is observed only after ~3 hours.

D) Colony-forming units show little change along an auxin time course. Cells were exposed to auxin for various durations (x-axis), serially diluted, and plated on YPD plates (no-auxin). A slight reduction is observed in the last three time points. As a control - no changes are observed in the wildtype strain, and a significant reduction is observed in an Sth1^{AID} strain (as previously observed (7)).

E) No gross changes to cell cycle proportions in the first 2 hours following auxin addition. DNA staining (supplementary methods) of cells following auxin addition shows no gross changes to DNA distribution in an Xrn1^{AID} population (left histograms). Fitted proportions of cells (supplementary methods) are fixed in a wildtype control (right) but potentially show a slight decrease in S-phase cells in Xrn1^{AID} after ~80 minutes (left).

F) Xrn1-AID, Xrn1-Ski2-AID, and Xrn1-Ski8-AID growth curves. Growth curves (y-axis is OD, the x-axis is time in hours) for an isogenic strain (wildtype, grey), Xrn1-AID (red), double AID tag for Xrn1 and Ski8 (green), and double AID tag for Xrn1 and Ski2 (yellow) with final auxin concentration of 1000 μ M.

G) Effects of different auxin concentrations on growth. Maximal doubling time (y-axis) recorded in the growth curves (examples in (D)) of the indicated strains (x-axis, same as in (D)) with different concentrations of auxin (colors). Inset: maximal doubling time (y-axis) for wildtype, Xrn1-AID, and Xrn1 knockout with (orange) and without (grey) auxin (2.2 mM).

H) No differences in RNA profile following auxin in double-tagged strains. RNA profile in time (x-axis) as log2 fold change relative to t=0 (color-coded) per transcript (rows) in the Xrn1-AID strain (left), and the double-tagged strains (+Ski2-AID, +Ski8-AID). Same as Figure 3D.

Figure S5: The transcription adaptation response along the 5'-3' branch

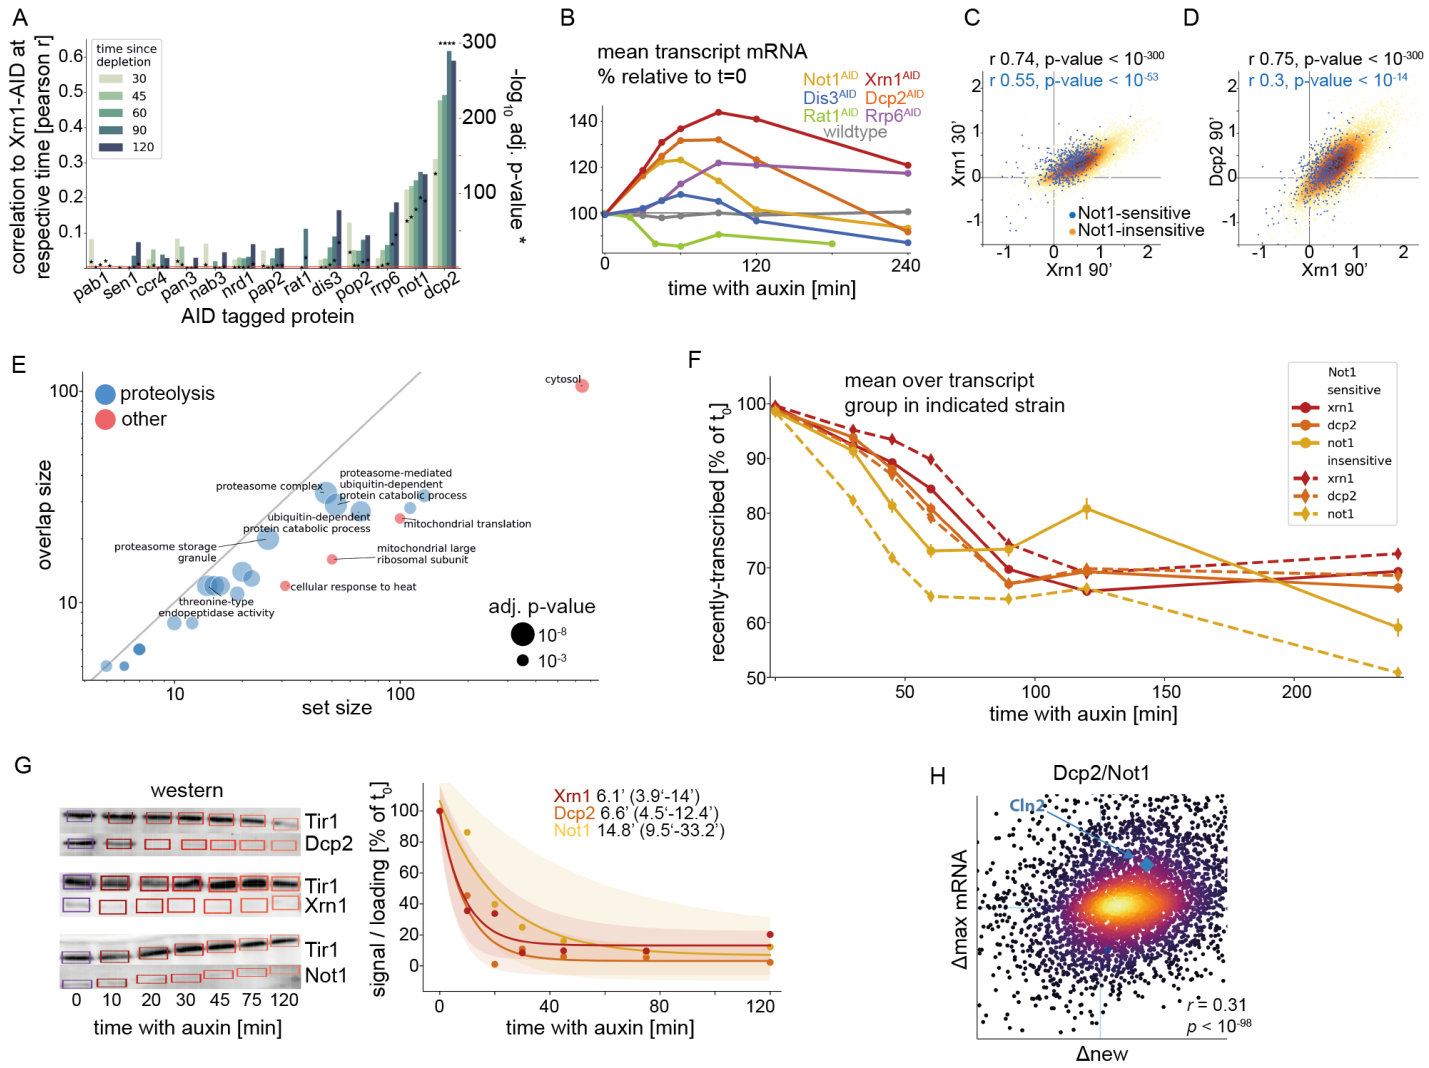

Supplementary Figure 6: The transcription adaptation response along the 5'-3' branch

A) Correlations to Xrn1. Correlations along the depletion time course (color legend) of various proteins (x-axis) to Xrn1 (in corresponding time points). The left y-axis denotes the Pearson correlation value(bars), the right y-axis denotes the $-\log_{10}$ p-value of the correlation (black stars). The red horizontal line is the adjusted threshold for significant p-values.

B) General mRNA response in time for selected factors. Average changes to transcripts' mRNA relative to $t=0$ (y-axis) along the time course (x-axis) for factors exhibiting significant correlation to Xrn1 (figure S5A). Same data as in Figure 5D, only including the 240' time point for completeness.

C-D) RNA log2 fold change between various samples. Scatters exemplifying correlations are shown in panel A and figure 6B. Same as Figure 6D. The set of Not1 sensitive transcripts (blue dots) is only exceptional in (D), but maintains an overall trend, suggesting an additive effect of 5'-3' interference response and Not1-specific response.

E) Not1-sensitive transcripts are enriched in proteolysis annotations. The set of Not1-sensitive genes was tested for significant overlaps with GO annotations (hypergeometric tests). Most enriched sets are proteolysis-related (blue). $\log_{10}$ p-values are proportional to set marker size. The top 10 sets are named on the plot.

F) Transcription dynamics in Not1 sensitive transcripts. Same as Figure 6E (dashed lines here correspond to solid lines in Figure 6E), but also shows the dynamics of Not1-sensitive transcripts (solid lines). Due to the selection process, an opposite difference between Xrn1 and Not1 is generated (methods), but overall the trends observed throughout the recently-transcribed transcriptome are maintained also in this Not1-sensitive set.

G) Protein depletion kinetics do not explain the observed temporal cascade in transcription shutdown. Cells with AID-MYC-tagged proteins (Xrn1, Dcp2, Not1) were collected and subjected to a western blot against Myc. Tir1-Myc is used as a loading control. The ratio between target protein to the loading control is plotted as a function of time, normalized so initial levels are 100%. These data were fitted with exponential decay, and the decay rate estimate is shown in the legend, with 95% confidence intervals.

H) Recently-transcribed mRNA differences explain total mRNA differences between strains. Same as Figure 5H, but comparing Not1 to Dcp2.

Figure S6: Cell-cycle signature in the transcription adaptation response

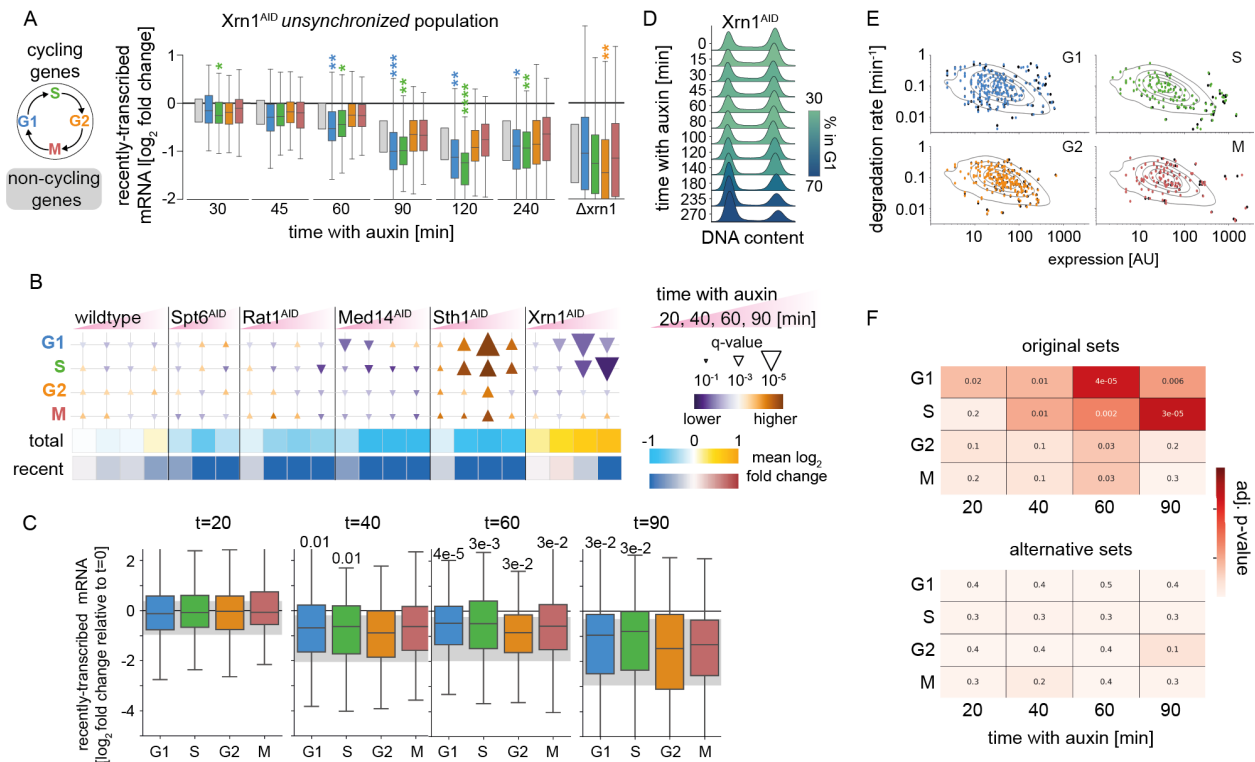

Supplementary Figure 6: Cell cycle signature in the transcription adaptation response

A) Cell-cycle signature following Xrn1 depletion in an unsynchronized population. Using data from the experiment shown in 4, we compare the distributions of changes in recently-transcribed mRNA (relative to $t=0$, i.e. no auxin, x-axis) of each set of cycling genes (colors, legend)(8) to the distribution of non-cycling transcripts (gray box is IQR). Different time points in this dataset are organized from left to right (x-axis labels). Significant deviations (Kolmogorov-Smirnov q-values) are marked with 1/2/3/4 colored stars if their q-value is smaller than 10^{-2} , 10^{-5} , 10^{-10} , and 10^{-15} respectively. On the right - the same analysis was applied to the $\Delta xrn1$ data shown in Figure 2.

B) The cell cycle signature is unique to Xrn1 depletion. We repeated the time course experiment on multiple different AID-tagged proteins (similar analysis as in fig 5I). Differences in log fold change to recently-transcribed mRNA between cycling gene sets (rows) and non-cycling genes denoted as colored triangles (purple/down - lower than non-cycling genes, orange/up - higher than non-cycling genes, size proportional to Kolmogorov-Smirnov q-value). Each triangle denotes the difference along a specific depletion time point (columns, x-axis time since auxin addition, same as in (A-C)). The bottom panels denote the average log fold change to mRNA and recently-transcribed mRNA in the same samples.

C) Sth1 shows a reversed G1/S signature. Repeating the analysis and visualization from (A) on the Sth1 depletion time course presented in (B) shows that the G1/S genes are higher than the non-cycling genes (IQR shown as a shaded gray background). Significant adjusted p-values are written above the respective box. The time point is indicated above each figure.

D) FACS analysis of DNA-stained unsynchronized Xrn1^{AID} cells exposed to auxin. DNA staining does not show any gross cell-cycle differences in the first 140 minutes. Only after 3 hours a shift to G1 is observed. Events histograms (y-axis) per 525nm filtered signal (x-axis, DNA was stained with SYBR green) are ordered along the time course following auxin addition (top to bottom) and are colored according to the percent of events associated with G1 phase DNA content (methods).

E) Selection of matched genes to cell cycle sets. The nearest-neighbor procedure was used to get a very close distribution of genes in the expression (x-axis) vs. degradation rate (y-axis) space. Colored dots denote the named cell-cycle set, black dots are the matched set from non-cycling genes.

F) Matched sets demonstrate that cell-cycle signature is not due to degradation rate or mRNA levels. Original sets (top), or matched sets (bottom) were subjected to the same analysis as in (B/Xrn1) - no significant differences were identified between matched sets and all other genes.

Figure S7: Reduced transcription response in G1-arrested cells

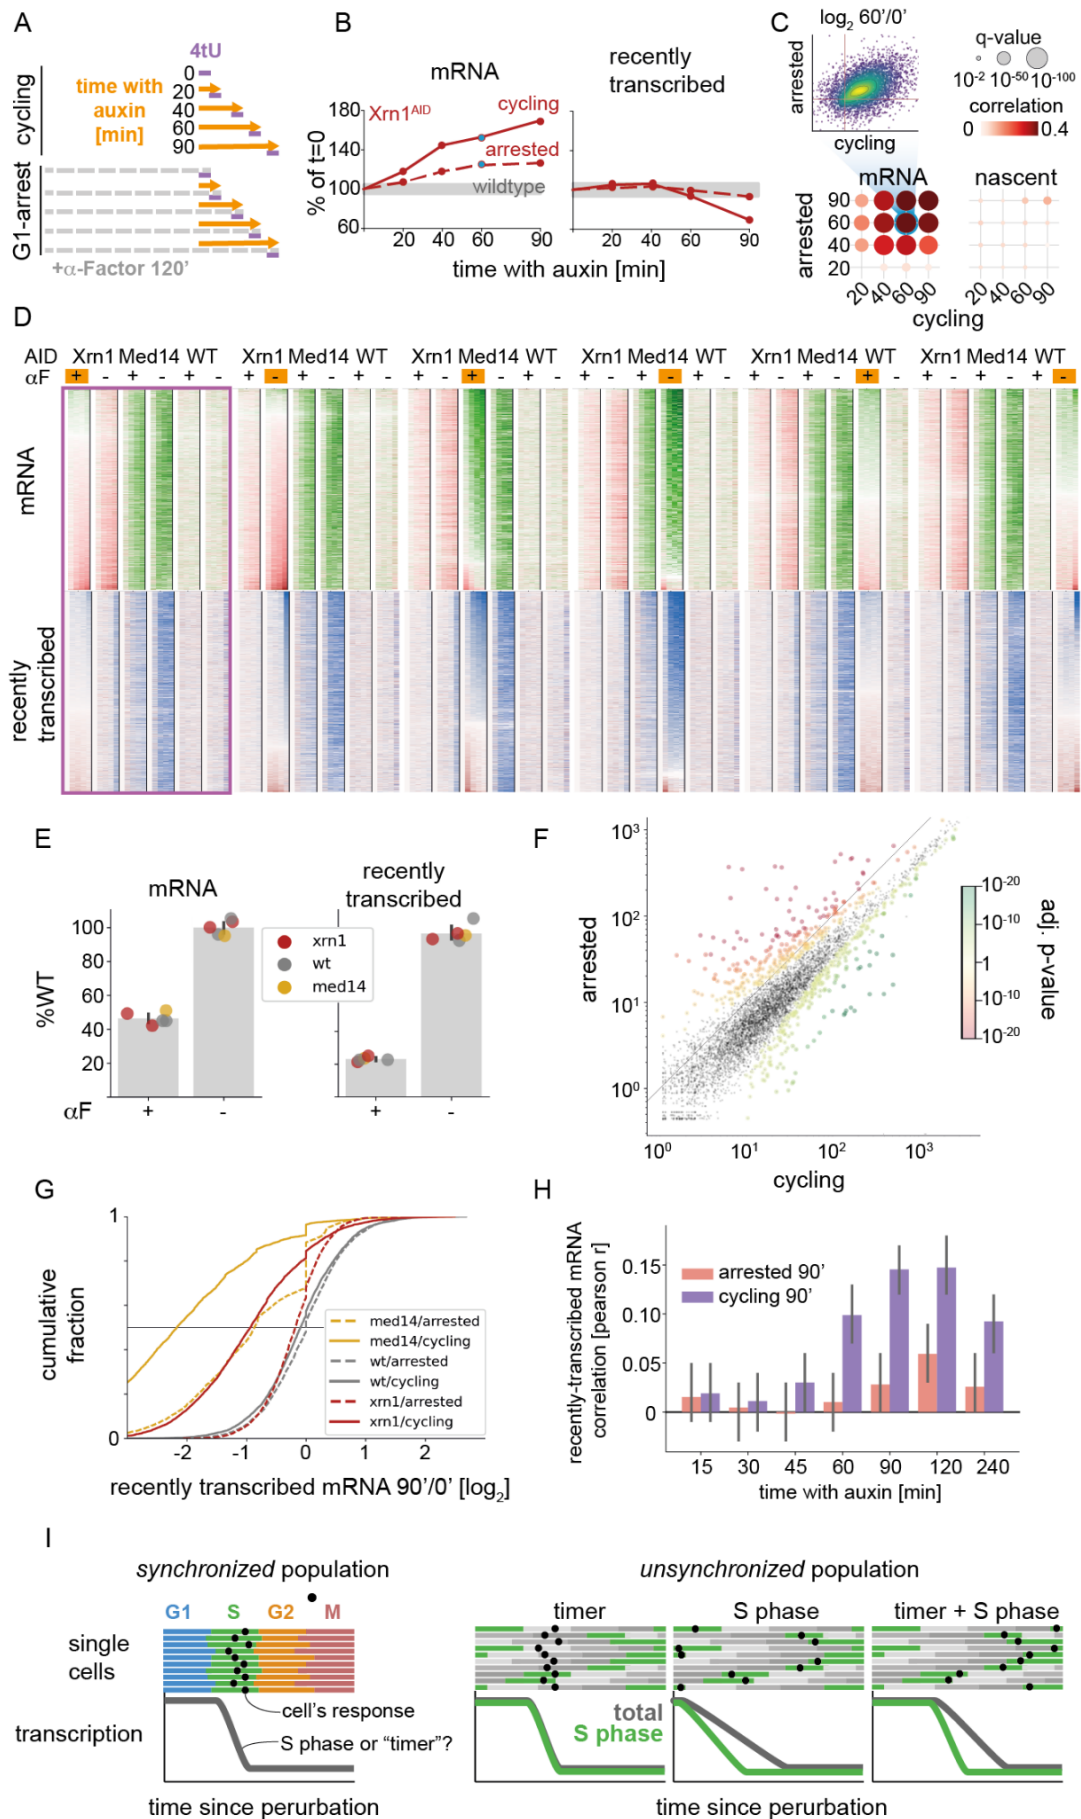

Supplementary Figure 7: Reduced transcription response in G1-arrested cells

A) Cell-cycle arrest AID/cDTA-seq experimental scheme. Cells were grown to mid-log phase and split into two cultures - with or without α -factor (a pheromone that arrests cells in G1). Cultures were then further split and auxin was added at indicated time points. All samples were subjected to a short 4tU pulse simultaneously and harvested for cDTA-seq.

B) Global changes to total and recently-transcribed mRNA following Xrn1 depletion in cycling and arrested cells. Average change relative to $t=0$ (y-axis) as a function of time (since auxin addition, x-axis), in cycling (solid line) and arrested (dashed) cells. Changes to total mRNA on the left (60' comparison shown in (C)), and changes to recently-transcribed mRNA on the right. The gray rectangle denotes the maximal deviation observed in the corresponding average ($\pm$ SEM) calculated in the wildtype strain.

C) Correlations between cycling and arrested RNA profiles following Xrn1 depletion. Dot plots denote correlations between different time points along the two-time course experiments (x-axis: cycling, y-axis: arrested). Color proportional to Pearson r ; dot size proportional to q-value (legend on top-right). A comparison of the 60' time point is shown as a scatter plot; each dot is a different transcript (colored by local density). Axes are the $\log_2$ fold change relative to $t=0$, which ranges between a 2-fold reduction and a 4-fold increase on both axes. Horizontal and vertical lines in the background denote no change (Pearson $r = 0.42$, $q < 10^{-300}$).

D) Cell cycle experiment data sorted by every sample. Each heatmap entry is the change in total mRNA (top, red/green) or in recently-transcribed mRNA (bottom, red/blue) relative to $t=0$. Rows are transcripts, columns are sorted by strains and then by time since auxin addition (20/40/60/90 minutes). Each heatmap is sorted by the signed maximal change in one of the samples (indicated in orange). For example, the top left heatmap (purple box) is sorted by the mRNA change in the Xrn1-AID strain when it was arrested ($+\alpha$ Factor, orange).

E) Basal state of arrested cells. 

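Before auxin, arrested cells held less mRNA per biomass and a lower share of new mRNA than cycling cells of the same strain, in all 8 strain pairs. The recently-transcribed share was 19.4 ± 2.40% in cycling cells (SD, n = 8) and 10.0 ± 0.564% in arrested cells (SD, n = 8). Total mRNA in arrested cells was 47.2% of that in cycling cells over the 8 pairs (log2 -1.08 ± 0.11, SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.00781, the smallest that 8 pairs allow). Recently-transcribed mRNA was 24.6% (log2 -2.02 ± 0.27, SD, n = 8; p = 0.00781 from the same exact test). Arrested cultures had an OD of 0.893 ± 0.0701 and cycling cultures 1.36 ± 0.132 (SD, n = 8 each). The fall in total mRNA rests on KL reads, as with OD alone the log2 difference in the 5 pairs of the paper was 0.54. OD alone leaves out the spike-in, so that value follows the depth of each library and does not measure mRNA per biomass.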

Total and recently-transcribed mRNA is significantly lowered in the arrested cells ($+\alpha$ Factor) compared to cycling cells ($-\alpha$ Factor), before auxin addition. Colors indicate different AID strains. Bars indicate the average value and error bars indicate the SEM ($N=5$). 

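Over the 5 pairs of wildtype, Xrn1-AID and Med14-AID, total mRNA in arrested cells was 46.3% of that in cycling cells (log2 -1.11 ± 0.13, SD, n = 5; exact sign-flip permutation test, two-sided, p = 0.0625, the smallest that 5 pairs allow). Recently-transcribed mRNA was 22.4% (log2 -2.16 ± 0.11, SD, n = 5; p = 0.0625 from the same exact test). Single pairs had 47.8 and 43.6% of total mRNA for the wildtype, 41.0 and 48.2% for Xrn1-AID and 51.6% for Med14-AID. Of new mRNA they had 24.5 and 20.3%, 21.3 and 23.6%, and 22.4%. 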

Mean decreases to 46.5% of cycling cells total mRNA (t-test $p < 10^{-7}$), and 23.1 % of recently-transcribed mRNA (t-test $p < 10^{-8}$).

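Arrested cells had more of the transcripts of mating and cell fusion and fewer of histones and of some ribosome biogenesis genes. FIG1, a membrane protein of mating cells on chromosome II of the R64 build from 316968 to 317864, had a log2 fold change of 5.80 (standard error 0.19, adjusted p = 1.2e-22 from edgeR) in arrested over cycling cells. PRM3, of nuclear fusion, had 5.53 (standard error 0.22), FIG2 4.88 (standard error 0.16), PRM1 4.55 (standard error 0.15), KAR4 3.46 (standard error 0.14) and FUS1 3.14 (standard error 0.15). Of 29 genes of the pheromone response, 28 rose and none fell (28 rose when adjusted over the list alone). All 8 histone genes fell (8 when adjusted over the list alone), with HTA2 at -3.75 (standard error 0.12, adjusted p = 6.3e-23 from edgeR), HHF1 at -3.61 (standard error 0.17) and HTB2 at -3.55 (standard error 0.15). Of daughter-cell genes, for which no list was set, EGT2, DSE2 and CTS1 had -3.98 (standard error 0.37, adjusted p = 7.0e-11 from edgeR), -2.68 (standard error 0.16) and -2.13 (standard error 0.14). Of 110 ribosome biogenesis genes, 45 fell and none rose (53 fell when adjusted over the list alone), with NSR1 at -0.94 (standard error 0.12, adjusted p = 5.7e-08 from edgeR) and RRP5 at -0.95 (standard error 0.16). Of 18 Hsf1 targets 10 fell and none rose (10 fell when adjusted over the list alone), and of 7 hexose transport genes 5 fell (6 when adjusted over the list alone). Of 30 genes of oxidative phosphorylation 11 rose and none fell (12 rose when adjusted over the list alone), among them SDH4 at 1.19 (standard error 0.16, adjusted p = 2.0e-07 from edgeR). Among 3241 transcripts tested in 8 libraries of each state, 526 rose and 413 fell with TMM scaling. Per biomass, with KL and OD scaling, 110 rose and 2646 fell, and the median log2 change of all transcripts shifted by -1.15. The oxidative phosphorylation genes then fell in 20 cases and rose in none, so their rise holds only relative to other transcripts. The 8 pairs share a strain and the p-values measure the spread between strains.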

F) Differential expression highlights the expected cell-cycle arrest signatures in mRNA profiles. Average expression per transcript (dots) of all strains and repeats in cycling (x-axis) or arrested (y-axis) cells. Data were analyzed with DESeq2 (1), and the adjusted p-values were used to color genes that are differentially expressed (red - significant in arrested, green - significant in cycling). GO annotations enriched in the down-regulated genes include: S: 2e-09, G2: 2e-08, ribosome biogenesis: 3e-08, cell wall: 8e-08, rRNA processing: 4e-07. GO annotations enriched in the up-regulated genes include: extracellular region: 2e-06, karyogamy involved in conjugation: 4e-06, fungal-type cell wall: 3e-05, cell wall organization: 0.0004, mating projection tip: 0.0005.

G) It is possible to measure a significant reduction in recently-transcribed mRNA in arrested cells. Cumulative distribution functions (CDFs) for change in recently-transcribed mRNA of the three strains (colored as in (A) and (B)) after 90 minutes of auxin. Each strain has a cycling sample (solid line) and an arrested sample (dashed line). As in Figure 5F, since the cycling wildtype 90' sample had too few reads, the 60' minute sample was used in this plot. The plot shows a significant decrease in recently-transcribed mRNA upon Med14 depletion from arrested cells (yellow dashed line).

H) Arrested cells' response does not look like a slower version of the transcription adaptation response. Changes in recently-transcribed mRNA following auxin addition to the Xrn1 strain were correlated to the changes in recently-transcribed mRNA in arrested/cycling cells from a different Xrn1 depletion time course (the one shown in figure (4)). While the correlation to the cycling cells is evident and significant (purple, Pearson p for 45', 60', 90', 120', 240' < 0.06 , 10^{-9} , 10^{-20} , 10^{-21} , 10^{-9} respectively), in the case of the arrested cells, only the 120' is significant (pink, $p < 0.0002$).

I) Cell cycle data suggests a cell-cycle coupled timer sensing mechanism. In a synchronized population (left) a delayed transcriptional response can be explained by an apparent "timer" triggered by a cellular element accumulating since Xrn1 depletion, or by a specific cell cycle phase (S-phase as an example). However, dynamic measurements from an unsynchronized population can be used to distinguish these models by the differences between genes expressed along the cell cycle (in this case in S-phase, green) to non-cycling genes (dark grey). Our data suggest a model involving the cell cycle (G1/S) and a "timer" mechanism.

Figure S8: Supplementary auxin depletion western blots

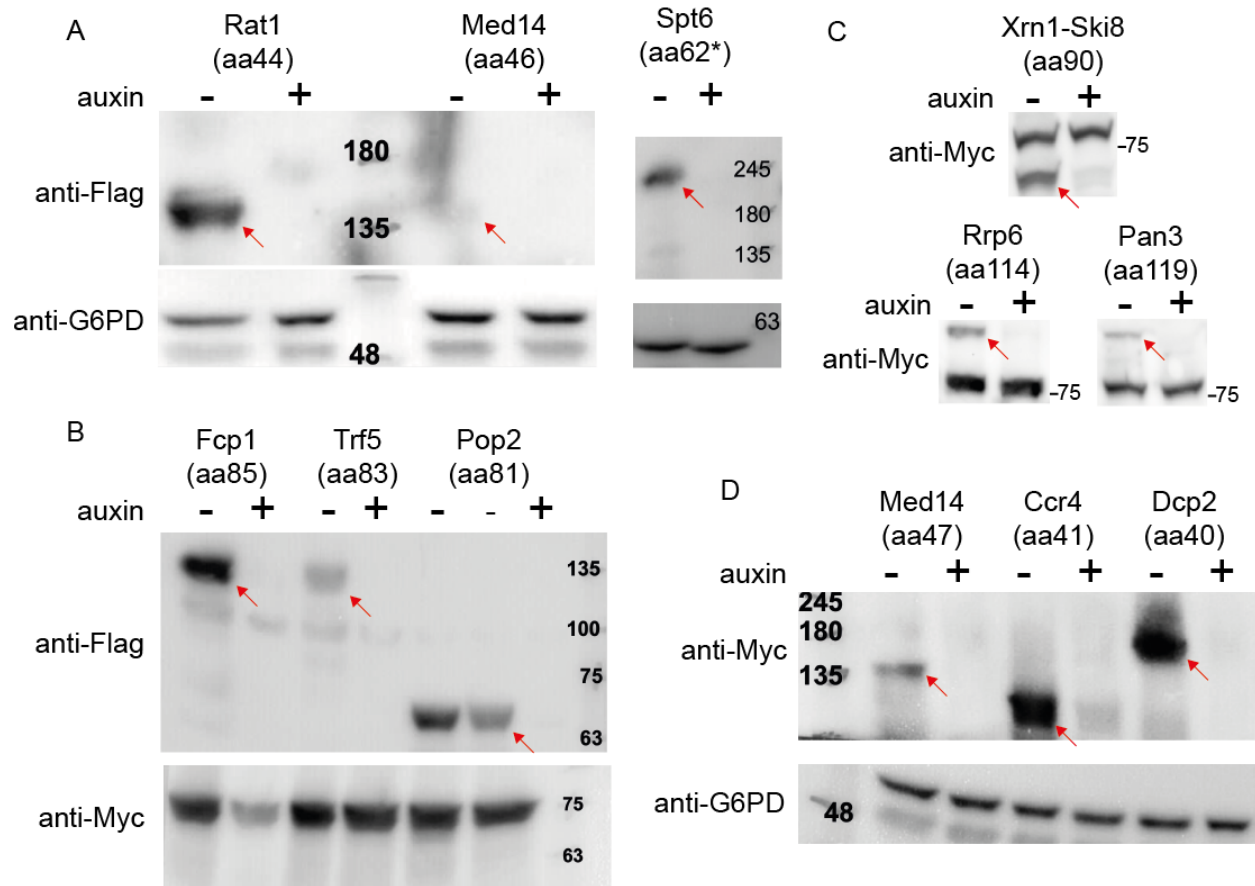

Supplementary Figure 8: Supplementary auxin depletion western blots

See specific comments in the strain table (table S1).

A) Western blot for Rat1, Med14, Spt6. Auxin was added to exponentially growing cultures for 1 hour. Samples were lysed and proteins were extracted for PAGE and western blot. Proteins are tagged with FLAG epitopes. G6PD is a loading control. Sizes in kDa are denoted on images. Red arrows denote the target band at the expected size.

B) Western blot for Fcp1, Trf5, Pop2. Same as in (A). osTir1-Myc was blotted as a loading control. Pop2 was loaded at x1 and x $\frac{1}{2}$ amounts without auxin.

C) Western blot for Ski8, Rrp6, Pan3. Same as in (B). Targets are tagged with a Myc epitope, osTir1 is used as a loading control (red star).

D) Western blot for Med14, Ccr4, Dcp2. Same as in (A). Targets are tagged with a Myc epitope, G6PD was stained as a loading control.

Supplementary Tables

Table S1. Yeast strains used in this study

All strains were derived from a gift from the Ulrich lab (“nf164”) with the following genotype (DF, mat-a): his3- Δ 200, leu2-3,2-112, lys2-801, trp1-1(am), URA3::TIR-9Myc.

NF number	Name	derived from	Genotype	Auxin growth rate	Western validation	RNA changes
nf227	XRN1-IAA*-MYC	nf164	XRN1-44AID9Myc::natNT	0.78, fig. S4	fig. 3	V
nf198	STH1-IAA*-FLAG	nf164	STH1-44AID9Flag::hphNT	0	ref (7)	V
nf189	SPT6-IAA*-FLAG	nf164	SPT6-44AID9Flag::hphNT	0	fig. S8 ¹	V
aa40	dcp2-degM	nf164	DCP2-44AID9Myc::natNT	0.65	fig S5	V
aa44	rat1-degF	nf164	RAT1-44AID9Flag::hphNT	0	fig. S8	V
aa46	med14-degF	nf164	MED14-44AID9Flag::hphNT	0	fig. S8 ²	V
aa47	med14-degM	nf164	MED14-44AID9Myc::natNT	0	fig. S8	V
aa82	Pop2-AID	nf164	POP2-44AID9Myc::natNT	0.75	fig. S8 ³	V
aa85	fcp1-AID	nf164	FCP1-44AID9Flag::hphNT	0.45	fig. S8	V
aa72	Nat Δ Xrn1	nf164	Xrn1::natNT	0.7, fig. S4	N/A	V
aa73	Hyg Δ Xrn1	nf164	Xrn1::hphNT	0.7, fig. S4	N/A	V
aa106	Xrn1-Flag-HygMX	nf164	Xrn1-44AID9Flag::hphNT	reduced		V
aa88	Xrn1-Ski2-AID	nf227	XRN1-44AID9Myc::natNT,<br>SKI2-44AID9Myc::kanMX	0.1, fig S4		
aa90	Xrn1-Ski8-AID	nf227	XRN1-44AID9Myc::natNT,<br>SKI8-44AID9Myc::kanMX	0.6, fig S4	fig. S8	
aa92	Nrd1-Flag-HygMX	nf164	NRD1-44AID9Flag::hphNT	0.44		V
aa93	Nrd1-Myc-NatMX	nf164	NRD1-44AID9Myc::natNT	0.44	fig. S8 ²	V
aa98	Sen1-Flag-HygMX	nf164	SEN1-44AID9Flag::hphNT	0.85		V
aa97	Nab3-Myc-NatMX	nf164	NAB3-44AID9Myc::natNT	reduced		V
aa113	Dis3-Myc-NatMX	nf164	DIS3-44AID9Myc::natNT	reduced		V
aa114	Rrp6-Myc-NatMX	nf164	RRP6-44AID9Myc::natNT	reduced	fig. S8	V
aa118	Ccr4-Myc-NatMX	nf164	CCR4-44AID9Myc::natNT	reduced	fig. S8 ⁴	V
aa91	Not1-Myc-NatMX	nf164	NOT1-44AID9Myc::natNT	0	fig. S5	V
aa116	Pab1-Myc-NatMX	nf164	PAB1-44AID9Myc::natNT	0		V
aa119	Pan3-Myc-NatMX	nf164	PAN3-44AID9Myc::natNT	reduced	fig. S8	V

Legend / comments

Auxin growth rate - is given as a fraction of the growth rate of the same strain without auxin (0 means no growth). “reduced” means that reduced growth was significant and observed but not accurately measured. Where a figure is noted then the data is available there for inspection.

Western validation - auxin depletion of indicated strains was validated by western. Summary images are found at indicated figures. Empty cells indicate that the western blot failed. Specific comments:

1. Spt6 western blot was done on a strain derived from this strain
2. Only a faint band was observed in strain aa46 (Med14), but it was at the right size, and was depleted when cells were exposed to auxin.
3. Western blot is of a different strain (aa81), indicating that C'-tagging of Pop2 with AID is effective.
4. Western blot is of a different strain (aa41), indicating that C'-tagging of Ccr4 with AID is effective.

RNA changes - a “V” denotes significant transcriptome changes when comparing auxin +/- samples (compared to a wildtype strain). In cases where transcriptional phenotype was mild (ccr4, pop2, NNS complex) - correlations between strains of the same complex provided evidence that the transcriptional changes are due to designated target depletion.

Table S2. Oligonucleotides used in this study

The following primer pairs were used to AID-tag the various strain shown in table S1:

Name	Sequence
xrn1-deg-F	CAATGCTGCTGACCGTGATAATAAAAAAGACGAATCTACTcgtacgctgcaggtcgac
xrn1-deg-R	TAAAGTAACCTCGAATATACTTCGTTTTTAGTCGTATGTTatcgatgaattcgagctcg
STH1-deg-F	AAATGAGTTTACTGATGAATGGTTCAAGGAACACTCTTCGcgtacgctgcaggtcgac
STH1-deg-R	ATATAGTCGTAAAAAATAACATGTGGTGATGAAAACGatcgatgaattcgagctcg
SPT6-deg-F	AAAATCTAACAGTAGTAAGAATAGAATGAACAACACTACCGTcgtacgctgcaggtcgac
SPT6-deg-R	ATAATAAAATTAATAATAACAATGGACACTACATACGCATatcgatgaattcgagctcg
dcp2-f-deg	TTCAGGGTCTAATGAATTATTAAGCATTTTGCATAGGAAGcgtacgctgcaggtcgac
dcp2-r-deg	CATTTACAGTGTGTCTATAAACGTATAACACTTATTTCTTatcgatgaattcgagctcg
xrn1_ko_F	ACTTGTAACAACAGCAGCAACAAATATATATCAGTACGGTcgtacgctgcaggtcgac
rat1-f-deg	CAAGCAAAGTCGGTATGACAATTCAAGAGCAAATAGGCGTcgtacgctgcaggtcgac
rat1-r-deg	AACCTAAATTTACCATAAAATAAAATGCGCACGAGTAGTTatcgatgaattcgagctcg
med14-f-deg	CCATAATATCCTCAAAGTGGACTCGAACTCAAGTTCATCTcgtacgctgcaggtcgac
med14-r-deg	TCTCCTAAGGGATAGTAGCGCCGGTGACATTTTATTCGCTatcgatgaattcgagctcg
pop2-f-deg	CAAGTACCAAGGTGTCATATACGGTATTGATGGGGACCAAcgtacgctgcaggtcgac
pop2-r-deg	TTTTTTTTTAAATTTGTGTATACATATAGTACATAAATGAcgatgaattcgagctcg
fcp1-f-deg	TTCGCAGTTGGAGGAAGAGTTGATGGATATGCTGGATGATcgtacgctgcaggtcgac
fcp1-r-deg	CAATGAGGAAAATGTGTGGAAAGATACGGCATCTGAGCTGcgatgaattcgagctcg
Pap2-AID-fwd	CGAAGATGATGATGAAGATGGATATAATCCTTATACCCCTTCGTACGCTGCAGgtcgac
Pap2-AID-rev	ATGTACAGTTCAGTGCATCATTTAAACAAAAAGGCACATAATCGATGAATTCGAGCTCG
Nrd1-AID-fwd	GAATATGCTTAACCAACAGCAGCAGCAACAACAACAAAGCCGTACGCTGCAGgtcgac
Nrd1-AID-rev	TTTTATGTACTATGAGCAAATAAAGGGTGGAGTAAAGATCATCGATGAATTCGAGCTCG
Sen1-AID-fwd	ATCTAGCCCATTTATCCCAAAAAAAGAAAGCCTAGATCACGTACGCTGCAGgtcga
Sen1-AID-rev	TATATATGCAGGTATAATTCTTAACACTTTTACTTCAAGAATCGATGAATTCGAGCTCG
Nab3-AID-fwd	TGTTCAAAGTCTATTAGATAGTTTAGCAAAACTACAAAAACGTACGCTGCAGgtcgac
Nab3-AID-rev	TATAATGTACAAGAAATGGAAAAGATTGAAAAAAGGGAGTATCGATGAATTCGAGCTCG
ccr4-f-deg	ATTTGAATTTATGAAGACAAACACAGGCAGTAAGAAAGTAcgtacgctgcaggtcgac
ccr4-r-deg	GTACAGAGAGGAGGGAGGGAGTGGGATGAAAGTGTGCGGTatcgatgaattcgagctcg
not1_deg_f	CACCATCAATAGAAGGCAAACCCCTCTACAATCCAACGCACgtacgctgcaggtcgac
not1_deg_r	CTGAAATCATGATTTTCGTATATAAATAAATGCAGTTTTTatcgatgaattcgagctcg

Table S3. FISH probes

Provided as an external excel spreadsheet.

Table S4. Experimental details

experiment	code	date	by	#samples	4tU [min]	auxin [mM]	Main figures	Supp figures
4tU time course	4tu-tc	30/07/2018	Daphna	24	0-10	N/A	1C-G	S1C-L
thiolutin test	thio-tc	19/7/2018	Daphna	4	6	N/A	1C	
klac calibration	klac-spikein	01/08/2018	Daphna	10	5	N/A		S1A
OD DNA calibration	dna-lib	N/A	Daphna	96	N/A	N/A		S1B
smFISH	fish1	15/08/2018	Alon	8	N/A	2.5		S3B-C
Xrn1 KO	xrn1ko	29/10/2018	Alon	6	9	1	2A-D	S2A-J,S5E
Screen1	exp13	14/04/2019	Alon	92	8.5	1	3(B-C,F-G),4B-D, 5B-C	S3A,S3E-G, S4H
Screen2	exp19_og2tc	12/10/2019	Omer	96	9.2	2.5	5B-I	S5
cell-cycle	cellcycle8	03/12/2018	Alon	80	9.3	2.5		S6B,S6C, S7
Xrn1 repeat	exp16-hu	25/06/2019	Alon	24	9	1	3B	

Supplementary Notes

Half-life estimation from 4tU labeling data

The following section describes the process by which we verified and tested various aspects of the half-life estimation procedures (Figures 1-2).

First, we fitted binomial mixture models with a varying number of components and found that two components (i.e. for old/new molecules) were sufficient to describe the observed distribution of T→C conversions (Figure S1D). We This model admits 3 parameters:

- The recently-transcribed fraction - p_r
- The background (sequencing) T→C conversion rate - ϵ
- The 4tU-induced T→C conversion rate ξ

Different samples along a 4tU labeling time course will obviously differ by their recently-transcribed fraction, but we wanted to verify that this is the only major difference between samples, i.e. that the error and conversion rate is common within an experimental batch and needs to be fitted once. We, therefore, fitted the data from the 4tU labeling time course allowing for each sample to have an individual set of parameters or requiring samples to share the error rate and the error+conversion rates (Figure S1E). In all cases, the recently-transcribed fraction was the single fitted parameter that varied the most, suggesting that the other parameters are largely time-independent. Furthermore, the constraint that samples will share the error and conversion rates caused only minor differences between the estimated recently-transcribed fraction, which is the critical parameter. This convinced us that these parameters (error and conversion rates) can be fitted globally once per experiment.

Next, when we fit the data with a 2-BMM model, we observe a linear increase in the fitted recently-transcribed fraction (p_r , Figure S1F), albeit with a time lag of ~ 1.5 minutes. Given that the recently-transcribed fraction should accumulate linearly for short labeling periods (assuming the model described in the methods section in the main text), we interpret this result to mean that there is a lag between the addition of the 4tU to samples and the measurements of recently-transcribed molecules. This could be due to an actual delay in the time it takes 4tU to sufficiently accumulate in nuclei, or due to polyadenylation and maturation time of the first labeled molecules. In any event, we use the time course data and fitted delay in subsequent experiments as a baseline assumption, adjusting the degradation rate equation from the main methods to include a time offset (t_0):

$$\delta = -\frac{1}{t-t_0} \ln(1 - p_r) - \gamma \quad (1)$$

Having verified that the cells are not disturbed from steady-state growth within several minutes of 4tU labeling (Figures S1G-H), we fit the half-life of individual transcripts using the 4tU time course data. We

perform a maximum likelihood estimation, iterating between fitting the global parameters (dilution rate, labeling lag time, and conversion rate) and transcript-specific parameters (half-life and error rate, which in this case we allowed to be transcript-specific). When this process converges to the maximum, we calculate a confidence interval for each half-life estimation assuming a quadratic log-likelihood around the maximum, or a linear log-likelihood if the maximum was constrained (i.e. too stable/volatile). These estimates are the ones shown in Figure 1F.

These half-life estimates were obtained using a 4-point time course in 6 replicates, but we want to estimate the half-life from a single measurement. We calculated the estimated half-life from individual measurements (i.e. no time course data), by fitting the recently-transcribed fraction per transcript using the 2-BMM model, and using equation 1 (assuming a constant error rate for all transcripts).

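The half-life of a transcript from one labeling time was set beside that from the course for the same libraries. PXR1 had 11.2 min from 10 min of labeling and RPL34A 207 min. CLN2 had 4.05 min, PMA1 49.6 min, XRN1 37.8 min and RPL34B 971 min from the 10 min libraries alone. The values of RPL34A and RPL34B depend strongly on the assumed doubling time. Across 2208 transcripts the logarithm of the half-life from 10 min correlated with that from the course at Pearson r = 0.992. From 6 min of labeling it was r = 0.933 across 2192 transcripts. The course includes the libraries of each single time, and transcripts are not independent replicates, so no p-value is given. The median half-life from 10 min alone was 15.0 min over 2258 transcripts, and 18.1 min with the lag set to 0.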

We found that a single measurement after 6'-10' minutes of 4tU labeling results in good agreement with the full time course estimate (Pearson r 0.66, 0.85 for 6', 10' respectively, Figure S1I). As expected, the degree of agreement increases as more data is available per transcript (e.g. to Pearson r 0.81, 0.94 at median expression quantile and up, Figure S1I). This suggests that to the degree that a single measurement is worse than a full timecourse estimate, it can mostly be explained by decreased data availability, rather than the dynamic aspect of the time course.

Next, to verify that the differences between the single measurement estimates and time course estimates were not driven by the extra free parameter per transcript (error rate), we plot the transcript specific fitted error rate and the ratio between the degradation rate fitted with the time course and a 10' single measurement (Figure S1J). We could not find a correlation, suggesting that transcript-specific error rates were not necessary for a better fit. Importantly, 98.3% of fitted transcript error rates were below 0.011, compared to a conversion rate of ~ 0.11 , making the differences between error rates negligible in virtually all cases (Figure S1J).

Finally, as the fitted half-lives depend on global parameters (growth rate, labeling time) that are not directly estimated from the data, we wanted to examine their effects on individual half-life fit. This amounts to probing equation 1 with respect to γ and t . This analysis (Figure S1L) revealed that for most transcripts, a 2-fold error in growth rate estimate is insignificant (at least in wildtype conditions), as the active degradation is much faster than dilution. However, if the effective labeling time is different from the presumed labeling time (e.g. if there is an initial delay in 4tU incorporation, or a delay until molecules are observed due to polyadenylation) then the estimates of most transcripts will be offset by a constant.

Modeling transcript-specific *xrn1* knockout effects

We tried to explain the log-fold changes to RNA level, degradation rates, and production rates observed between the wildtype and *Xrn1* deletion strain at a steady-state using various feature sets and models.

We consider several basic features: ORF length, ORF GC content, 5' GC content, 3' GC content, and 3' UTR motif score(9). On top of these ("base"), we add additional features - translation efficiency (10), and various measures derived from the tRNA translation efficiency index (11). On top of these, we used DRIMust(12) to look for significantly occurring motifs in transcripts that are extreme in either response

(41 such sequences were found, mostly in ORFs and 3'UTRs) and considered their occurrences as additional features (termed “DM” in figure S2). Aside from these we also used a heuristic to select kmer-counts (1-7mers) as features by calculating correlations to data, sampling and using a sparse linear model (LASSO) as a way to assess feature importance. This was repeated on random sets of kmers until convergence to a small set of informative features. Kmers were calculated separately for each ORF, 200 bp upstream of ORF (5UTR), and 200 bp downstream of ORF (3UTR). In figure S2H “FS” indicates all of these features were used simultaneously for prediction. Subsets of these features were provided to a LASSO (or a random forest) procedure trying to regress the given features against the target vector (logFC in degradation/production/RNA levels for xrn1 KO relative to WT, or log levels of KO or WT). Results for various optimal models are shown in Figure S2G. Specific feature combination performance is shown for the differences between KO and WT in Figure S2H, and informative kmers are shown in S2I.

First-order model predictions when degradation is reduced but production is not

Assuming a first-order model, the equation governing mRNA levels, $R(t)$, following parameter changes is (neglecting the effects of growth):

$$R(t) = \frac{\pi}{\delta} + \left(\frac{\pi'}{\delta'} - \frac{\pi}{\delta} \right) (1 - e^{-t\delta'})$$

Where the primed parameters ($'$) are the new ones. Notably, at $R(0)$ the value is the old steady-state and at $t=\infty$ the value is the new steady state. Notably, if the production rate doesn't change at $t=0$ then π simply scales the entire equation, i.e. if we consider the changes relative to $t=0$ we will remove any effects of the production rate from the signal. (red/purple, on the right-hand side, below). Therefore, we consider the changes from $t=0$ by calculating the difference, i.e.:

$$dR(t) = R(t) - \frac{\pi}{\delta} = \left(\frac{\pi'}{\delta'} - \frac{\pi}{\delta} \right) (1 - e^{-t\delta'})$$

Or in terms of the slope:

$$S = \frac{1}{t} dR(t) = \frac{1}{t} \left(\frac{\pi'}{\delta'} - \frac{\pi}{\delta} \right) (1 - e^{-t\delta'})$$

Now if we assume production is constant, we have:

$$\log S = \log \pi + \log \frac{1}{t} \left(\frac{1}{\delta'} - \frac{1}{\delta} \right) (1 - e^{-t\delta'})$$

For relatively small new degradation rates (δ'), the right-hand side of the expression can be significantly simplified as

$$\left(\frac{1}{\delta'} - \frac{1}{\delta} \right) \approx \frac{1}{\delta'}$$

And as

$$(1 - e^{-t\delta'}) \approx \delta' t$$

Therefore:

$$\log S \approx \log \pi + \log\left(\frac{1}{t} \frac{1}{\delta'} \delta' t\right) = \log \pi$$

To illustrate this point, plotted below are the absolute, difference, and relative values of such responses when various parameters are changed (legend). They are grouped by their parameters. The case with the same production rate and initial degradation rate that changes to a variety of degradation rates is in green, the case with various production rates and a relatively short new half-life is in purple, and the case with various production rates and a relatively long new half-life is in red - where there's the highest correlation of slate slope to the production rate.

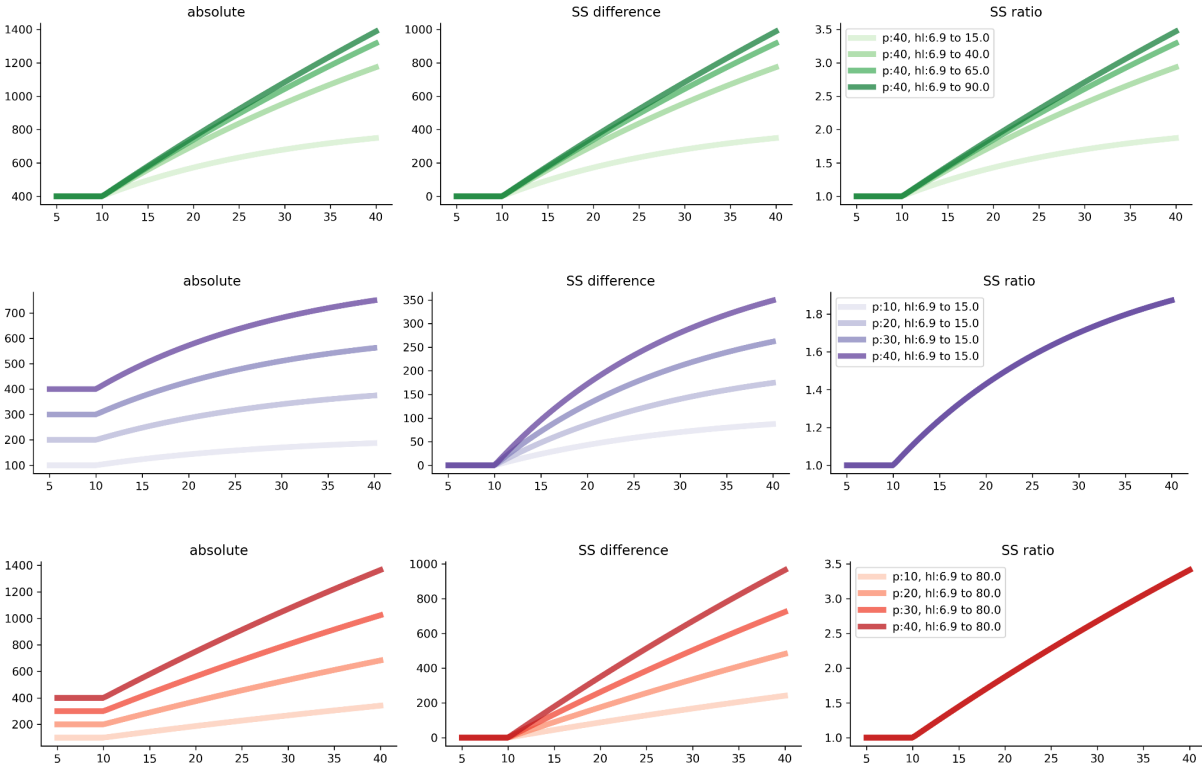

Not1 sensitive transcripts

mRNA trajectories were fitted with a pulse model, and the maximum up to $t = 120$ was interpolated from the fitted model. Transcripts whose Not1 maximum value was larger than Xrn1 max value by at least a standard deviation of the wildtype maximum value (used as a null model) were considered “Not1 sensitive”.

Cell cycle signature analysis

Even though the population of cells we studied was unsynchronized, the time scale of 60-90 minutes was in the order of the yeast cell cycle ($\sim 90'$). We reasoned that if cells adapt to the absence of Xrn1, and this adaptation is linked to the cell cycle, there might be a transient cell-cycle signal following Xrn1 depletion that dissipates as cells adapt. To test this prediction, we used our measurements following Xrn1 depletion in an unsynchronized population and specifically examined the changes in transcription. While the

cell-cycle gene sets start like all other genes, we observed a faster and more pronounced transcription reduction in cycling G1 and S genes compared to other cell cycle groups or the rest of the transcriptome (Kolmogorov-Smirnov $q = 10^{-2}$ - 10^{-18} , Figure 5I, S6A-B). As expected from an adaptive response, this signature dissipates as the cells arrive at their new steady-state, and is absent in the knockout (Figure S6A). Following this observation, we monitored the cell-cycle distribution of an unsynchronized population following Xrn1 depletion (Figure S6D), and observed gross changes in DNA content distribution only after three hours. Thus, the earlier and subtle reduction in the transcription of G1 and S genes cannot be explained by changes to the distribution of cells along the cell cycle.

To verify that this cell-cycle signature is not an artifact, we repeated the analysis in time courses for various knockdowns and found no cell-cycle signal in most cases (Figure 5I, S6B). A notable exception is a depletion of the essential chromatin remodeler Sth1, where we observed an opposite signature, i.e. the transcription of G1/S genes decreases later than other genes (Figures S6B-C), perhaps related to reports that interference with Sth1 causes a G2/M arrest (13–15). Since the G1 and S sets were the only ones to show this effect (in 5'-3' factors and Sth1), we were worried that this set of genes has some property that makes it more susceptible in this analysis. We, therefore, selected sets of genes with similar half-life and expression levels and repeated the analysis, but found no significant hits (Figures S6E-F), excluding the possibility of an analysis artifact emanating from extreme mRNA levels or degradation rates.

We conclude that the reduction in the transcription adaptation response in arrested cells, and the unique and transient cell cycle signature upon Xrn1 depletion in an unsynchronized population point to a link between the cell cycle and the transcription adaptation response.

Xrn1 depletion in a G1-arrested population

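The cell-cycle experiment has 80 libraries of cycling cultures and cultures arrested in G1 with alpha factor, at 0, 20, 40, 60 and 90 min after auxin at 2.5 mM. There are 2 cultures of Xrn1-AID and of the wildtype in each state, and 1 each of Spt6-AID, Sth1-AID, Med14-AID and Rat1-AID. Depth was 10088 to 860075 transcript counts per library (median 280552), the lowest in a wildtype cycling library at 90 min. Libraries were scaled by KL reads and OD, shares were fitted from the conversion counts as in the other experiments, and each culture was compared with its time 0.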

To further explore a potential role for the cell cycle in the transcription adaptation response, we performed cDTA-seq on samples from an Xrn1 depletion time-course in cycling and G1-arrested cultures (Figure S7A). When we compared the response to Xrn1 depletion in arrested/cycling cells, the accumulation of mRNA is evident and highly significant in both cycling and arrested cells (median increase of 46.3% and 22.9% increase respectively after 60 minutes, Fig S7B). Furthermore, changes to mRNA through the time course are similar between cycling and arrested cells (Figures S7C-D), indicating that the depletion of Xrn1 induces the same immediate response even though arrested cells begin at a different basal state (Figures S7E-F). However, when we examined the transcription adaptation response, we observed only a minimal reduction in transcription in arrested cells compared to cycling cells after 90 minutes (Figures S7B, D).

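The median transcript rose at 60 min of Xrn1 depletion in both states, by 55.2% in cycling cells and by 28.6% in arrested cells. The 2 cultures had 53.3 and 57.0% in cycling cells and 16.1 and 42.6% in arrested cells. In the wildtype the median was -0.443% from time 0 in cycling and -3.05% in arrested cells. Both Xrn1-AID cultures lay above both wildtype cultures in each state, which 2 against 2 can give at p = 0.333 at the smallest (exact permutation test, two-sided). 

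**Figure D6:**
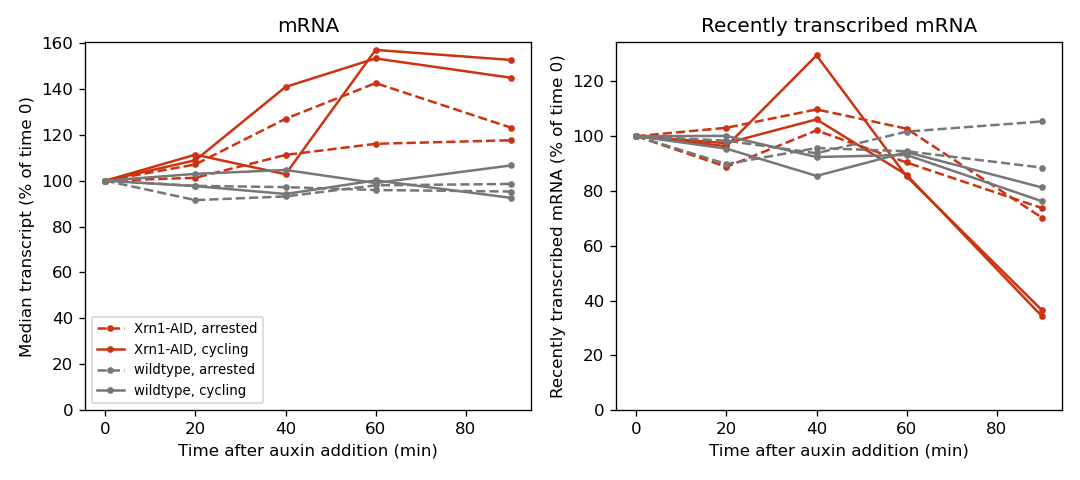
The median transcript and recently-transcribed mRNA relative to time 0 (y-axes) against minutes after auxin (x-axis) in cycling and arrested cells, with 2 cultures each of Xrn1-AID and the wildtype. Recently-transcribed mRNA of Xrn1-AID fell further in cycling than in arrested cells by 90 min.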

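Across transcripts, the change in cycling Xrn1-AID cells correlated with that in arrested cells at r = 0.384 in repeat 1 and 0.431 in repeat 2 at 60 min. For comparison, the 2 repeats correlated with each other at 0.447 in cycling cells and 0.401 in arrested cells. At 90 min the values were 0.467 and 0.395 between states, and 0.527 and 0.507 between repeats. The wildtype's change in cycling cells had r = 0.0986 with arrested Xrn1-AID cells at 60 min. For recently-transcribed mRNA of single transcripts r was 0.0308 and 0.0424 between states at 60 min, too low to compare genes. The paper concludes that losing Xrn1 sets off the same first response in both states.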

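At 90 min recently-transcribed mRNA was 35.4% of time 0 in cycling Xrn1-AID cells (34.3 and 36.5% in the 2 cultures) and 72.0% in arrested ones (70.3 and 73.8%). The wildtype was at 78.7% in cycling cells and 96.6% in arrested cells (88.5 and 105% in the 2 arrested cultures). Arrested Xrn1-AID cells thus still fell below both arrested wildtype cultures.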

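Recently-transcribed mRNA without Med14, a subunit of Mediator, was 7.07% of time 0 at 90 min in cycling cells and 16.3% in arrested cells. Without Spt6 it was 11.1% in both states, and without Sth1, the catalytic subunit of a chromatin remodeler, 35.7% in cycling and 47.1% in arrested cells. Each is 1 culture per state, so no test was made.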

To exclude the possibility that we are unable to reliably measure a decrease in transcription relative to the initial arrested state, we depleted Med14 - an essential component of the mediator (16) - which causes a significant transcription reduction even in arrested cells (Figure S7F).

Having verified our ability to measure transcriptional shutdown in arrested conditions, we asked whether the lack of response could be explained by delayed dynamics due to the different basal states. More

specifically, since arrested cells are larger, but contain less mRNA (figure S7E), which also accumulates slower (Fig S7B), it is possible that in a longer experiment the depletion of Xrn1 would eventually lead to a decrease in transcription even in arrested cells. However, we were limited in our ability to probe the response to Xrn1 depletion for long durations in arrested cells due to their disrupted physiology and eventual escape from induced G1-arrest. As an alternative, we reasoned that if there is a delay in the transcriptional response in arrested cells, then we expect the signature of recently-transcribed mRNA to temporally diverge from the signature of a cycling population responding to Xrn1 depletion. More specifically - we expect that later time points in an arrested population will be more similar to earlier time points in a cycling population. To try and address this hypothesis, we used a different experiment as a reference point, and compared the changes in recently-transcribed mRNA following Xrn1 depletion to the same profile 90' after Xrn1 depletion in cycling/arrested cells (figure S7H). However, we found that both profiles (arrested/cycling after 90 minutes) were most correlated to the 90-120 timepoints from the other experiment. If anything, it seems that the 90' arrested sample was more correlated to the 120' reference (cycling) time point, which is the opposite of the expectation from a delayed response. We conclude that there is no evidence that the transcriptional response is delayed in arrested cells, but that more experimentation is required to provide more direct evidence that the transcriptional response is ablated in arrested cells.

To summarize, there are two lines of evidence pointing to the cell cycle as a potential regulator of mRNA homeostasis. First, we identified a clear G1- and S-phase signature in unsynchronized populations, following the depletion of all 5'-3' degradation factors. Secondly, when we depleted Xrn1 in G1-arrested cells we observed only a modest decrease in transcription. Even though both lines of evidence are circumstantial, they point to a potential role for the cell cycle in the observed feedback. The observed G1 and S signature in the unsynchronized population and the delayed reduction in transcription, suggest a sensing mechanism that is triggered in a specific stage of the cell cycle after some time has passed since Xrn1 depletion (Figure S7I).

Supplementary References

1. Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, **15**.
2. Vallat, R. (2018) Pingouin: statistics in Python. *Journal of Open Source Software*, **3**, 1026.
3. Lu, A.X., Zarin, T., Hsu, I.S. and Moses, A.M. (2019) YeastSpotter: accurate and parameter-free web segmentation for microscopy images of yeast cells. *Bioinformatics*, **35**, 4525–4527.
4. Jonas, F., Soifer, I. and Barkai, N. (2018) A Visual Framework for Classifying Determinants of Cell Size. *Cell Rep.*, **25**, 3519–3529.e2.
5. Jorgensen, P. (2002) Systematic Identification of Pathways That Couple Cell Growth and Division in Yeast. *Science*, **297**, 395–400.
6. Zhang, J., Schneider, C., Ottmers, L., Rodriguez, R., Day, A., Markwardt, J. and Schneider, B.L. (2002) Genomic Scale Mutant Hunt Identifies Cell Size Homeostasis Genes in *S. cerevisiae*. *Current Biology*, **12**, 1992–2001.
7. Klein-Brill, A., Joseph-Strauss, D., Appleboim, A. and Friedman, N. (2019) Dynamics of Chromatin and Transcription during Transient Depletion of the RSC Chromatin Remodeling Complex. *Cell Reports*, **26**, 279–292.e5.
8. Santos, A., Wernersson, R. and Jensen, L.J. (2015) Cyclebase 3.0: a multi-organism database on cell-cycle regulation and phenotypes. *Nucleic Acids Res.*, **43**, D1140–4.
9. Cheng, J., Maier, K.C., Avsec, Ž., Rus, P. and Gagneur, J. (2017) -regulatory elements explain most of the mRNA stability variation across genes in yeast. *RNA*, **23**, 1648–1659.
10. Cheng, Z., Mugler, C.F., Keskin, A., Hodapp, S., Chan, L.Y.-L., Weis, K., Mertins, P., Regev, A., Jovanovic, M. and Brar, G.A. (2019) Small and Large Ribosomal Subunit Deficiencies Lead to Distinct Gene Expression Signatures that Reflect Cellular Growth Rate. *Mol. Cell*, **73**, 36–47.e10.
11. Sabi, R., Volvovitch Daniel, R. and Tuller, T. (2017) stAlcalc: tRNA adaptation index calculator based on species-specific weights. *Bioinformatics*, **33**, 589–591.
12. Leibovich, L., Paz, I., Yakhini, Z. and Mandel-Gutfreund, Y. (2013) DRIMust: a web server for discovering rank imbalanced motifs using suffix trees. *Nucleic Acids Res.*, **41**, W174–9.
13. Cao, Y., Cairns, B.R., Kornberg, R.D. and Laurent, B.C. (1997) Sfh1p, a component of a novel chromatin-remodeling complex, is required for cell cycle progression. *Mol. Cell. Biol.*, **17**, 3323–3334.
14. Du, J., Nasir, I., Benton, B.K., Kladde, M.P. and Laurent, B.C. (1998) Sth1p, a *Saccharomyces cerevisiae* Snf2p/Swi2p Homolog, Is an Essential ATPase in RSC and Differs From Snf/Swi in Its Interactions With Histones and Chromatin-Associated Proteins. *Genetics*, **150**, 987–1005.
15. Angus-Hill, M.L., Schlichter, A., Roberts, D., Erdjument-Bromage, H., Tempst, P. and Cairns, B.R. (2001) A Rsc3/Rsc30 zinc cluster dimer reveals novel roles for the chromatin remodeler RSC in gene expression and cell cycle control. *Mol. Cell*, **7**, 741–751.
16. Warfield, L., Ramachandran, S., Baptista, T., Devys, D., Tora, L. and Hahn, S. (2017) Transcription of Nearly All Yeast RNA Polymerase II-Transcribed Genes Is Dependent on Transcription Factor TFIID. *Molecular Cell*, **68**, 118–129.e5.

How the deposited data were processed for this re-analysis (not part of the article)

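The series holds 344 libraries of polyadenylated 3′ ends from budding yeast, of which 338 have counts. By experiment, 10 came from a spike-in titration, 24 from a 4tU course, 4 from a thiolutin test, 6 from an XRN1 knockout, 8 from the imaging experiment, 92 and 90 from depletion screens 1 and 2, 24 from a repeat of Xrn1 depletion and 80 from cells arrested with alpha factor or cycling. Samples without counts, all of screen 2, were left out.

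The authors aligned reads, removed duplicates by position and molecular identifier, counted reads in windows at 3′ ends and deposited these counts without normalization. The authors also deposited counts of reads by their number of T positions and T-to-C conversions, and library totals as counts. A scaled and smoothed mRNA signal, made by the authors from the reads, the spike-in reads and OD, was deposited as well. The authors deposited, for each transcript and library, the maximum-likelihood recently transcribed fraction with its 95% bounds, and one such fraction for each library. The submitters' processing notes name bcl2fastq 2.20 and Bowtie2 2.3.4.3. Of 6647 windows, 5923 matched a locus tag of the R64 reference, 5904 of these ended within 1000 bp of the gene end, and 6637 windows were 450 bp long.

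Here, the recently transcribed share of each library was fitted as a mixture of 2 binomials, with error and conversion probabilities shared by an experiment. Tested on simulated data, its largest error was 3.37%. The mRNA level was reads over spike-in reads and OD. Degradation rates used the deposited fraction per transcript, the lag that the paper gives and a doubling time of 90 min, and production was level times the sum of degradation and dilution. Rates needed a mean of 20 counts.

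Counts were compared with edgeR 4.0.16 (quasi-likelihood, Benjamini-Hochberg adjusted p under 0.01) in R 4.3.3, after its filter for low counts. TMM scaled the knockout, 4tU and arrest comparisons, and spike-in reads and OD the depletions. Standard errors are the log2 fold change over the square root of F. DESeq2 1.42.0 was an alternative. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Xrn1 depletion was compared with time 0 within cultures. In screen 2, libraries at 45 to 90 min of a strain were compared with its libraries at time 0, with one spread for all. Single values were compared by exact permutation or sign-flip tests, two-sided.

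Named genes are the 10 largest increases and decreases past the threshold, with a mean of 50 counts and the same direction in every replicate, the genes that the paper names, and up to 4 with the smallest adjusted p from lists with at least 5 members past the threshold. Lists were described where 5 members were measured. The mating type genes of the closing section were chosen after their values were seen.

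Median counts per library were 378836 in the titration, 416128 in the 4tU course, 459038 with thiolutin, 272032 in the knockout, 1380660 in the imaging experiment, 151891 in screen 1, 538002 in screen 2, 253396 in the repeat and 280552 with arrest. Screen 2 ranged from 1236 to 2346177. Tested on simulated data, 2-fold changes were found for 32.8% of genes in the knockout, 83.6% after 4tU, 77.6% in arrest, 89.6% for Xrn1 depletion at 60 min and 70.1% for Xrn1 in screen 2.

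Arrested and cycling cultures are paired by strain and repeat in the labels. Residuals within pairs correlated at 0.14 for Xrn1-AID 1, 0.334 for Spt6-AID 1, -0.0897 for wildtype 1, 0.314 for Sth1-AID 1, 0.107 for Med14-AID 1, 0.183 for wildtype 2, -0.156 for Xrn1-AID 2 and -0.00268 for Rat1-AID 1. Alternatives were other p thresholds, tools, scalings, count minimums, growth and lag settings, time windows, single clones or experiments, rank correlations and leaving out each replicate.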

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

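The tests of other splits apart from that of Pan3, of handling in screen 2 alone, of the solvent, of a link between the 2 rates without shared libraries and of shared reads in the strain differences were chosen after the results were seen, while the other tests were set beforehand.

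Degradation and production changes went together across transcripts of the knockout at r = 0.699. Between the 2 libraries of one strain, where no strain differs, the same calculation gave r = 0.838 for the nat clone, 0.817 for the hyg clone and 0.858 for the wildtype, so shared counts and labeled shares give a correlation of this size by themselves. With production from one clone and degradation from the other, r was 0.0867, which is 0.611 of the limit of 0.142 that repeatability allows. At a mean of 100 counts it was 0.137 of 0.278. The changes repeated between clones at r = 0.300 for degradation and 0.0673 for production, too little to decide whether transcripts that lost more degradation also lost more production, so this stays open.

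In screen 2, differences between strains in recently transcribed mRNA went with differences in the highest mRNA change. Taken from different reads, the correlation for Xrn1 minus Dcp2 was 0.0728, against 0.376 from the same reads, and for Dcp2 minus Not1 0.0226 against 0.225, so much of it may come from reads that both measures share. Over the limit from repeatability the value was 0.627 for Xrn1 minus Dcp2 and 0.109 for Dcp2 minus Not1, with limits of 0.116 and 0.207. The differences in recently transcribed mRNA repeated at only r = 0.0509 and 0.0854 between reads, so a link between new mRNA and the peak stays open.

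Auxin was followed by a rise of the same 4 transcripts (YNL134C, PDR12, TDH1 and SNQ2) in at least 6 of the 9 degron strains of screen 2, with YNL134C higher in all. In the imaging cultures with auxin against mock collected together, their median was at least 1.36 in log2 in the 4 pairs, which argues against time in culture regardless of auxin and, since mock cultures held the same solvent, against the solvent. In each pair it also lay at least 0.64 above the upper limit of random lists matched in level, a rise outside screen 2 that handling of that screen alone would not give. In the wildtype of screen 2 all 4 were higher, with a median of 0.99, but this culture shared the handling of that screen. In wildtype cultures of the other experiments the lowest median was 0.08 (0.0793), with 0.18 in screen 1 and 0.45 in the repeat. In the culture with the lowest median PDR12 had 1.79, TDH1 0.22, YNL134C -0.06 and SNQ2 -0.29. PDR12 was above 0 in each wildtype culture, from 0.75 to 3.06, and TDH1 likewise, from 0.16 to 0.86. YNL134C and SNQ2 went both ways. Some of these cultures had enough counts for only 3 of the 4 transcripts. For the 4 as a set, an effect of auxin itself on cells without any depletion could not be excluded and stays open. Wildtype medians were neither all near 0 nor all above random lists, and both imaging strains carry a degron. No biological explanation other than auxin itself was tested.

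In 5 comparisons the real order of the libraries called more transcripts than any other split tried, so that 1 split of each set was as large. This argues against a chance order of the libraries as the source of the calls. The 4tU and Pan3 splits do not measure the spread between cultures, and 32 swaps cannot show less than 1 in 32. After 4tU 149 transcripts were called, against at most 1 among the others of 100 splits. In arrest 939 transcripts were called, against at most 159 among the others of 100 splits. At 60 min of Xrn1 depletion 2815 transcripts were called, against at most 1220 among the others of 32 splits. At 240 min 1049 transcripts were called, against at most 197 among the others of 32 splits. Without Pan3 51 transcripts were called, against at most 11 among the others of 100 splits. The Xrn1 values are from swaps of times within cultures, without 1 of the libraries at time 0, and those of Pan3 from its own libraries alone.

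Single values stood apart by their distance from the nearest other value in 5 of 23 groups tested, where chance gives 1 in 20, or 1.15, for independent groups. The groups are not independent, since the Spt6-AID values share the same cycling library and the others come from repeat B. The count therefore overstates the number of separate cases. Repeat B of Xrn1 depletion had recently transcribed mRNA at 201% of time 0 at 60 min (nearest 120.0%). At 240 min it was 598% (nearest 206%). Spt6-AID cells had recently transcribed mRNA in arrest at 37.5% of that in cycling cells (nearest 25.4%). Their share in arrest was 78.8% of that in cycling cells (nearest 52.9%). Their share in cycling cells was 13.7% (nearest 18.9%).

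At 90 min, recently transcribed mRNA was 109 and 149% of time 0 in the repeat cultures and 39.9 to 63.8% in the 4 of the screens (exact permutation test of the difference, p = 0.0667, the smallest that 2 against 4 can give). In the wildtype of screen 2, YNL134C had a log2 change of 1.49 at 45 to 90 min (standard error 0.29, adjusted p = 0.015 from edgeR, over the threshold of 0.01), which the paper does not report.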

How the results depend on the processing

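The tests chosen after the result was seen are those with 4 single-degron cultures, the deposited library-wide share, the spike-in alone for recently transcribed mRNA of arrested cells, the wildtype mean of the same state, the reads of the conversion table in the knockout, the deposited gene counts for its mRNA level, the G1/S list with single degrons or without the repeat, and 5 arrested cultures with the replicate block. Of 203 values of the main results under other settings, 101 kept their direction and their side of the threshold or stayed within the spread, 5 no longer passed, 94 moved and 3 reversed. When 1 replicate was left out, 62 of 75 stayed, 6 no longer passed and 7 moved. Of 2825 values of named genes under other settings, 2375 stayed, 387 no longer passed, 24 came to pass and 39 reversed. When 1 replicate was left out, 1684 of 1744 stayed, 53 no longer passed, 7 came to pass and none reversed. Apart from settings with fewer libraries or another p threshold, the cause was not tested. Sign-flip tests with 5 or fewer cultures cannot give a p under 0.05, so a p that misses there does not show that values did not differ. At this depth, simulated 1.5-fold changes were found for 5.97% of genes in the knockout and 34.3% at 60 min of depletion.

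Leaving out 1 replicate gave 1604 to 1871 transcripts with a linear increase against 2838, 2145 to 2986 changed transcripts at 60 min of Xrn1 depletion against 2999, 822 to 1104 at 240 min against 1179 and 439 to 554 in the knockout against 637. In log2, it gave 0.44 to 0.53 for mRNA at 60 min (p = 0.0625, exact sign-flip permutation test) against 0.49, -1.03 to -0.80 for recently transcribed mRNA at 90 min, -1.15 to -1.07 for mRNA of arrested cells, -2.19 to -2.12 for their recently transcribed mRNA, -1.61 to -1.48 for the degradation rate in the knockout, -1.18 to -0.92 for its production rate and -0.19 to 0.21 for its mRNA level. From the deposited gene counts that level was -0.65 (p = 0.0667, exact permutation test). Without wildtype library A, degradation changed by -1.54 and production by -0.92, and without library B by -1.48 and -1.10. The labeled share of the knockout ranged from -41.8 to -35.6%, and R² of the titration from 0.985 to 0.996.

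A replicate block gave 123 changed transcripts after 4tU against 149, 586 in the knockout and 990 in arrest against 939, and 697 with 5 arrested cultures. In the knockout the groups share only a number, and residuals of same-numbered libraries correlated from -0.0704 to 0.0375. In the labeling course they share a DMSO treatment, and residuals of libraries with the same treatment correlated from -0.241 to 0.448, with 0 of 6 libraries after 4tU correlating best with that of its own treatment. With no replicate block, 0 passed in edgeR at 60 min and 0 at 240 min of depletion. With an adjusted p under 0.05, 313 passed after 4tU, 1061 in the knockout, and in screen 2 1853 for Dcp2, 1324 for Not1, 180 for Rrp6, 222 for Pop2, 113 for Dis3, 267 for Pan3, 37 for Pab1, 5 for Ccr4 and 2 in the wildtype. DESeq2 called 1480 for Xrn1, 376 for Dcp2, 476 for Not1, 44 for Rrp6, 33 for Pop2, 88 for Dis3, 94 for Pan3 and 1 in the wildtype, TMM scaling 1591 for Xrn1, 112 for Rrp6, 95 for Pop2, 93 for Dis3, 22 for Pan3, 20 for Pab1 and 3 in the wildtype, and no filter 1 in the wildtype, where edgeR called 0 and 72 higher and 471 lower had an unadjusted p under 0.05. With 1 of the 2 libraries at time 0, assumed to vary like the others, the first gave 1937 for Xrn1, 217 for Dcp2, 340 for Not1, 23 for Rrp6, 0 for Pop2, 5 for Dis3, 3 for Pan3, 1 for Pab1 and 0 for Ccr4, the second 2047 for Xrn1, 532 for Dcp2, 288 for Not1, 17 for Rrp6, 0 for Pop2, 1 for Dis3, 5 for Pan3, 0 for Pab1 and 0 for Ccr4. Against these, edgeR called 3093 for Xrn1, 1117 for Dcp2, 812 for Not1, 69 for Rrp6, 57 for Pop2, 50 for Dis3, 37 for Pan3, 7 for Pab1 and 3 for Ccr4 with both.

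Spike-in and OD scaling called 229 higher and 1 lower after 4tU (TMM 86 higher and 63 lower), 498 higher and 137 lower in the knockout (TMM 301 higher and 336 lower) and 110 higher and 2646 lower in arrest (TMM 526 higher and 413 lower), in all 230 and 2756 for the first and last. TMM called 405 higher and 310 lower at 60 min of depletion (715 in all; spike-in 2994 higher and 5 lower). It reversed ATP4 (-0.097), HHF2 (-0.041), HHT2 (-0.10), HTA1 (-0.13), HTB2 (-0.063), NRD1 (-0.053), NRG2 (-0.11), RGR1 (-0.13), SKI2 (-0.19), SOD2 (-0.089), SPO12 (-0.022), SPT6 (-0.60), STH1 (-0.12), URA5 (-0.24), URH1 (-0.011) and YCF1 (-0.083) at 60 min. Spike-in scaling reversed RPS3 (0.16) after 4tU and, in arrest, ARG4 (-0.26), ATP15 (-0.026), CDC39 (-1.11), CLN3 (-0.047), CSE2 (-0.0035), DCP2 (-1.02), EXG1 (-0.096), GPM1 (-0.74), NRG2 (-0.071), PDC1 (-0.53), PGI1 (-0.40), PNC1 (-0.32), POP2 (-0.77), PRE9 (-0.72), PUP3 (-0.73), QCR8 (-0.35), QCR9 (-0.39), RPC10 (-0.64), RPN13 (-0.73), RPN9 (-0.70) and SEN1 (-0.63). After the wildtype change was subtracted, 730 passed at 60 min and 183 at 240 min, where SNQ2 (-0.22) reversed. The knockout had 368 with the hyg clone alone and 328 with nat.

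Settings of the levels, in log2, gave for mRNA at 60 min 0.32 with OD only, 0.43 in screen 1, 0.27 in screen 2, 0.68 in the repeat and 0.54 in 4 single-degron cultures. Recently transcribed mRNA at 90 min was -0.51 in all 6 cultures, -1.27 with the deposited share and 0.35 (reversed) in the repeat, against -0.93. In cycling cells total mRNA gave 0.39 against 0.63. For arrested cells, mRNA was -1.77 with the spike-in alone and 0.54 (reversed) with OD alone, and recently transcribed mRNA -2.02 with the deposited share per transcript, -2.02 in 8 pairs and -2.82 with the spike-in alone. Values with OD alone follow the depth of each library, and those with the spike-in alone are not divided by biomass. The degradation change was -1.45 with slower growth, -1.45 with dilution for a doubling time of 180 min and -1.09 at a mean of 100 counts, where the production change was -0.81. CPM gave -1.11 for CLN2, -0.26 for MSN2 and 0.45 (reversed) for SUC2 without Spt6, and 1.02 for MSN2 without Xrn1.

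Other values were 18.1 min for the half-life without a lag and 44.7 min at a mean of 100 counts against 15.0, a labeled share -29.1% in the knockout and -44.3% with thiolutin when each library had its own mixture, 687 linear transcripts from 0 to 45 min and 0 in the wildtype column alone, and 180 Not1-sensitive transcripts at 2 SD and 152 in screen 1. Correlations were 0.518 relative to the wildtype, 0.478 at 100 counts and 0.459 (Spearman) for Xrn1 and Not1, 0.422 (Spearman) and 0.27 at 20 counts for slope and production with partial 0.102, 0.0867 between clones and 0.722 (Spearman) for the 2 rates, and 0.0728 between different reads and 0.401 (Spearman) for Xrn1 minus Dcp2 and 0.0226 and 0.208 for Dcp2 minus Not1. The time to the midpoint of the fall was 58.1 min for Dcp2 and 51.9 min for Not1 relative to the wildtype, 42.2 min for Not1 and 70.6 min for Xrn1 with smoothing, and 34 and 70.8 min as a median over transcripts.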

Differences from the paper's values

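None of the alternatives below was chosen after the values were seen. For those with different clones or different reads, only the flagged tests of what their values mean were chosen later.

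The paper states changes to 400 transcripts in the knockout at its adjusted p threshold of 0.01 with DESeq2, against 637 here with edgeR. Of the alternatives set before the data were examined, DESeq2 (441), the hyg clone alone (368), the nat clone alone (328), the replicate block (586) and leaving out each library (439 to 554) lay within 1.5 times the paper's value. An adjusted p under 0.05 (1061), DESeq2 size factors in edgeR (639), no filter (786) and spike-in and OD scaling (635) did not.

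The paper estimates rates for 4800 transcripts, against 2246 here with a mean of at least 20 counts and a share in all 6 libraries. No alternative was set.

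The paper's median fall of the degradation rate is 40%, against 66.2% here. A mean of at least 100 counts (53.2%) lay within 1.5 times the paper's value, while slower growth (63.3%), a doubling time of 180 min (63.5%), no lag (66.3%), shares from the mixture fitted here (66.9%) and leaving out each library (64.2 to 67.1%) did not.

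The paper's correlation of degradation and production changes is 0.87, against 0.699 here. It also differed with different clones for the 2 rates (0.0867) and as Spearman (0.722).

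Half-lives from single labeling times correlated with those of the whole course at the paper's 0.66 for 6 min and 0.85 for 10 min over its transcripts, and at the paper's 0.81 and 0.94 from its median expression up, against 0.933 and 0.992 here over log half-lives of transcripts with a mean of at least 20 counts, so the sets are not the same. No alternative was set.

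The paper's partial correlation of slope and production is 0.28, against 0.225 here, and it also differed as Spearman (0.214) and with all transcripts of at least 20 counts (0.102).

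The paper's correlation of Xrn1 and Not1 depletion at 90 min is about 0.29 in Fig. 5C, read by eye, against 0.423 here. It also differed relative to the wildtype (0.518), at a mean of 100 counts (0.478) and as Spearman (0.459). For Xrn1 and Dcp2 the paper's value is about 0.75 in Supplementary Fig. S5D, read by eye, against 0.696 here, with no alternative set.

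For Dcp2 minus Not1, the paper's correlation of the differences in new mRNA and in the peak is 0.31, against 0.252 here, and it also differed from different reads (0.0226) and as Spearman (0.208).

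The paper's median half-life, in the legend of Fig. 1, is shorter than the 15.0 min here, which is from 10 min of labeling alone over transcripts with a mean of at least 20 counts, so the sets and the methods are not the same. The paper leaves Msn2 and Suc2 out of its linear transcripts, while here MSN2 passed (adjusted p = 0.085, Benjamini-Hochberg over linear regressions of 14 libraries) and SUC2 did not (adjusted p = 0.17). The paper describes a drop of recently transcribed mRNA after Xrn1 loss, which the 4 screen cultures showed and the 2 repeat cultures, weakly labeled, did not (109 and 149% of time 0 at 90 min).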

Other observations

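The tests of mating type genes were chosen after the result was seen, while the strains of screen 2 were tested as planned.

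The polyubiquitin gene and a termination factor rose when Rrp6 of the nuclear exosome was depleted, as did reads in the window of a G1 cyclin. At 45 to 90 min, 62 higher and 7 lower passed in edgeR (66 higher and 46 lower with TMM scaling), and 23 or 17 in all with only the first or the second library at time 0. The cyclin PCL1 had a log2 change of 2.64 (standard error 0.32), polyubiquitin UBI4 1.79 (standard error 0.22), the termination factor NRD1 1.71 (standard error 0.22), RPL36A 1.67 (standard error 0.19) and TMC1 1.60 (standard error 0.22). The counting windows of PCL1 and RPL36A start past the end of the gene in the R64 build. Their reads therefore need not come from the mRNA of these genes. RPL11B had -1.08 (standard error 0.26), a call lost with DESeq2 and with the first library at time 0 alone.

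MET6 and the ergosterol genes ERG3, ERG25 and ERG11 fell without the deadenylase Pop2, and some mating and proteasome genes rose. In all, 45 higher and 12 lower passed (35 higher and 60 lower with TMM scaling), none of them with only 1 of the libraries at time 0. MET6 had -0.94 (standard error 0.16), ERG3 -0.84 (standard error 0.17), ERG25 -0.83 (standard error 0.16), ERG11 -0.69 (standard error 0.13), PCL2 1.43 (standard error 0.26) and KAR4 1.03 (standard error 0.17). For proteasome subunits 7 rose and 0 fell of 33 (24 and 0 when adjusted over the list alone), for pheromone response 6 rose and 0 fell of 29 (12 and 0 when adjusted over the list alone), and for sulfur and methionine 0 rose and 3 fell of 16 (0 and 4 when adjusted over the list alone).

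Some phosphate and ribosomal protein genes fell without Dis3 of the exosome, and some heat shock genes rose. In all, 26 higher and 24 lower passed, against 31 higher and 62 lower with TMM scaling and 12 higher and 76 lower with DESeq2. VTC3 had -0.98 (standard error 0.17), PHO84 -0.91 (standard error 0.14), RPS7B -0.69 (standard error 0.15), ATR1 1.57 (standard error 0.23), SSA1 1.31 (standard error 0.19) and HSP82 1.02 (standard error 0.24). For ribosomal proteins 1 rose and 17 fell of 137 (2 and 77 when adjusted over the list alone), for the phosphate regulon 0 rose and 3 fell of 13 (0 and 4 when adjusted over the list alone), and for Hsf1 targets 4 rose and 0 fell of 20 (5 and 0 when adjusted over the list alone). With only the first library at time 0, 5 transcripts passed, and with only the second, 1.

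Fewer passed without Pan3 (8 higher and 29 lower), Pab1 (3 higher and 4 lower) and Ccr4 (3 higher and 0 lower). With TMM scaling the direction turned, to 21 higher and 1 lower without Pan3 and 19 higher and 1 lower without Pab1, while DESeq2 gave 7 higher and 87 lower and 4 higher and 4 lower. With only the first or the second library at time 0, 3 or 5 passed without Pan3 and 1 or 0 without Pab1. Without Pan3, the genes ADE13 at -0.60 (standard error 0.12) and HPT1 at -0.55 (standard error 0.11) fell, calls lost with TMM scaling. These strains are single cultures, apart from Pan3 with 2, so the tests compare libraries of a culture.

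For pyrimidine synthesis, 1 rose and 1 fell of 12 (1 and 1 when adjusted over the list alone) in the knockout, 7 rose and 0 fell of 12 (7 and 0 when adjusted over the list alone) at 60 min of Xrn1 depletion, 0 rose and 3 fell of 10 (0 and 3 when adjusted over the list alone) in arrest and 0 rose and 0 fell of 10 (0 and 0 when adjusted over the list alone) after 4tU.

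Genes specific to mating type a and the mating gene FUS1 had lower values in the knockout by edgeR, of which STE6 did not pass. MFA2 had -1.51 (standard error 0.18, adjusted p = 1.3e-06), STE2 -1.29 (standard error 0.21, adjusted p = 6.3e-05), STE6 -1.06 (standard error 0.38, adjusted p = 0.039), ASG7 -5.47 (standard error 0.63, adjusted p = 9.6e-07) and FUS1 -2.48 (standard error 0.46, adjusted p = 2.8e-04). Of genes of the other type, HMLALPHA2 had 3.14 (standard error 0.64, adjusted p = 7.8e-04), MATALPHA2 1.34 (standard error 0.67, adjusted p = 0.14) and SAG1 1.16 (standard error 0.56, adjusted p = 0.13). At 240 min of depletion, STE2 had 0.68 (standard error 0.15, adjusted p = 2.8e-04), STE6 0.57 (standard error 0.19, adjusted p = 0.016), ASG7 -0.17 (standard error 0.26, adjusted p = 0.65), FUS1 0.30 (standard error 0.19, adjusted p = 0.22), HMLALPHA2 2.15 (standard error 0.69, adjusted p = 0.012), MATALPHA2 2.29 (standard error 0.59, adjusted p = 0.0023) and SAG1 1.83 (standard error 0.30, adjusted p = 6.9e-06). HMLALPHA2 and MATALPHA2 are near-identical copies, and the paper lists its strains as mating type a. Reads cannot be assigned between the 2 entries with certainty, so they are not separate measures.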
